# mTOR signaling regulates demand-adapted hematopoiesis and metabolic reprogramming required for an effective cellular immune response in *Drosophila melanogaster* larvae

**DOI:** 10.1371/journal.pgen.1012094

**Published:** 2026-03-24

**Authors:** Ines Anderl, Jens-Ola Ekström, Tea Tuomela, Mika Rämet, Tiina Susanna Salminen, Laura Vesala

## Abstract

The evolutionarily conserved mechanistic Target of Rapamycin (mTOR) pathway connects energy and nutrient availability to growth, proliferation, differentiation, immunity and survival. Here, we investigated the role of the mTOR pathway in *Drosophila* hematopoiesis and immunity using genetic and transcriptomic analyses of peripheral larval blood cells (hemocytes). We show that blood cell-directed *mTor* expression induced lamellocyte differentiation as seen after parasitoid wasp infection. Genetic epistasis revealed that lamellocyte hematopoiesis downstream of mTor is mediated by the JNK and p38 pathways. Transcriptomic profiling showed largely similar changes in gene expression patterns of wasp infected and *mTor* overexpressing hemocytes. While mTOR signaling is necessary for proper lamellocyte differentiation, mTOR Complex 1 (mTORC1) activity is suppressed in mature lamellocytes. Our transcriptome data indicated that hemocyte activation is accompanied by a shift in metabolism towards aerobic glycolysis for energy production, the oxidative pentose phosphate pathway for NADPH recycling, ROS production and detoxification as well as glutaminolysis for glutathione production. Our data highlight the key role of mTOR in controlling blood cell fate in *Drosophila*.

## Author summary

The immune system relies on specialized blood cells that can rapidly develop in response to infection or injury. However, the signals that guide blood cells to adopt specific immune functions are not fully understood. In this study, we used the fruit fly (*Drosophila melanogaster*), a widely used model organism that shares many conserved biological pathways with humans, to investigate how immune blood cells form during stress or infection. We focused on the mechanistic Target of Rapamycin (mTOR) pathway, which is known to regulate cell growth and metabolism. We found that overexpressing *mTor* in circulating blood cells causes them to develop into lamellocytes, a specialized immune cell type normally produced during parasitic wasp infection. This response requires additional stress-related signaling pathways, suggesting that mTOR works together with immune signaling networks to control blood cell fate. Interestingly, while mTOR activity is necessary to initiate lamellocyte formation, its activity decreases once these cells mature. These findings identify mTOR as a key regulator of immune blood cell development in *Drosophila*.

## Introduction

All creatures great and small, men and flies alike, must fight infections to stay alive and healthy. The immune response is costly [1–4] because it requires metabolic support to provide energy and building blocks for the biosynthesis of cytokines and immune effector molecules as well as the generation and proliferation of appropriate immune cell types [5,6]. As such, the evolutionarily conserved mTOR (mechanistic Target of Rapamycin) network senses nutrient and energy status and coordinates these cues with changes in growth and metabolism [7], and in the presence of sufficient cellular energy and biomolecular components, mTOR mediates anabolic growth. mTOR is a serine/threonine kinase forming the catalytic subunit of two distinct protein complexes. As part of the mTOR Complex 1 (mTORC1), mTOR is associated with Raptor (Regulatory protein associated with mTOR) while it interacts with Rictor (Rapamycin-insensitive companion of mTOR) in the mTOR Complex 2 (mTORC2) [8]. mTORC1 controls cell growth and metabolism by promoting protein, lipid and nucleotide synthesis, by mediating the metabolic shift from oxidative phosphorylation (OXPHOS) to aerobic glycolysis and by inhibiting autophagy, lysosome biogenesis and apoptosis [9–12]. mTORC2 controls cytoskeletal organization, proliferation and cell survival [12]. It connects mTOR with insulin signaling by activating the AKT serine/threonine kinase (Akt), a core component in the insulin signaling pathway [13,14]. The Tuberous Sclerosis Complex (TSC), consisting of TSC1 and TSC2 (Tsc1 and Gigas in *Drosophila*), negatively regulates mTORC1, while the TSC is required for proper activation of mTORC2 [15,16]. TSC2 is a GTPase-activating protein inhibiting the GTP-bound form of Ras homology enriched in brain (Rheb) at the lysosome while TSC1 stabilizes TSC2 [16]. Due to its critical role in proliferation, differentiation and metabolism, mTOR has been intensively studied in hematopoiesis and immunity [17–20]. Data on mTOR in immune cell differentiation and function are dominated by studies of mammalian hematopoietic stem cells (HSCs) and T cells. In HSCs, mTORC1 controls self-renewal and differentiation [21,22]. In steady state T cells, the activity of mTOR is kept at bay by multiple inhibitory mechanisms to maintain T cell homeostasis. Following immune activation, mTOR orchestrates the metabolic changes leading to T cell activation and differentiation of T cell lineages [18,23]. Moreover, B cells and innate immune cells also rely on mTOR signaling for activation and differentiation [19,24].

In the fruit fly, *Drosophila melanogaster*, blood cells, also known as hemocytes, mediate the cellular immune response [25–29]. Plasmatocytes, initially described as phagocytes, are the most abundant hemocyte type in homeostasis. They are highly plastic and are able to transdifferentiate into crystal cells and lamellocytes [30–33]. Different subsets of plasmatocytes may be involved in a wider variety of specific functions [34–39], revealing a more complex blood cell system than previously anticipated. Crystal cells produce melanin and participate in the melanization of bacterial pathogens and parasitoids [40,41]. Parasitoid wasps, such as *Leptopilina boulardi*, trigger the hematopoiesis of lamellocytes, specialized immune cells encapsulating parasitoids [42,43]. Several signaling cascades are implicated in lamellocyte hematopoiesis such as the JAK-STAT, JNK and p38 pathways [44,45]. Despite the importance of mTOR signaling in mammalian hematopoiesis and immunity, little is known of its role in *Drosophila* hemocytes. So far, it has only been studied in the context of lymph gland and hematopoietic stem cell development where the activation of mTOR signaling increases proliferation and growth of the posterior signaling center [46] and promotes hemocyte progenitor maintenance in the medullary zone [47]. Here, we investigate mTOR in homeostasis and after parasitoid wasp infection in the peripheral hemocytes of *D. melanogaster* larvae by utilizing genetics and transcriptome analysis. Our data highlight the key role of *Drosophila* mTOR signaling in controlling immune cell fate decisions.

## Results

### *mTor*^*WT*^ overexpression in hemocytes causes melanotic nodule formation and improves the encapsulation response against the parasitoid wasp Leptopilina boulardi G486

To study the effects of *mTor*, we expressed a wild-type *mTor* construct (*UAS-mTor*^*WT*^ [48] in larval hemocytes with the combined *Hml*^*Δ*^-*He-*GAL4 driver (hereafter *HH>* [33]). *mTor*^*WT*^ overexpression in hemocytes (*HH > mTor*^*WT*^) induced melanotic nodule formation mainly in the posterior ends of the larvae (Fig 1A-A”’, white triangles). As expected, we detected much higher *mTor* mRNA levels in *HH > mTor*^*WT*^ hemocytes compared to controls. Surprisingly, hemocytes of *mTor*^*WT*^ overexpressing larvae without nodules (*HH > mTor*^*WT*^-) expressed significantly higher levels of *mTor* than those with nodules (*HH > mTor*^*WT*^ + ; Fig 1B). Because melanotic nodules are reminiscent of the melanized capsules hemocytes form around parasitoid wasp eggs, we exposed larvae to *L. boulardi* to test whether *mTor* was required for the encapsulation response against parasitoid wasps. We expressed a 754 amino acid central region known as the “*Toxic Effector Domain”* (*Tor*^*TED*^, hereafter *mTor*^*DN*^), which functions as a dominant negative by sequestering factors essential for mTOR signaling [48]. 48 hours after infection, *mTor*^*WT*^ increased while *mTor*^*DN*^ decreased wasp killing revealing that mTor is involved in the encapsulation response (Fig 1C).

**Fig 1:**
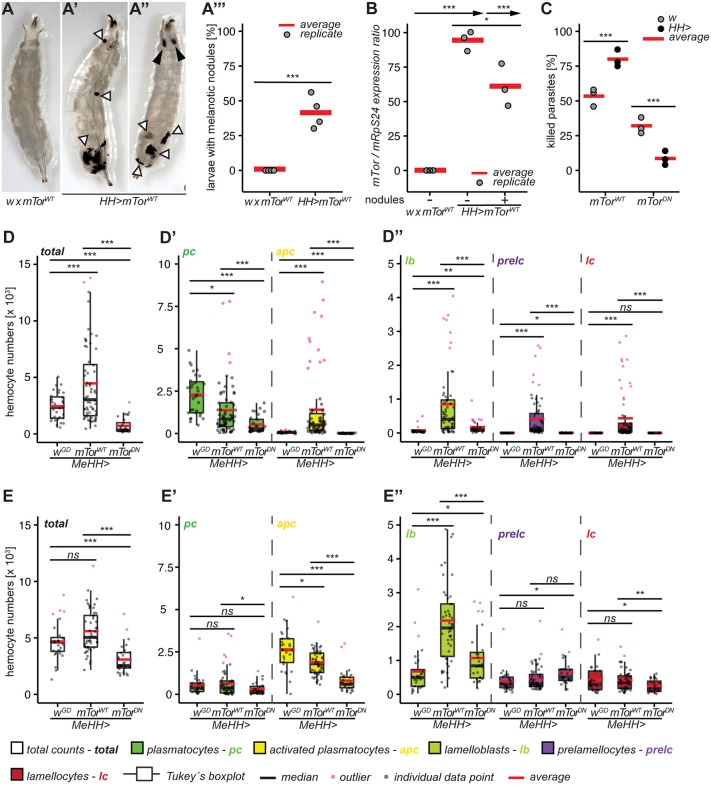
*mTor* expression in hemocytes induces melanotic nodules and is required for the encapsulation response as well as hemocyte activation. A) Melanotic nodule phenotype of control larvae (*w x mTor*^*WT*^, n = 136); A’-A”) Melanotic nodule phenotype of *mTor*^*WT*^ overexpression larvae (*HH > mTor*^*WT*^, n = 266, white triangles - nodules, black arrowheads - salivary glands); A”’) Penetrance of the melanotic nodule phenotype in control and *mTor*^*WT*^ overexpressing larvae. We also detected hypotrophy and melanization of salivary glands (Fig 1A,” black arrowheads) presumably due to ectopic *He-GAL4* expression in this tissue. B) *mTor*/*mRpS24* expression ratio of control (*w x mTor*^*WT*^) and *mTor*^*WT*^ overexpressing hemocytes without (*HH > mTor*^*WT*^*-*) and with (*HH > mTor*^*WT*^*+*) melanotic nodules, arrows represent comparison to control. C) Parasitoid killing assay of *w x mTor*^*WT*^ (n = 313), *HH > mTor*^*WT*^ (n = 305), *w x mTor*^*DN*^*,* (n = 147) and *HH > mTor*^*DN*^ (n = 153). D) Total hemocyte counts of uninfected control (*MeHH > w*^*GD*^, n = 31), *mTor*^*WT*^ overexpression (*MeHH > mTor*^*WT*^, n = 64 and loss of *mTor* function (*MeHH > mTor*^*DN*^, n = 29) larvae. D’) Cell counts of plasmatocyte lineage; D”) Cell counts of lamellocyte lineage. E) Total hemocyte counts of infected control (*MeHH > w*^*GD*^, n = 28), *mTor*^*WT*^ overexpression (*MeHH > mTor*^*WT*^, n = 31) and loss of *mTor* function (*MeHH > mTor*^*DN*^, n = 28) larvae; E’) Cell counts of plasmatocyte lineage; E”) Cell counts of lamellocyte lineage. Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – *not significant*. The hemocyte count and wasp encapsulation data are available in the S7 Table.

### *mTor*^*WT*^ overexpression causes hemocyte activation similar to parasitoid wasp infection, while suppression of *mTor* affects mainly plasmatocyte lineage hemocytes

After activation by parasitoid wasp infection, hemocytes undergo several changes: *i.* total hemocyte counts double; *ii.* steady state plasmatocyte numbers decrease in favor of activated plasmatocytes and *iii.* lamelloblasts appear and give rise to lamellocytes via an intermediate cell type named prelamellocytes [33]. To investigate whether *mTor*^*WT*^ overexpression activates blood cells in a similar manner as wasp infection, we used the blood cell reporter *Me* together with the *HH* driver (*MeHH>* [33]). The total and lineage-specific blood cell counts of uninfected *MeHH > mTor*^*WT*^ larvae closely mimicked the wasp infection pattern described above (Figs 1D-D”; S1A). The total number of hemocytes increased after *mTor*^*WT*^ overexpression (Fig 1D), with all subclasses expanding except for the basal plasmatocytes, whose numbers decreased (Fig 1D’-D”). Because fewer than half of *MeHH > mTor*^*WT*^ larvae had melanotic nodules, we investigated if the total and lineage blood cell counts differed between larvae without nodules (*MeHH > mTor*^*WT*^-) and those with nodules (*MeHH > mTor*^*WT*^+). We found that nodules were correlated with a higher degree of hemocyte activation (S2A-B” Fig). By contrast, when we suppressed *mTor* in wild type larvae (*MeHH > mTor*^*DN*^), total hemocyte counts were significantly reduced due to the reduction of plasmatocytes (Fig 1D). No activated plasmatocytes or lamellocytes were produced (Figs 1D’-D”; S1A). Similarly, *mTor* RNAi (*mTor*^*IR*^) in hemocytes reduced plasmatocyte counts and did not lead to production of activated plasmatocytes nor lamellocytes. Of note, *mTor*^*IR*^ increased the lamelloblast counts to a larger extent than *mTor*^*DN*^ (S3A-A” Fig)*.*

Two days after wasp infection, control (*w*^*GD*^) larvae had increased numbers of activated plasmatocytes and lamellocyte lineage hemocytes (compare Figs 1E-E” to 1D-D”; S1A). These effects were only marginally further affected by *mTor*^*WT*^ overexpression, except that wasp-infected *MeHH > mTor*^*WT*^ larvae had more lamelloblasts than the wasp-infected *w*^*GD*^ control (Fig 1E’-E”). In contrast, *MeHH > mTor*^*DN*^ larvae had significantly lower total hemocyte counts (Fig 1E) mostly due to decreased number of activated plasmatocytes (Fig 1E’). However, only small effects were seen on the precursor cells of the lamellocyte lineage: lamelloblasts and prelamellocytes increased, but fewer lamellocytes were formed (Fig 1E”). *mTor* RNAi (*mTor*^*IR*^) phenocopied the *mTor*^*DN*^ hemocyte phenotype except for decrease in total hemocyte and lamellocyte counts (S3B-B” Fig). Thus, our data show that *mTor*^*WT*^ overexpression induces and phenocopies the cellular immune response to parasitoid wasp infection and that mTor is required for a proper encapsulation response. *mTor*^*DN*^ and *mTor*^*IR*^ accumulate precursor lamelloblasts and reduce plasmatocyte lineage hemocytes under homeostasis and after infection, and *mTor*^*DN*^ partially blocks lamellocyte hematopoiesis. Therefore, *mTor* has a central role in regulating hemocyte proliferation and differentiation.

### Releasing the negative regulation of mTORC1 by silencing the TSC does not fully phenocopy *mTor^WT^* overexpression

Mutations in either component of the Tuberous Sclerosis Complex (TSC) release the negative regulation on mTORC1 [49]. We used RNAi to test if silencing *Tsc1* or *gigas* (*gig)* mimic the *mTor*^*WT*^ overexpression phenotype. In uninfected larvae, silencing either component of the TSC did not phenocopy the *mTor*^*WT*^ effect on lamellocytes. However, the effect on the plasmatocyte lineage was similar (decreased plasmatocytes and increased activated plasmatocyte numbers S4A-A,” S5A-A”Figs). After wasp infection, both knockdowns increased lamelloblasts, and T*sc1* RNAi reduced plasmatocyte lineage counts (S4A-B,” S5B-B”Figs). Furthermore, *gig* RNAi enhanced the killing of wasp larvae (S5C Fig), whereas killing was either unaffected or slightly reduced by *Tsc1* RNAi (S4C Fig). Thus, silencing of *Tsc1* or *gig* is not sufficient to fully phenocopy *mTor*^*WT*^. Next, we opted for a combined suppression of *Tsc1* and *gig*. The double knockdown increased plasmatocyte, activated plasmatocyte and lamelloblast numbers, while lamellocytes were only marginally increased (Figs 2A-A”; S1B). However, neither the hemocyte composition of wasp-parasitized larvae (Figs 2B-B”; S1B) nor the response against wasps (Fig 2C) were different from controls. Taken together, silencing the TSC did not induce lamellocyte hematopoiesis comparable to *mTor*^*WT*^ overexpression. However, it affected plasmatocyte-like hemocytes (plasmatocytes, activated plasmatocytes and lamelloblasts) underscoring the role of mTORC1 in the proliferation of these cell types.

**Fig 2:**
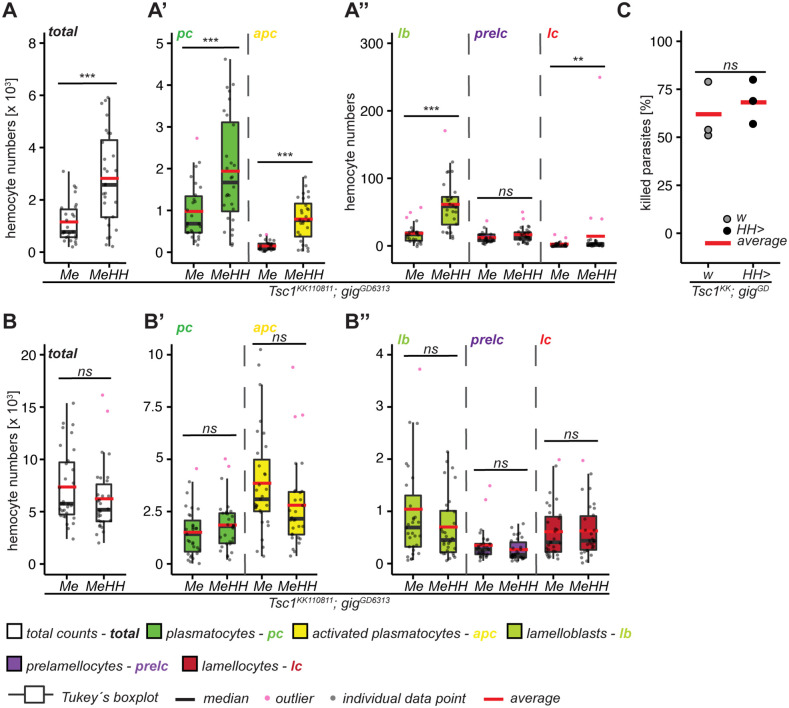
*Tsc1-gig* double knock-down increases plasmatocyte lineage and lamelloblasts but does not activate lamellocyte hematopoiesis. **A)** Total hemocyte counts (n = 28-31) of uninfected control *Me > Tsc1*^*KK110811*^*; gig*^*GD6313*^ and *Tsc1-gig* double knock-down (*MeHH > Tsc1*^*KK110811*^*; gig*^*GD6313*^) larvae; A’) Cell counts of plasmatocyte lineage of uninfected larvae; A”) Cell counts of lamellocyte lineage of uninfected larvae. **B)** Total hemocyte counts of infected larvae; B’) Cell counts of plasmatocyte lineage of infected larvae; B”) Cell counts of lamellocyte lineage of infected larvae. **C)** Parasitoid wasp infection assay of control (w x *Tsc1*^*KK*^*; gig*^*GD*^, n = 155) and *Tsc1-gigas* double knock down (*HH > Tsc1*^*KK*^*; gig*^*GD*^, n = 151) in hemocytes. Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – not significant. The hemocyte count and wasp encapsulation data are available in the S7 Table.

### mTORC1 and mTORC2 are both required for hemocyte activation and the immune response against *L.* *boulardi* infection

Because *mTor*^*WT*^ overexpression and TSC silencing had somewhat distinct phenotypes, we studied the discrete roles of mTORC1 and mTORC2 by individually silencing the adaptor proteins, *raptor* and *rictor*. *Raptor* RNAi strongly increased lamelloblasts, while *rictor* RNAi increased plasmatocytes (S6A-A” Fig). After parasitization, *raptor* knockdown led to increased lamelloblasts and prelamellocyte numbers, while *rictor* knockdown had only a minor effect on lamelloblasts (S6B-B” Fig). The wasp assay confirmed that neither *raptor* nor *rictor* silencing alone was sufficient to impede the encapsulation response (S6C Fig).

Because mTORC1 and mTORC2 both require mTor, we investigated the effect of combined suppression of *raptor* and *rictor*. As for *raptor* RNAi alone, only lamelloblast counts were affected in unchallenged double knockdown larvae (Figs 3A-A”; S1C). However, both the encapsulation response (Fig 3B) and lamellocyte numbers after wasp infection (Figs 3C-C”; S1C) were significantly reduced. In conclusion, both endogenous mTORC1 and mTORC2 are required for inducing a full cellular immune response including lamellocyte hematopoiesis (summarized in S7 Fig).

**Fig 3:**
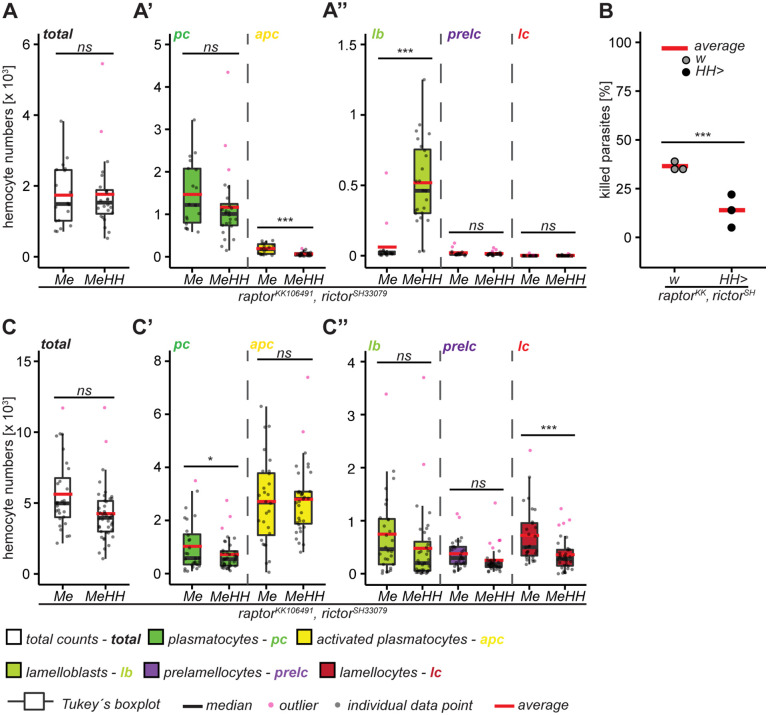
*Raptor-rictor* double knockdown weakens the immune response and reduces lamellocytes after infection. **A)** Total hemocyte counts of uninfected control (*Me x raptor*^*KK106491*^*,rictor*^*SH33079*^, n = 18) and *raptor-rictor* double knockdown (*MeHH>raptor*^*KK106491*^*,rictor*^*SH33079*^, n = 25); A’) Cell counts of plasmatocyte lineage; A”) Cell counts of lamellocyte lineage. **B)** Parasitoid wasp assay of control (*w x raptor*^*KK106491*^*,rictor*^*SH33079*^; n = 159) and *raptor-rictor* double knockdown (*HH>raptor*^*KK106491*^*,rictor* ^*SH33079*^; n = 137). **C)** Total hemocyte counts of infected control (*Me x raptor*^*KK106491*^*,rictor*^*SH33079*^) and *raptor-rictor* double knock-down (*MeHH>raptor*^*KK106491*^*,rictor*^*SH33079*^); C’) Cell counts of plasmatocyte lineage; C”) Cell counts of lamellocyte lineage. Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – not significant. The hemocyte count and wasp encapsulation data are available in the S7 Table.

### *mTor*^*WT*^ and parasitoid wasp infection induce largely overlapping changes in hemocyte gene expression

Because of the similarities between the *mTor*^*WT*^ overexpression and parasitoid wasp-induced hemocyte phenotypes (Fig 4A), we asked whether they regulate the expression of similar sets of genes, and whether mTORC1- and mTORC2-related gene expression patterns are affected. 

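Hemocyte RNA was sequenced from 4 groups of larvae with 3 replicates each, and the hemocytes of 100 larvae were pooled per replicate. The HH driver (*He-GAL4* with *Hml*Δ*-GAL4*) is active in the circulating blood cells. Crossed to *w* GD it gave the controls, and crossed to UAS-*mTor* WT it gave larvae with wild type *mTor* overexpressed in their hemocytes. Larvae of both genotypes were raised at 29 °C, were either left uninfected or exposed for 2 h to *Leptopilina boulardi*, a parasitoid wasp whose egg the hemocytes encapsulate, and were bled 48 h after infection. The cells were spun down from the hemolymph without sorting, so every hemocyte type and any other cell released by the dissection contributed to the RNA. The authors aligned the reads to dm6 with STAR, counted them per gene with Subread and deposited CPM (the reads of a gene relative to all reads of its library). Each deposited value was a whole number of reads divided by the library's total, to within 0.01 read in 100% of the values, which gave back the totals. They were 19291179 to 20484657 reads (median 19832614) in uninfected controls, 19055270 to 22683428 reads (median 21726895) in infected controls, 18422147 to 19589966 reads (median 18675980) in *mTor* WT and 19104945 to 21621844 reads (median 19497573) in infected *mTor* WT hemocytes. The methods name TMM normalization before the CPM step, and no TMM factor was left in these values. Of 16726 gene rows, 7573 with CPM summing to at least 10 over the 3 replicates of at least 1 group were tested with limma on log2(CPM + 0.5), with all 12 libraries sharing the estimate of the spread. A fold change on this scale understates the ratio of means for genes near or under the added 0.5. Infected controls and *mTor* WT larvae were each compared with uninfected controls, and the adjusted p threshold was 0.15, as in the study. Infection raised 1520 genes and lowered 1351, and *mTor* WT raised 2068 and lowered 3424. The median change of all genes with *mTor* WT was -0.18 on the log2 scale, and 37.7% of the genes called were higher. That share was 48.4% after median-ratio scaling, 49.0% after upper-quartile scaling and 41.8% with TMM factors computed from the recovered reads. Simulated data had known changes in few genes, none with a low level in uninfected controls. There the test recovered 63.8% of 47 genes changed 1.5-fold by infection and 90.9% of 66 changed 2-fold. With *mTor* WT it recovered 50.7% of 67 and 93.3% of 75. Values are CPM as mean ± SD over 3 replicates, and gene positions are on dm6.
Transcripts of the testis were present in some of the pools. The summed CPM of 16 testis genes, listed before the data were examined, was 47.3 in uninfected control replicate 1, 46.5 in infected control replicate 1, 111 in *mTor* WT replicate 3, 51.2 in infected *mTor* WT replicate 1 and 48.5 in infected *mTor* WT replicate 2. It was 5.94 to 11.6 in the other 7 libraries. The most abundant of these genes, *betaTub85D*, had a median of 12.0 CPM in these 5 libraries and 0 in the other 7. The 5 libraries come from all 4 groups. Without them, an alternative chosen after the data were seen, infection raised 1458 genes and lowered 1370, and *mTor* WT raised 2026 and lowered 3678.

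**Figure D1:**
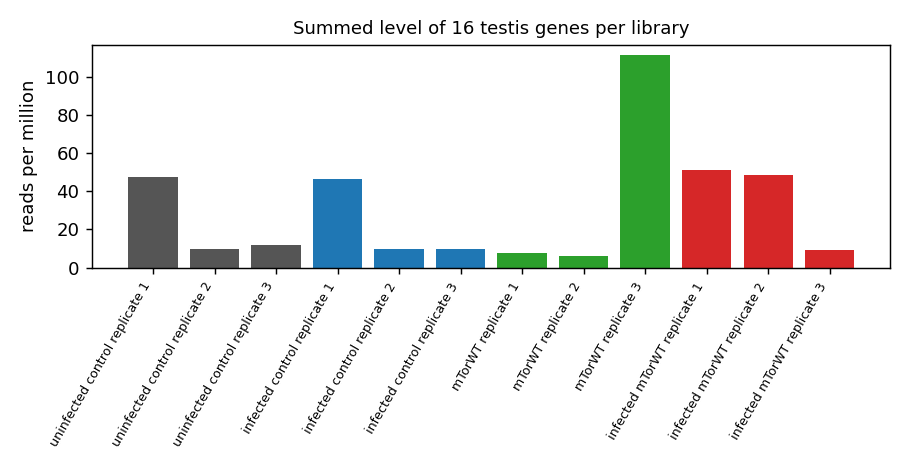
Summed CPM of the 16 testis genes in each of the 12 libraries, as bars grouped by condition. The bars of the 5 libraries named rise above 20 CPM, and the highest is *mTor* WT replicate 3 at 111 CPM.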

We performed a bulk transcriptome analysis of hemocytes from *HH > mTor*^*WT*^ and control *HH x w*^*GD*^ larvae, both without and with *L. boulardi* infection. A principal component analysis showed that hemocytes of *mTor*^*WT*^ overexpression and infected control larvae separated from uninfected controls along the PC1 and PC2 axes and from each other in the PC2 dimension. 

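In the principal components of the log2 values of the 7573 genes, PC1 held 62.1% of the variance and PC2 15.5%. Uninfected controls lay at -79.8 to -77.8 on PC1, infected controls at -16.3 to 2.08 and *mTor* WT hemocytes at 33.9 to 50.1. On PC2 the infected controls (-42.6 to -29.2) lay below the *mTor* WT hemocytes (23.3 to 30.2), and the uninfected controls lay at 7.76 to 28.3. Infected *mTor* WT hemocytes overlapped uninfected *mTor* WT on PC1 (42.2 to 53.5) and lay below them on PC2 (-17.2 to 6.15). The mean distance between libraries was 97.8 ± 7.44 (SD over 9 pairs) from uninfected to infected controls, 129.8 ± 6.61 from uninfected controls to *mTor* WT and 91.5 ± 7.72 from infected controls to *mTor* WT. Within a group it was between 43.3 ± 12.6 and 53.1 ± 14.2 (SD over 3 pairs). *CG14610* (FBgn0037477, 3R from 7143729 to 7144295) had 2.94 ± 2.10 CPM (SD, n = 3) in uninfected controls, 733 ± 26.8 after infection and 838 ± 142 with *mTor* WT. The largest rise with *mTor* WT among genes whose replicates did not overlap was that of *scarface* (*scaf*, FBgn0033033), a serine protease homolog and target of JNK signaling, from 4.56 ± 0.443 to 4379 ± 1602 CPM (log2 fold change 9.69, standard error 0.25, adjusted p = 4.3e-10 from limma). After infection it reached 263 ± 48.7 CPM, less than with *mTor* WT (adjusted p = 1.4e-06 for the direct comparison). On PC3 the libraries with testis transcripts separated from the others of their groups, at -15.4 and below, with 1.73 and above for the rest.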

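Infection of *mTor* WT larvae still changed the hemocytes, and the genes that rose furthest were effectors of the humoral immune response. The antibacterial peptide gene *Attacin-D* (*AttD*) had 0.0532 ± 0.0543 CPM (SD, n = 3) in uninfected and 225 ± 181 in infected *mTor* WT hemocytes (log2 fold change 7.80, standard error 0.88, adjusted p = 0.00157), and *Diptericin B* (*DptB*) had 0.0905 ± 0.157 and 236 ± 197 CPM (adjusted p = 0.00344). *IBIN*, a gene induced by infection, reached 93.6 ± 45.0 CPM from 2.68 ± 2.77 (log2 fold change 5.35, adjusted p = 0.00344). Among the genes that fell were *Gal*, a beta-galactosidase, from 41.4 ± 14.4 to 5.01 ± 5.77 CPM (adjusted p = 0.0162), and the glycosyltransferase *Ugt37D1*, from 45.7 ± 17.4 to 10.3 ± 3.08 CPM (log2 fold change -2.05, adjusted p = 0.00344). In all, 1050 genes were higher and 475 lower in infected than in uninfected *mTor* WT hemocytes, against 2871 called between infected and uninfected controls. The mean distance between libraries of these *mTor* WT groups was 63.4 ± 7.76 (SD over 9 pairs), with 53.1 ± 14.2 within uninfected and 44.9 ± 6.45 within infected *mTor* WT (SD over 3 pairs). The counts rest on few libraries. Without infected *mTor* WT replicate 3 they were 297 higher and 148 lower, without infected *mTor* WT replicate 1 344 and 128, without *mTor* WT replicate 3 1640 and 506, and without *mTor* WT replicate 1 714 and 274. The share of higher genes was 68.9% as deposited, 47.0% after median-ratio scaling, 42.5% after upper-quartile scaling and 50.2% with TMM factors of the recovered reads. A gene-by-gene test without moderation of the variance called 2 higher and 0 lower, where 872 and 436 had an unadjusted p under 0.05. In limma 1311 and 606 had an unadjusted p under 0.05.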

Hemocytes from uninfected and infected *mTor*^*WT*^ overexpression clustered together (Fig 4B). Thus, we focused our analyses on data from *mTor*^*WT*^ overexpression and infected control hemocytes (S1 Table). Many genes were significantly affected in the same direction by both treatments (889 up- and 716 downregulated; Fig 4C, red dots). 

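By the study's rule applied to the limma test, 1163 genes rose and 1137 fell after both treatments. The integrin *ItgaPS4* (FBgn0034005, 2R from 15258761 to 15262873) had 13.1 ± 14.9 CPM (SD, n = 3) in uninfected controls, 2032 ± 67.6 after infection and 1684 ± 419 with *mTor* WT, and the lipid phosphatase *wunen-2* (*wun2*) had 2.05 ± 1.31, 472 ± 22.0 and 540.0 ± 139.8. The uncharacterised *CG15347* rose from 16.5 ± 13.1 to 2149 ± 147 and 3285 ± 387 CPM, and the long non-coding RNA *CR44948* from 1.33 ± 1.65 to 277 ± 57.4 and 287 ± 95.1. Of the genes higher in both, 461 were higher with *mTor* WT than after infection when these groups were compared directly, 206 were lower and 496 did not pass that test. Among those that fell in both, the nucleotidase *NT5E-2* had 23.8 ± 3.57, 2.46 ± 0.599 and 0.356 ± 0.143 CPM, and the Nimrod receptor gene *NimC3* 85.9 ± 46.4, 16.9 ± 1.53 and 0.881 ± 0.301. Here 691 were lower with *mTor* WT than after infection, 18 were higher and 428 did not pass. Another 135 genes passed in both comparisons with opposite signs. Both comparisons use the same 3 uninfected control libraries, so unchanged groups also give some overlap. In 100 permutations of the libraries' residuals, which hold no change, 0.05 genes on average (0 to 5) were higher in both and 1.04 (0 to 104) lower in both, and independent lists of the observed sizes share 415 and 611. The 3 controls cannot be split, so part of the excess can come from them.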

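Genes changed with *mTor* WT and not after infection, by an adjusted p over 0.5 there, numbered 513 higher and 1254 lower, and those changed after infection alone 125 higher and 65 lower. The chaperone-like gene *CG4461* and the glutathione S-transferase gene *GstD5* belonged to the first group. *CG4461* had 0.0168 ± 0.0291 CPM (SD, n = 3) in uninfected controls, 0.0761 ± 0.0961 after infection and 79.8 ± 12.9 with *mTor* WT, and *GstD5* 1.62 ± 0.327, 2.32 ± 1.43 and 124 ± 22.4. The uncharacterised *CG14565* had 0.553 ± 0.0955, 0.289 ± 0.136 and 29.0 ± 6.93 CPM, and the non-coding *CR42646* 0.500 ± 0.169, 0.319 ± 0.126 and 29.9 ± 0.472. *CG46301* rose after infection alone, from 0.0341 ± 0.0295 to 13.2 ± 6.18 CPM, with 0.0351 ± 0.0304 in *mTor* WT hemocytes (adjusted p = 3.0e-05 between the last 2). When *mTor* WT and infected control hemocytes were compared directly, 454 of the first and 1098 of the second class differed in the stated direction, as did 119 and 56 of the genes changed after infection alone. Under median-ratio scaling the *mTor* WT classes held 709 and 927 genes. The smallest class held 36 genes without infected control replicate 3 and 120 without *mTor* WT replicate 2.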

The number of genes affected by *mTor*^*WT*^ overexpression only (471 up- and 765 downregulated; Fig 4C, green dots) was higher than those specific for infection (124 up-and 102 downregulated; Fig 4C, blue dots). It should be noted that our bulk RNA‑sequencing approach does not permit the discrimination of transcriptomic profiles at the level of individual hemocyte subtypes. Therefore, the data represent an aggregate overview of collective transcriptional changes in response to the treatments. Nevertheless, single cell sequencing signatures of hemocytes can be used to infer gene expression patterns of hemocyte subtypes within our bulk RNAseq dataset. The similarities in the gene expression patterns were likely attributed to the expression patterns of the prevalent hemocyte types present in both wasp-infected and *mTor*^*WT*^ overexpression samples, i.e., lamellocyte lineage hemocytes and activated plasmatocytes (Fig 4A). Also, the expression patterns of the consensus markers for plasmatocytes, lamellocytes and crystal cells ([29]; S1 Table) were similar between *mTor*^*WT*^ overexpression and wasp infection. 

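All 66 lamellocyte markers tested rose after infection and all 66 rose with *mTor* WT, with median log2 fold changes of 3.33 and 3.16. *atilla* (FBgn0032422, 2L from 12175451 to 12177886), which encodes the L1 antigen of lamellocytes, had 4.57 ± 4.35 CPM (SD, n = 3) in uninfected controls, 610.5 ± 33.0 after infection and 726 ± 98.5 with *mTor* WT (log2 fold changes 7.26 and 7.51, adjusted p = 1.4e-07 and 6.8e-08). *mdu* had 5.07 ± 4.30, 707 ± 66.0 and 785 ± 178 CPM. Of 63 crystal cell markers, 4 rose, 52 fell and 7 did not pass after infection (4 and 55 when adjusted over the list alone), and 8 rose, 54 fell and 1 did not pass with *mTor* WT (the same 8 and 54 when adjusted over the list alone). Of 20 plasmatocyte markers, 0 rose, 15 fell and 5 did not pass after infection (0 and 17 when adjusted over the list alone) and 1 rose, 19 fell and 0 did not pass with *mTor* WT, which did not change over the list alone. Infected *mTor* WT hemocytes had 764 ± 28.5 CPM of *atilla*, and no marker of lamellocytes rose as much with infection in *mTor* WT larvae as in controls (66 of 66 had a smaller response by the test of the difference). The study's table holds 240 markers of these types and of the plasmatocyte subclusters. All 240 pass its own FDR criterion in at least 1 comparison, so these lists are not independent evidence of a direction.

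**Figure D2:**
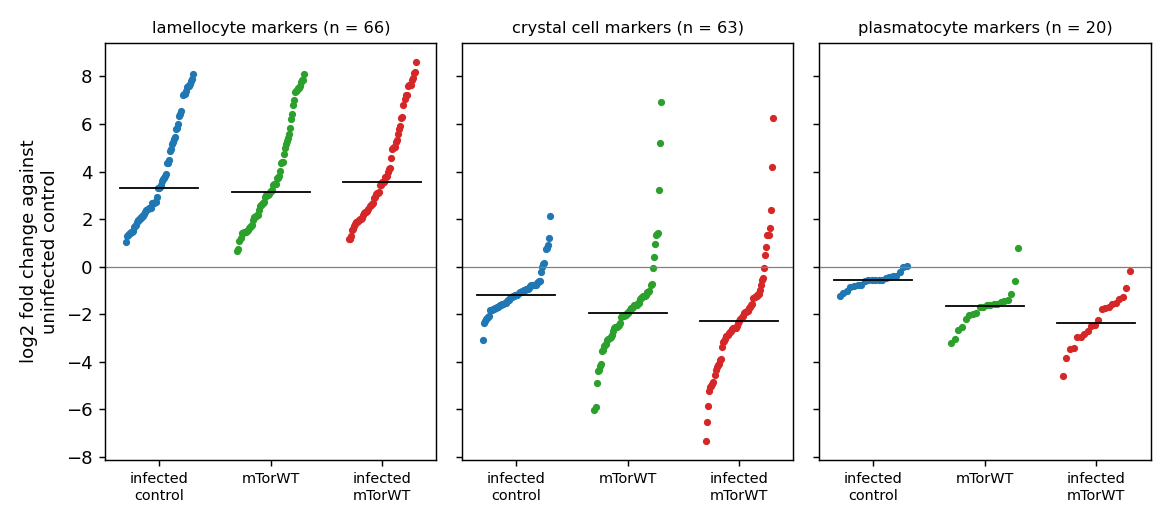
Log2 fold changes against uninfected controls of the lamellocyte, crystal cell and plasmatocyte markers in infected controls, *mTor* WT and infected *mTor* WT hemocytes. Each point is a gene and each line the median of its list, which for lamellocyte markers lies at 3.33 after infection and 3.16 with *mTor* WT.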

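*Hsp83*, *GstE3*, *lazaro* (*laza*) and *CG34136* rose with *mTor* WT, unlike most markers of crystal cells. *CG34136* (FBgn0083972, 2L from 21096922 to 21098932) had 7.39 ± 2.86 CPM (SD, n = 3) in uninfected controls and 935 ± 269.5 with *mTor* WT (log2 fold change 6.91, standard error 0.65, adjusted p = 4.1e-06). The lipid phosphatase gene *laza* (FBgn0037163, 3L from 22458816 to 22461131) had 16.4 ± 7.64 and 584 ± 80.5 CPM (5.22, 0.50 and 4.5e-06 in the same order). *GstE3* rose from 4.27 ± 2.23 to 42.2 ± 9.84 CPM (log2 fold change 3.24, adjusted p = 3.8e-06) and the chaperone *Hsp83* from 1612 ± 676 to 3868 ± 742 (log2 fold change 1.33, adjusted p = 0.00122). After infection *Hsp83* fell to 832 ± 151 CPM (log2 fold change -0.88, adjusted p = 0.0327), and *GstE3* had 3.92 ± 0.952 (adjusted p = 0.973). *CG34136* rose to 50.5 ± 56.9 CPM (adjusted p = 0.0305), and *laza* had 33.3 ± 29.1 (adjusted p = 0.293). All 4 were higher with *mTor* WT than after infection when compared directly (adjusted p = 9.9e-05 for *Hsp83*, 2.1e-05 for *GstE3*, 5.6e-05 for *laza* and 1.9e-04 for *CG34136*). The values after infection rest on infected control replicate 1, which had 116 CPM of *CG34136* and 66.8 of *laza*, against 14.2 and 21.3 and 15.0 and 18.1 in replicates 2 and 3. Other crystal cell markers that rose with *mTor* WT were *path*, *fzr*, *sut1* and *Trx2*.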

Exceptions were a few crystal cell markers, *Hsp83*, *GstE3*, *lazaro* and *CG34136* which were all preferentially or exclusively upregulated after *mTor*^*WT*^ overexpression (S8A Fig). 

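Most crystal cell markers fell with *mTor* WT. *CG15343* had 235 ± 26.7 CPM (SD, n = 3) in uninfected controls, 34.4 ± 26.7 after infection and 3.28 ± 1.46 with *mTor* WT (log2 fold changes -3.08 and -6.02, adjusted p = 5.8e-04 and 1.2e-06). *CG7860* had 263 ± 11.1, 89.4 ± 21.9 and 4.00 ± 0.675 CPM, and *CG6034* had 305 ± 172, 51.6 ± 2.96 and 9.95 ± 6.07. Among plasmatocyte markers the phagocytosis receptor gene *eater* (FBgn0243514, 3R from 27095867 to 27099679) fell from 713 ± 57.5 to 355 ± 53.5 CPM after infection and to 127 ± 39.2 with *mTor* WT (log2 fold changes -1.01 and -2.54, adjusted p = 0.00623 and 2.9e-06). *Peroxidasin* (*Pxn*, FBgn0011828) had 14703 ± 1246, 8265 ± 625 and 1841 ± 536 CPM, and *Glutactin* (*Glt*) 14106 ± 1869, 5950.2 ± 799 and 1568 ± 484. *Tiggrin* (*Tig*) was the exception among the plasmatocyte markers with *mTor* WT and rose from 1904 ± 231 to 3340.4 ± 739 CPM (log2 fold change 0.79, adjusted p = 0.00456). *Hemolectin* (*Hml*, FBgn0029167), whose enhancer drives part of the HH driver, had 5603 ± 1311 CPM in uninfected controls, 4725 ± 239 after infection (adjusted p = 0.543) and 2149.5 ± 728 with *mTor* WT (log2 fold change -1.41, adjusted p = 2.2e-04).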

The general trend was upregulation of lamellocyte markers and downregulation of crystal cell- and plasmatocyte-associated genes (S8A Fig). Nevertheless, some plasmatocyte subclusters were differentially regulated. The subcluster “stress/GST” was specifically upregulated by *mTor*^*WT*^ overexpression, while “mitotic” was downregulated. 

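*CG15784*, uncharacterised, and the glutathione S-transferase *GstE6* rose most among the stress/GST markers with *mTor* WT. *CG15784* had 125 ± 15.4 CPM (SD, n = 3) in uninfected controls, 121 ± 25.0 after infection and 1987 ± 393 with *mTor* WT (log2 fold changes -0.06 and 3.97, adjusted p = 0.849 and 1.1e-08), and *GstE6* had 37.0 ± 13.1, 61.3 ± 0.953 and 302 ± 72.9 CPM (adjusted p = 0.0286 and 8.7e-07). Of 9 stress/GST markers, 2 rose, 2 fell and 5 did not pass after infection (2 and 4 when adjusted over the list alone), and 7 rose, 0 fell and 2 did not pass with *mTor* WT (7 and 0 over the list alone). The tetraspanin *Tsp42Ed* rose after both treatments, from 19.4 ± 4.06 to 123 ± 10.2 and 73.2 ± 6.07 CPM, and was higher after infection (adjusted p = 0.00265 for the direct comparison), while *CG2076* had 138 ± 9.95, 133 ± 5.90 and 469 ± 52.1 CPM and passed only with *mTor* WT (adjusted p = 0.82 and 1.4e-07). All 64 mitotic markers fell with *mTor* WT, and 1 did after infection (0 when adjusted over the list alone), the gamma-tubulin complex gene *Grip91* (40.0 ± 3.93, 34.5 ± 1.99 and 25.5 ± 1.75 CPM, adjusted p = 0.138 and 1.3e-04, the first 0.177 with the control replicates paired, where 2 others fell). The spindle gene *asp* had 51.7 ± 15.3, 48.9 ± 1.29 and 13.0 ± 2.19 CPM and the anillin *scra* 234 ± 71.5, 238 ± 12.5 and 57.3 ± 15.7 (adjusted p = 5.4e-05 and 1.1e-04 between *mTor* WT and infected controls). Each listed marker had passed the study's own criterion on these samples.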

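The antimicrobial peptide markers differed in how they responded to *mTor* WT. The peptidoglycan-cleaving *PGRP-SC2* rose from 0.613 ± 0.369 CPM (SD, n = 3) in uninfected controls to 35.1 ± 34.3 after infection and 159.7 ± 29.0 with *mTor* WT (log2 fold changes 4.62 and 7.20, adjusted p = 3.9e-05 and 4.7e-07), and was higher with *mTor* WT (adjusted p = 0.00194 for the direct comparison). The complement-like *Tep2* had 11.3 ± 3.75, 188 ± 27.5 and 92.2 ± 23.5 CPM and *CG43175* 0.750 ± 0.260, 61.0 ± 1.38 and 16.5 ± 7.31, both higher after infection than with *mTor* WT (adjusted p = 0.00601 and 2.6e-04). The peptide genes *Metchnikowin* (*Mtk*) and *Mtkl* fell with *mTor* WT. *Mtk* had 288 ± 93.9, 741 ± 7.67 and 36.9 ± 12.4 CPM (log2 fold changes 1.42 and -2.94, adjusted p = 0.144 and 0.00238) and *Mtkl* 47.3 ± 4.20, 35.2 ± 7.96 and 2.00 ± 0.930 (log2 fold changes -0.44 and -4.33, adjusted p = 0.439 and 1.9e-06, the first 0.0635 with the control replicates paired). Of 16 tested markers of this subcluster, 13 rose, 0 fell and 3 did not pass after infection (14 and 1 when adjusted over the list alone, 14 and 2 with the control replicates paired), and 8 rose, 3 fell and 5 did not pass with *mTor* WT (8 and 3 over the list alone). Compared directly, 9 of them were lower and 1 higher with *mTor* WT than after infection. All 17 listed markers had passed the study's own criterion on these samples.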

The “AMP” subcluster was only upregulated after wasp infection (S8B Fig) suggesting that additional signals, such as signaling molecules and bacterial contamination brought on by the oviposition, elicit the humoral immune response. 

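Most cell cycle genes fell with *mTor* WT and did not pass after infection. *Mcm5*, part of the replicative helicase, had 54.8 ± 13.7 CPM (SD, n = 3) in uninfected controls, 53.5 ± 5.11 after infection and 20.5 ± 4.37 with *mTor* WT (log2 fold changes -0.01 and -1.39, adjusted p = 0.986 and 1.2e-04), the licensing factor *dup* 117 ± 41.3, 89.6 ± 12.0 and 36.5 ± 8.80 CPM (adjusted p = 0.389 and 1.7e-04) and *CycB*, the mitotic cyclin, 113 ± 31.8, 121 ± 12.3 and 40.3 ± 11.1 (adjusted p = 0.724 and 2.7e-04). Of 26 DNA replication genes, 0 rose, 0 fell and 26 did not pass after infection, and 1 rose, 25 fell and 0 did not pass with *mTor* WT, where *Psf3* was the exception (11.9 ± 0.498, 11.9 ± 0.559 and 13.8 ± 1.55 CPM, adjusted p = 1 and 0.13). Of 26 mitosis genes, 0 rose, 0 fell and 26 did not pass after infection and 0 rose, 25 fell and 1 did not pass with *mTor* WT. These counts were the same when adjusted over the list alone. Of 10 Toll effectors, 8 rose, 0 fell and 2 did not pass after infection (8 and 0 when adjusted over the list alone), and 3 rose, 1 fell and 6 did not pass with *mTor* WT (2 and 1 over the list alone). The bomanin *BomS3* had 0.0325 ± 0.0564, 7.58 ± 2.15 and 2.57 ± 2.28 CPM and *Dso1* 0.0488 ± 0.0846, 5.78 ± 1.92 and 1.50 ± 1.21 (adjusted p = 0.0527 and 0.0226 for the direct comparison). Of 15 Imd effectors, 12 rose, 0 fell and 3 did not pass after infection (14 and 0 when adjusted over the list alone), and 1 rose, 0 fell and 14 did not pass with *mTor* WT (1 and 0 over the list alone). Without the 5 libraries with testis transcripts, a setting chosen after the data were seen, 1 Imd effector rose and 7 fell with *mTor* WT, against 14 and 0 after infection.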

GO term analysis showed downregulation of terms related to mitosis and cell cycle by *mTor*^*WT*^ overexpression and enrichment of genes connected to antibacterial humoral response (S8C Fig, S2 Table) for wasp infection. 

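Most integrin adhesion and tubulin genes rose after both treatments. The integrin beta subunit *mys* had 529 ± 31.7 CPM (SD, n = 3) in uninfected controls, 2939 ± 282 after infection and 3461 ± 955 with *mTor* WT (log2 fold changes 2.47 and 2.68, adjusted p = 3.5e-07 and 1.2e-07), the spectraplakin *shot*, which links actin to microtubules, 155 ± 24.4, 1661 ± 219 and 1332 ± 462 CPM and the integrin *Itgbn* 15.2 ± 5.52, 305 ± 19.5 and 320.4 ± 67.9 (adjusted p = 0.328, 0.184 and 0.885 between *mTor* WT and infected controls). The tubulin *alphaTub85E* (FBgn0003886, 3R from 9731221 to 9733250) rose from 46.8 ± 34.2 to 7720.2 ± 508 and 4535 ± 679 CPM and *betaTub60D* from 1151 ± 1077 to 11143 ± 1232 and 11796 ± 2607. Of 20 integrin adhesion genes, 15 rose, 1 fell and 4 did not pass after infection and 16 rose, 2 fell and 2 did not pass with *mTor* WT. Of 9 tubulins, 6 rose, 0 fell and 3 did not pass after infection and 5 rose, 2 fell and 2 did not pass with *mTor* WT. All 8 subunits of the CCT chaperonin, which folds actin and tubulin, rose after both, *CCT1* from 318 ± 17.0 to 441 ± 20.1 and 484 ± 30.2 CPM. These counts did not change when adjusted over the list alone. The matrix metalloprotease *Mmp1*, secreted at sites of tissue remodeling, rose from 98.2 ± 25.1 to 1081 ± 477 and 6034 ± 1645 CPM, further with *mTor* WT (adjusted p = 1.3e-04).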

GO terms associated with changes in cytoskeleton, cell shape and cell communication and signaling were enriched for genes upregulated by both wasp infection and *mTor*^*WT*^ overexpression and largely overlap with the set of lamellocyte-specific genes [29]. GO terms connected to anabolic growth were downregulated by *mTor*^*WT*^ overexpression and wasp infection. Moreover, the similarities of the gene expression patterns of naturally (wasp infection) versus genetically induced (*mTor*^*WT*^) hemocyte activation suggest that similar mechanisms are required during the activation process.

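Of the ribosomal protein genes that passed, most fell after both treatments. *RpL41* had 1372 ± 68.4 CPM (SD, n = 3) in uninfected controls, 938 ± 71.3 after infection and 936 ± 286 with *mTor* WT (log2 fold changes -0.55 and -0.59, adjusted p = 0.0319 and 0.00947), and *RpS15Ab* had 43.9 ± 8.29, 32.2 ± 2.09 and 29.2 ± 8.49 CPM (adjusted p = 0.138 and 0.0183). Of 85 cytosolic ribosomal proteins, 0 rose, 74 fell and 11 did not pass after infection (0 and 81 when adjusted over the list alone), and 2 rose, 53 fell and 30 did not pass with *mTor* WT (2 and 53 over the list alone), with median log2 fold changes of -0.38 and -0.28. The germline paralog *RpS19b* was among the 2 that rose with *mTor* WT (3.69 ± 0.489, 3.51 ± 1.30 and 6.43 ± 2.43 CPM, adjusted p = 0.851 and 0.0668). After median-ratio scaling 4 rose and 29 fell with *mTor* WT, and 0 and 77 after infection. Of 59 genes of large subunit biogenesis, 1 rose, 17 fell and 41 did not pass after infection (1 and 17 when adjusted over the list alone), and 3 rose, 42 fell and 14 did not pass with *mTor* WT (3 and 42 over the list alone). Of 67 genes of small subunit biogenesis, 0 rose, 17 fell and 50 did not pass after infection (0 and 16 when adjusted over the list alone), and 3 rose, 45 fell and 19 did not pass with *mTor* WT (3 and 45 over the list alone). The mitochondrial ribosome differed: of 72 genes, 0 rose, 0 fell and 72 did not pass after infection (0 and 2 with the control replicates paired) and 5 rose, 20 fell and 47 did not pass with *mTor* WT, which turned to 22 risen and 11 fallen after median-ratio scaling. Adjusted over the list alone, 2 rose and 8 fell.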

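Across the 7573 genes the log2 fold changes of infection and of *mTor* WT had a Pearson r of 0.743 and a covariance of 1.07, and 76.5% of genes had the same sign. Genes are not independent replicates. Permutations of the libraries' residuals, which hold no change and share the uninfected controls, gave a mean r of 0.515 (-1 to 0.926). They gave 66.0% of genes with the same sign (0 to 85.6%), and both ranges hold the observed value. Their covariance was 0.0628 (-0.0709 to 0.278), below the observed 1.07. Infection raised 695 genes more than 2-fold, and 611 of these were higher with *mTor* WT as well. In a direct comparison of *mTor* WT with infected controls, 1414 genes were higher and 3115 lower with *mTor* WT. Its fold changes do not use the shared controls, but its estimate of the spread does. The share higher was 31.2%, 37.7% with TMM factors of the recovered reads and 46.4% after median-ratio scaling. It was 54.2% after upper-quartile scaling, which turns the balance. Single genes fall on either side. *CG4607*, a predicted sugar transporter, rose from 0.671 ± 0.598 CPM (SD, n = 3) to 249 ± 35.6 after infection and 24.1 ± 9.97 with *mTor* WT (adjusted p = 3.6e-08 and 2.5e-06) and was lower with *mTor* WT (adjusted p = 6.6e-05), and *CG12826* had 0.332 ± 0.293, 18.3 ± 23.2 and 476 ± 203 CPM and was higher with *mTor* WT (adjusted p = 2.1e-04). From the shared patterns of natural and genetically induced activation, the paper proposes that like mechanisms operate in both. It gives the lamellocyte lineage cells and activated plasmatocytes present in both samples as the likely source of the likeness, adds that similar changes in mTOR signaling might contribute, and from the AMP subcluster it proposes that further signals brought by oviposition act after infection.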

**Fig 4:**
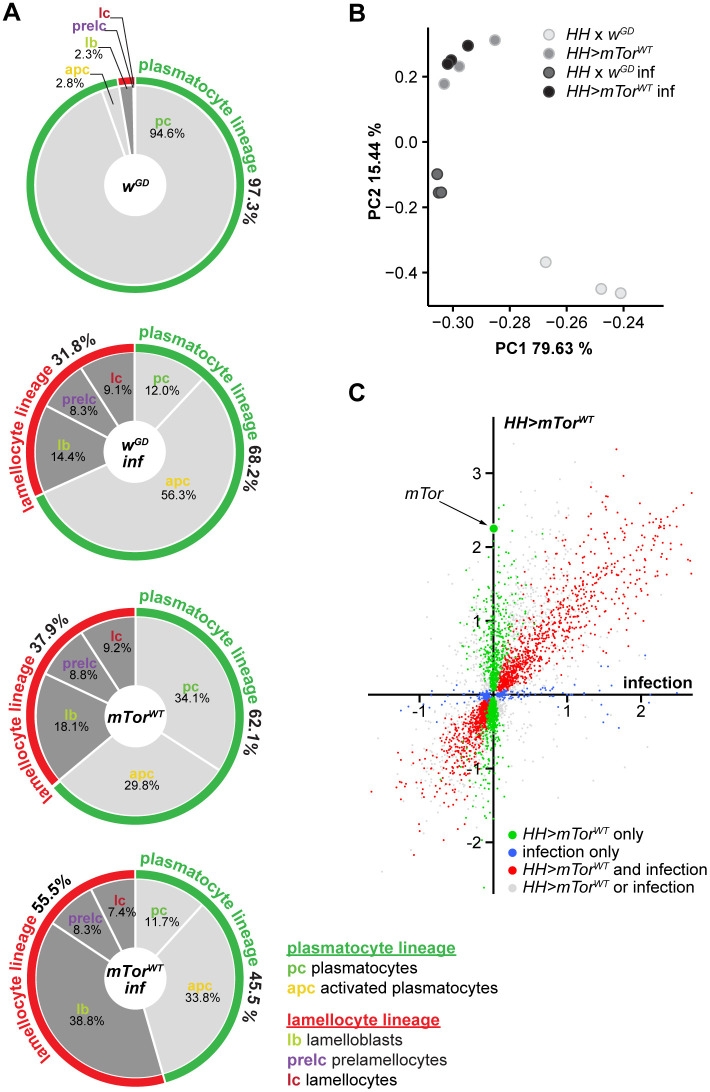
*mTor*^*WT*^ and parasitoid wasp infection induce largely overlapping changes in hemocyte gene expression. A) Percentages of plasmatocyte (green) and lamellocyte (red) lineage hemocytes of uninfected controls (*MeHH > w*^*GD*^), wasp infected controls (*MeHH > w*^*GD*^ *inf*), *mTor*^*WT*^ overexpression (*MeHH > mTor*^*WT*^) and wasp infected *mTor*^*WT*^ overexpression (*MeHH > mTor*^*WT*^ *inf*) larvae. *mTor*^*WT*^ and wasp infection induced very similar hemocyte profiles, but wasp infection induced a higher activated-plasmatocyte-to-plasmatocyte ratio. Moreover, *mTor*^*WT*^ *inf* had increased lamelloblasts, while all other hemocyte populations were comparable to wasp infection. Percentages are based on the hemocyte analysis shown in Fig 1D-E.” B) Principal component analysis of RNAseq data of hemocytes from uninfected controls (*HH* × *w*^*GD*^), wasp infected controls (*HH* × *w*^*GD*^ *inf*)*, mTor*^*WT*^ overexpression (*HH > mTor*^*WT*^) and wasp infected *mTor*^*WT*^ overexpression (*HH > mTor*^*WT*^ *inf*) larvae. C) Relative gene expression of late third instar *mTor*^*WT*^-overexpressing hemocytes and hemocytes of wasp infected larvae 48 hours post infection. Only the 5350 significantly affected genes are shown. Each point represents the average of three replicates. Genes significantly affected by *mTor*^*WT*^ *overexpression only* are in green and those affected by *infection only* in blue. Genes affected by both experimental conditions are shown in red. The criterium for a significant effect was set to < 15% FDR and for the absence of a significant effect to > 50% FDR. Genes that are significantly affected in one treatment while the effect of the other is uncertain (15–50% FDR) are shown in grey. The gene expression data are available in the S1 Table.

### mTORC1-related gene expression is downregulated after wasp infection and *mTor*^*WT*^ overexpression

Next, we scrutinized our transcriptome data for mTOR pathway genes, mTOR core components (S9B Fig), genes activating the mTOR pathway (S9A; B’-B”’ Fig), negative regulators of mTORC1 (S10A-A” Fig) and biosynthetic pathways activated by mTOR (S11 Fig). 

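*mTor* (FBgn0021796, 2L from 13004480 to 13013197) had 103 ± 11.9 CPM (SD, n = 3) in uninfected controls, 105 ± 4.96 after infection (log2 fold change 0.02, standard error 0.18, adjusted p = 0.954) and 18552 ± 4332 with *mTor* WT (log2 fold change 7.46, standard error 0.18, adjusted p = 3.1e-10), and 15292 ± 2752 in infected *mTor* WT hemocytes. The reads of the transgene and of the endogenous gene are counted together. *rictor*, the scaffold of mTORC2, rose with *mTor* WT from 46.2 ± 1.82 to 91.1 ± 31.1 CPM (log2 fold change 0.92, adjusted p = 0.00195) and stayed at 44.9 ± 0.768 after infection. *PRAS40*, an inhibitory subunit of mTORC1, rose after infection from 38.8 ± 5.18 to 60.1 ± 5.98 CPM and fell to 10.7 ± 1.01 with *mTor* WT (log2 fold changes 0.63 and -1.81, adjusted p = 0.00491 and 7.1e-07). *raptor*, the scaffold of mTORC1, had 44.1 ± 1.34, 42.7 ± 4.19 and 33.5 ± 7.85 CPM (adjusted p = 0.847 and 0.0257), and did not pass with *mTor* WT after median-ratio scaling (adjusted p = 0.215). *Tti1* had 27.2 ± 0.350, 20.6 ± 1.50 and 17.1 ± 2.19 CPM (adjusted p = 0.0441 and 0.00101, the first 0.152 without infected control replicate 1). *Lst8* had 43.1 ± 4.88, 37.3 ± 2.61 and 34.1 ± 2.30 (adjusted p = 0.18 and 0.0143, the first 0.0581 without uninfected control replicate 1) and *Sin1* 11.9 ± 1.93, 10.9 ± 0.612 and 10.8 ± 0.425 (adjusted p = 0.571 and 0.427).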

We did not observe major transcriptional regulation of the mTOR complex components in either treatment (S9B Fig). mTORC1 is activated by amino acids and growth factor signaling, while mTORC2 is induced by insulin-like signaling but also responds to growth factors [12]. Many genes in the amino acid sensing pathway were downregulated (S9B’ Fig), while growth factor (S9B” Fig) and insulin-like signaling (S9B”’ Fig) were induced in activated hemocytes. mTOR promotes anabolic growth through its function as a serine threonine kinase within mTORC1 and by acting as a transcription factor or transcriptional coactivator [50]. However, biosynthetic pathways and energy metabolism normally stimulated by mTORC1 such as protein and nucleotide synthesis as well as oxidative phosphorylation were predominantly downregulated after wasp infection and *mTor*^*WT*^ overexpression (Fig 5, S3 Table). Furthermore, the transcription factors promoting these anabolic growth pathways such as *Myc*, *Sterol regulatory element binding protein* (*SREBP*), *similar* (*sima*)*, Hif-1*ɑ/*tango* (*tgo*, *Hif-1ß*) and *spargel* (*srl*) as well as the key enzymes regulating nucleotide synthesis such as *rudimentary* (*r*), *Serine hydroxymethyl transferase* (*Shmt*) and *NAD-dependent methylenetetrahydrofolate dehydrogenase* (*Nmdmc*) were downregulated or not affected (S11A Fig). 

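Sensors and GATOR complexes relay amino acid levels to mTORC1. Of the GATOR2 genes, *Wdr24* had 36.5 ± 1.54 CPM (SD, n = 3) in uninfected controls, 30.1 ± 0.828 after infection and 22.7 ± 0.609 with *mTor* WT (log2 fold changes -0.27 and -0.67, adjusted p = 0.0418 and 5.4e-05), *mio* 58.9 ± 5.43, 59.8 ± 0.250 and 41.1 ± 2.51 CPM (adjusted p = 0.89 and 6.7e-04) and *Wdr59* 26.0 ± 1.68, 25.4 ± 0.225 and 16.1 ± 1.74 (adjusted p = 0.87 and 1.3e-04). *Nup44A* rose with *mTor* WT from 35.2 ± 1.30 to 42.2 ± 2.58 CPM (adjusted p = 0.0218), and *Sec13* after infection from 175 ± 2.03 to 214 ± 20.7 (adjusted p = 0.0463, but 0.178 without infected control replicate 1). In GATOR1, which restrains mTORC1, *Nprl2* and *Iml1* fell with *mTor* WT (22.3 ± 0.648 to 17.1 ± 0.758 and 106 ± 7.25 to 66.0 ± 10.4 CPM, adjusted p = 0.00537 and 2.6e-04), *Nprl2* not under DESeq2 (adjusted p = 0.153). *Iml1* passed after infection (adjusted p = 0.0925, and 0.243 without infected control replicate 1), and *Nprl3* in neither (adjusted p = 0.155 and 0.516, the first 0.0883 without *mTor* WT replicate 3). The GTPase *RagA-B* rose after infection from 40.4 ± 4.65 to 53.7 ± 3.85 CPM, while *RagC-D* fell with *mTor* WT from 148 ± 22.4 to 102 ± 12.0. *Lamtor3* did not pass (adjusted p = 0.764 and 0.22, the last 0.0108 without *mTor* WT replicate 3). *Sesn*, the leucine sensor, had 83.5 ± 24.4, 97.5 ± 6.31 and 63.8 ± 1.62 CPM (adjusted p = 0.281 and 0.083, the last 0.371 without uninfected control replicate 3). *BHD* fell in both, from 12.3 ± 0.852 to 9.66 ± 0.457 and 8.99 ± 0.231 CPM (adjusted p = 0.0758 and 0.0115, the first 0.198 without uninfected control replicate 1).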

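The helicase *eIF4A* rose with *mTor* WT and most translation elongation genes that passed fell. *eIF4A* had 2241 ± 111 CPM (SD, n = 3) in uninfected controls, 2199.7 ± 50.0 after infection and 3479 ± 183 with *mTor* WT (log2 fold changes -0.03 and 0.63, adjusted p = 0.874 and 8.1e-05), and *eIF4EHP*, a translational repressor that binds the cap, rose after both (81.2 ± 6.93, 109.5 ± 9.49 and 144 ± 21.3 CPM, adjusted p = 0.0201 and 1.2e-04). Of 32 initiation factors, 3 rose, 3 fell and 26 did not pass after infection (2 and 0 when adjusted over the list alone, 3 and 6 with the control replicates paired), and 8 rose, 10 fell and 14 did not pass with *mTor* WT (8 and 10 over the list alone), and with *mTor* WT the balance reversed after median-ratio scaling (17 rose and 3 fell). Of 26 elongation genes, 0 rose, 9 fell and 17 did not pass after infection (0 and 9 when adjusted over the list alone, 1 and 12 with the control replicates paired), and 5 rose, 11 fell and 10 did not pass with *mTor* WT (5 and 11 over the list alone). Of 8 pyrimidine genes, 0 rose, 1 fell and 7 did not pass after infection (0 and 0 when adjusted over the list alone, 0 and 3 with the control replicates paired), and 0 rose, 7 fell and 1 did not pass with *mTor* WT (0 and 7 over the list alone). Of 7 purine genes, 1 rose, 2 fell and 4 did not pass after infection (1 and 2 when adjusted over the list alone), and 2 rose, 4 fell and 1 did not pass with *mTor* WT (2 and 4 over the list alone). Of 70 oxidative phosphorylation genes, 2 rose, 1 fell and 67 did not pass after infection (1 and 0 when adjusted over the list alone, 2 and 5 with the control replicates paired), and 3 rose, 32 fell and 35 did not pass with *mTor* WT (3 and 28 over the list alone). Over all 7573 genes 2068 rose and 3424 fell with *mTor* WT. With all 12 libraries the share of this list that fell was therefore near that of all genes. The ATP synthase subunit *blw* had 672 ± 41.2, 576 ± 38.5 and 392 ± 44.0 CPM (adjusted p = 0.16 and 7.2e-05, the first 0.0798 with the control replicates paired), *ATPsynbeta* 854 ± 27.4, 697 ± 44.6 and 691 ± 102 (adjusted p = 0.0729 and 0.0268), and *Cyt-c-p*, the electron carrier, rose from 122 ± 44.3 to 275 ± 55.3 and 274 ± 44.3. In the 7 libraries without raised testis transcripts, 1 rose and 11 fell after infection, and 3 and 61 with *mTor* WT.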

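*SREBP*, the activator of lipid synthesis, rose after both treatments, from 199 ± 32.1 CPM (SD, n = 3) to 288 ± 11.3 after infection and 247 ± 28.3 with *mTor* WT (log2 fold changes 0.55 and 0.32, adjusted p = 0.00553 and 0.0381 from limma). Its change with *mTor* WT had an adjusted p of 0.156 without uninfected control replicate 1. *Myc*, the regulator of ribosome production, had 149 ± 5.77, 119 ± 5.27 and 105 ± 25.2 CPM (adjusted p = 0.124 and 0.00643), and the first did not pass without uninfected control replicate 3 (0.265). The hypoxia factor *sima* had 124 ± 14.5, 134 ± 9.22 and 92.1 ± 19.5 CPM (adjusted p = 0.603 and 0.0214), its partner *tgo* 55.4 ± 4.42, 57.7 ± 3.07 and 43.3 ± 5.19 (adjusted p = 0.731 and 0.00979) and the mitochondrial coactivator *srl* 110.1 ± 17.1, 115 ± 10.5 and 72.1 ± 7.63 (adjusted p = 0.759 and 0.00132). After median-ratio scaling the changes of *sima* and *tgo* with *mTor* WT had an adjusted p of 0.191 and 0.176. For nucleotide synthesis, *rudimentary* (*r*), which opens the pyrimidine pathway, fell with *mTor* WT from 74.1 ± 7.26 to 35.3 ± 4.52 CPM (adjusted p = 2.1e-05) and had 65.5 ± 5.92 after infection. *Nmdmc* had 49.2 ± 2.85, 50.6 ± 2.46 and 36.0 ± 2.64 (adjusted p = 0.778 and 6.7e-04), and *Shmt* 63.3 ± 8.85, 49.5 ± 1.33 and 33.0 ± 4.67 (adjusted p = 0.0754 and 8.4e-05, the first 0.232 without uninfected control replicate 2).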

Processes normally suppressed by mTORC1 such as autophagy, lysosome biogenesis and apoptosis (S11A’ Fig) were not explicitly suppressed in our data except for downregulation of all *Vacuolar-type ATPase* (*V-ATPase*) genes in *mTor*^*WT*^ hemocytes. 

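*VhaPPA1-1* and *Vha68-2*, subunits of the proton pump that acidifies lysosomes, fell with *mTor* WT. *VhaPPA1-1* had 290.0 ± 25.3 CPM (SD, n = 3) in uninfected controls, 278 ± 12.9 after infection and 157 ± 6.79 with *mTor* WT (log2 fold changes -0.06 and -0.88, adjusted p = 0.691 and 5.6e-06), *Vha68-2* 590.1 ± 64.9, 629 ± 40.0 and 342 ± 0.964 CPM and *Vha14-1* 93.4 ± 3.63, 93.2 ± 7.61 and 51.9 ± 12.1, with adjusted p = 4.3e-05 and 6.9e-04 between *mTor* WT and infected controls. Of the study's 9 V-ATPase genes 0 rose, 0 fell and 9 did not pass after infection and 0 rose, 8 fell and 1 did not pass with *mTor* WT, where *Vha16-1* (2999 ± 496, 2903 ± 106 and 2599.7 ± 347 CPM, adjusted p = 0.891 and 0.213) was the remaining gene. Of 18 subunits in the genome list that were tested, 3 rose, 1 fell and 14 did not pass after infection (2 and 1 when adjusted over the list alone), and 2 rose, 14 fell and 2 did not pass with *mTor* WT (2 and 14 over the list alone). The paralog *Vha36-2* rose from 0.309 ± 0.365 to 6.79 ± 1.03 and 9.94 ± 2.90 CPM (log2 fold changes 3.25 and 3.75, adjusted p = 7.0e-06 and 1.1e-06). Without the 5 libraries with testis transcripts 8 of the 18 rose and 0 fell after infection, and 2 and 14 with *mTor* WT.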

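The cell death gene *reaper* (*rpr*) rose far with *mTor* WT, to 107 ± 17.3 CPM (SD, n = 3) from 1.30 ± 0.503 in uninfected controls, and to 6.72 ± 3.00 after infection (log2 fold changes 1.95 and 5.93, adjusted p = 6.0e-04 and 3.4e-08). *Debcl*, a Bcl-2 family member, had 55.3 ± 5.47, 169 ± 9.78 and 319 ± 44.5 CPM, and the caspase *Dcp-1* fell (19.0 ± 3.07, 11.1 ± 1.55 and 9.02 ± 0.681 CPM, adjusted p = 0.00319 and 1.1e-04). The death gene *hid* fell after infection and rose with *mTor* WT (23.4 ± 11.9, 5.03 ± 0.309 and 33.0 ± 5.31 CPM, adjusted p = 4.8e-04 and 0.117). Of 20 apoptosis genes, 7 rose, 3 fell and 10 did not pass after infection (7 and 3 when adjusted over the list alone), and 11 rose, 6 fell and 3 did not pass with *mTor* WT (11 and 6 over the list alone). Among autophagy genes *Atg18b* rose from 14.6 ± 2.52 to 39.5 ± 3.95 and 55.4 ± 10.6 CPM and *Uvrag* from 33.9 ± 1.90 to 88.3 ± 3.69 and 50.2 ± 6.27. Of 24 autophagy genes, 9 rose, 2 fell and 13 did not pass after infection (9 and 2 when adjusted over the list alone, 9 and 0 with the control replicates paired), and 9 rose, 9 fell and 6 did not pass with *mTor* WT (9 and 9 over the list alone), and with *mTor* WT 12 rose and 5 fell after median-ratio scaling. Of 39 lysosome biogenesis genes, 7 rose, 2 fell and 30 did not pass after infection (5 and 2 when adjusted over the list alone, 6 and 1 with the control replicates paired), and 11 rose, 14 fell and 14 did not pass with *mTor* WT (10 and 11 over the list alone), and with *mTor* WT the balance reversed to 16 risen and 9 fallen after that scaling. The vesicle GTPase *Rab7* had 249 ± 35.3, 382 ± 9.68 and 492 ± 40.9 CPM.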

On the contrary, many apoptotic, lysosomal and autophagic genes were upregulated. Stress-related Unfolded Protein Response (UPR) genes were upregulated mainly by *mTor*^*WT*^ overexpression (Fig 5, S3 Table [50]). 

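Genes of the unfolded protein response moved both ways with *mTor* WT. *Hsp68* (FBgn0001230, 3R from 24055080 to 24057310) had 55.1 ± 9.88 CPM (SD, n = 3) in uninfected controls, 47.3 ± 5.68 after infection and 4016 ± 844 with *mTor* WT (log2 fold changes -0.21 and 6.17, adjusted p = 0.634 and 9.0e-09), and *starvin* (*stv*), a co-chaperone, rose after both (2.82 ± 0.770, 35.2 ± 3.92 and 86.0 ± 37.1 CPM, adjusted p = 1.5e-06 and 7.2e-08) and further with *mTor* WT (adjusted p = 0.0037 for the direct comparison). Of 96 tested genes of this response, 17 rose, 14 fell and 65 did not pass after infection (15 and 13 when adjusted over the list alone, 12 and 15 with the control replicates paired), and 40 rose, 31 fell and 25 did not pass with *mTor* WT (41 and 31 over the list alone). Upper-quartile scaling reversed the balance after infection (14 rose and 19 fell), and median-ratio scaling gave 47 risen and 21 fallen with *mTor* WT. In the direct comparison 36 were higher and 31 lower with *mTor* WT than after infection.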

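*p53* and *scylla* (*scyl*) rose with *mTor* WT. *p53* had 13.2 ± 0.314 CPM (SD, n = 3) in uninfected controls, 15.2 ± 2.76 after infection and 41.9 ± 4.73 with *mTor* WT (log2 fold changes 0.18 and 1.62, adjusted p = 0.523 and 1.5e-05). *scyl*, which restrains mTORC1 under hypoxia, had 191 ± 11.7, 146 ± 33.9 and 309.8 ± 56.9 CPM (log2 fold changes -0.41 and 0.68, adjusted p = 0.141 and 0.00772), and its fall after infection did not pass without infected control replicate 3 (adjusted p = 0.404). Its relative *chrb* had 41.9 ± 9.06, 33.3 ± 6.84 and 36.2 ± 4.77 CPM (adjusted p = 0.316 and 0.451, the first 0.139 without uninfected control replicate 2 and 0.0576 with the control replicates paired). Among AMPK subunits, *AMPKalpha* rose with *mTor* WT from 129.8 ± 3.19 to 185 ± 35.2 CPM (adjusted p = 0.0038) and had 146 ± 5.16 after infection (adjusted p = 0.365). The beta subunit *alc* had 87.8 ± 12.6, 91.6 ± 6.45 and 107 ± 6.60 CPM (adjusted p = 0.749 and 0.0571, the last 0.225 without uninfected control replicate 1) and *SNF4Agamma* 119 ± 6.79, 120.4 ± 1.32 and 115 ± 20.0 (adjusted p = 0.941 and 0.652). *sip3*, a p53 regulator, had 117 ± 10.3, 109 ± 2.53 and 74.9 ± 10.6 CPM (adjusted p = 0.57 and 3.4e-04). *Corp* stayed under the filter at 0.787 ± 0.136, 1.35 ± 0.169 and 0.352 ± 0.132 CPM.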

The negative regulators of mTORC1, AMPK, the *Regulated in development and DNA damage response 1* (*REDD1*) [51] ortholog scylla (*scyl*) [52] and p53 [53] were upregulated and the negative regulators of p53, *Companion of reaper* (*Corp*) [54] and *Septin interacting protein 3* (*Sip3*) [55] were downregulated (S10A’-A” Fig). However, the changes in gene expression levels were only modest and might not directly correspond with mTORC1 inhibition at the protein level. Alternatively, mTORC1 suppression may be hemocyte subtype-specific, yet potentially concealed in bulk sequencing data. Although mTOR signaling is required for successful wasp defense, hemocyte activation and differentiation, the hemocyte gene expression patterns after wasp parasitization and *mTor*^*WT*^ overexpression did not strongly indicate activated mTOR signaling. Rather, they indicate that mTORC1 signaling may be downregulated in lamellocytes.

**Fig 5:**
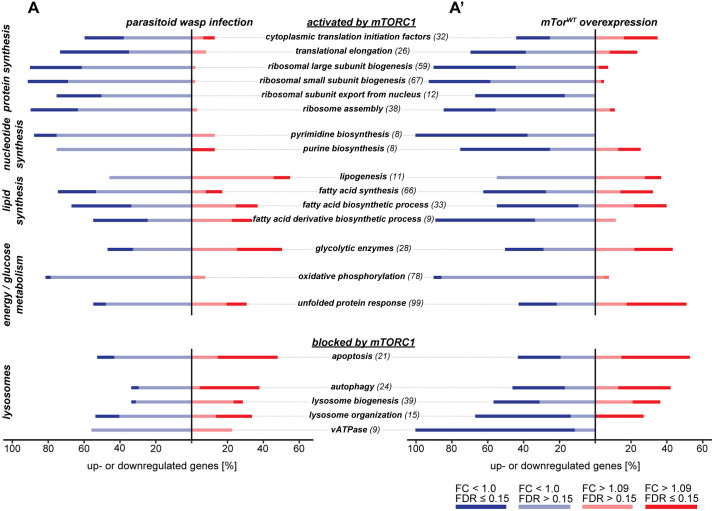
Expression of gene groups involved in anabolic and catabolic processes regulated by mTORC1. A) Gene groups associated with anabolic processes promoted by mTORC1-mediated phosphorylation (protein synthesis, nucleotide synthesis, lipid synthesis, glucose metabolism, energy metabolism) and unfolded protein response; A’) Gene groups associated with catabolic processes blocked by mTORC1-mediated phosphorylation (apoptosis, autophagy, lysosome biogenesis). The gene expression data are available in the S3 Table.

### Translation is inhibited in lamellocytes after *mTor*^*WT*^ overexpression and wasp infection

To further explore the potential inhibition of mTORC1 in lamellocytes, we focused on the regulation of translation initiation, one of the most well-known conserved outputs of mTORC1 [56], as a read-out for mTORC1 activity. Translation initiation is activated by S6k [57] and suppressed by Thor, the *Drosophila* homolog of the Eukaryotic translation initiation factor 4E binding protein (4E-BP), which inhibits the eukaryotic translation initiation factor 4E1 (eIF4E1) activity [58,59]. 

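*S6k* (FBgn0283472, 3L from 5797549 to 5810931), which phosphorylates ribosomal protein S6, had 145 ± 8.40 CPM (SD, n = 3) in uninfected controls, 242 ± 9.68 after infection and 415 ± 80.2 with *mTor* WT (log2 fold changes 0.74 and 1.50, adjusted p = 9.9e-04 and 1.7e-06), and 448 ± 8.61 in infected *mTor* WT hemocytes. It was higher with *mTor* WT than after infection (log2 fold change 0.76, standard error 0.13, adjusted p = 6.0e-04). Over the other settings and left-out libraries the adjusted p after infection ranged from 6.5e-06 to 0.00563.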

*S6k* was significantly upregulated after *mTor*^*WT*^ overexpression and after parasitization. However, *eIF4E1* was significantly downregulated by both treatments and, moreover, *Thor* was upregulated by *mTor*^*WT*^ overexpression (S11A Fig). 

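*Thor* (FBgn0261560, 2L from 3478434 to 3479612) had 28.7 ± 5.63 CPM (SD, n = 3) in uninfected controls, 24.9 ± 1.15 after infection and 90.5 ± 35.0 with *mTor* WT (log2 fold changes -0.19 and 1.58, adjusted p = 0.675 and 3.0e-04) and was higher with *mTor* WT than after infection (adjusted p = 3.2e-04). *eIF4E1* (FBgn0015218, 3L from 9399618 to 9402460), the cap-binding protein that Thor holds back, had 687 ± 26.6, 610.0 ± 18.9 and 580.3 ± 14.5 CPM (log2 fold changes -0.17 and -0.24, adjusted p = 0.133 and 0.0173). Both changes of *eIF4E1* were small. The adjusted p after infection was 0.326 without infected control replicate 3 and ranged from 0.0239 to 0.326 over settings and left-out libraries, and that with *mTor* WT was 0.351 after median-ratio scaling.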

To further investigate if translation is suppressed after wasp infection or by *mTor*^*WT*^ overexpression, we performed a western blot of total S6k and pS6k from bulk hemocyte samples. The pS6k/S6k ratio did not significantly differ between control, *mTor*^*WT*^ and wasp-infected hemocytes (S12A-B’ Fig) suggesting that S6k activity was not increased by *mTor*^*WT*^ overexpression or wasp infection. This might be due to the suppression of mTORC1 activity in a specific hemocyte type. Therefore, we stained hemocytes with an antibody against the phosphorylated ribosomal protein S6 (pRpS6; at S6k-specific activating phosphorylation sites S_233/235/239_; S13A Fig). The amount of pRpS6 protein varied between treatments and was lowest in *mTor*^*WT*^ overexpressing hemocytes (S13B-C Figs). However, regardless of treatment, lamellocytes had no or very dim pRpS6 staining compared to other hemocyte types (Figs 6A-D; S13B) indicating that mTORC1-mediated translation, and perhaps mTORC1 activity in general, is suppressed in lamellocytes but remains active in plasmatocyte subtypes.

**Fig 6:**
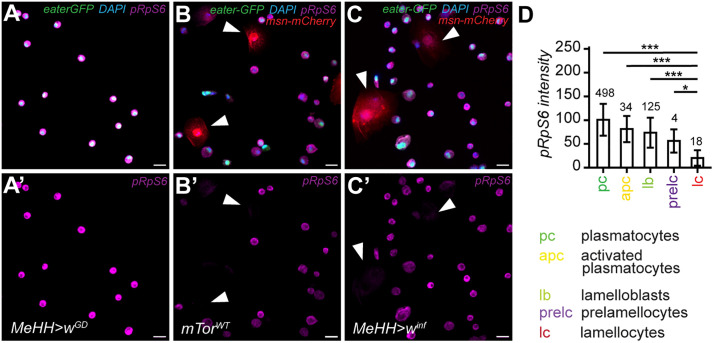
mTORC1 signaling is downregulated in lamellocytes after *mTor*^*WT*^ overexpression and wasp infection. A-C’) Example images of pRpS6 immunostained hemocytes from uninfected (A-A’ *MeHH > w*^*GD*^), wasp-infected (B-B’ *MeHH > w*^*GD*^ *inf*) and *mTor*^*WT*^ (C-C’ *MeHH > mTor*^*WT*^) late third instar larvae. Arrowheads point to two lamellocytes defined by *Msn-mCherry* expression. A-C) Maximum intensity projection of all channels (DAPI, GFP, mCherry, Alexa Fluor 647). A’-C’) Alexa Fluor 647 channel separately depicting pRpS6 signal. D) Quantification of Alexa Fluor 647 staining intensity of hemocyte types pooled from all treatments (*MeHH > w*^*GD*^, *MeHH > w*^*GD*^ *inf*, *MeHH > mTor*^*WT*^). The quantification data are available in the S7 Table.

### Hemocyte activation by *mTor*^*WT*^ overexpression and wasp infection leads to changes in genes involved in glucose and glutamine metabolism

During hematopoiesis and immune activation, hemocytes undergo profound changes in their transcriptional and metabolic profiles [2,60–63]. To get further insights into the gene expression patterns of metabolic genes in hemocytes induced by natural parasitoid wasp infection and overexpression of *mTor*^*WT*^, we assayed the transcripts of the central metabolic pathways (see S4 Table for metabolic gene expression). 

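The sugar transporters *CG1208* and *Tret1-1* and the enzyme *Treh*, which splits trehalose into glucose, rose after both treatments. *CG1208* (FBgn0037386, 3R from 5831639 to 5838782) had 12.7 ± 14.1 CPM (SD, n = 3) in uninfected controls, 2489 ± 74.8 after infection and 1573 ± 159 with *mTor* WT (log2 fold changes 8.11 and 7.44, adjusted p = 2.8e-07 and 3.8e-07), *Tret1-1* 8.00 ± 2.21, 375 ± 93.9 and 322 ± 26.4 CPM (log2 fold changes 5.47 and 5.28, adjusted p = 6.1e-09 and 5.0e-09) and *Treh* 79.2 ± 20.3, 945 ± 134 and 881 ± 141 (log2 fold changes 3.59 and 3.49, adjusted p = 3.5e-08 and 3.2e-08). None of the 3 passed the direct comparison of *mTor* WT with infected controls (adjusted p = 0.321, 0.483 and 0.664). That test shares its spread with the uninfected controls, which were low and uneven for *CG1208* (12.7 ± 14.1 CPM). It therefore cannot show that 1573 ± 159 CPM of *CG1208* with *mTor* WT equals 2489 ± 74.8 after infection. The transporter *CG1213* rose from 0.447 ± 0.335 to 82.3 ± 11.1 CPM after infection and less with *mTor* WT, to 15.9 ± 3.10 (adjusted p = 7.4e-05). The glucose transporters *Glut1* and *pippin* fell instead, from 14.3 ± 16.6 to 0.454 ± 0.0931 and 1.15 ± 0.0664 CPM and from 25.5 ± 2.81 to 8.22 ± 3.92 and 5.23 ± 0.337, and *CG31100* fell with *mTor* WT alone, from 14.4 ± 4.67 to 3.62 ± 0.782. Of 9 sugar import genes, 5 rose, 2 fell and 2 did not pass after infection (6 and 2 when adjusted over the list alone), and 5 rose, 3 fell and 1 did not pass with *mTor* WT (5 and 3 over the list alone).

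**Figure D3:**
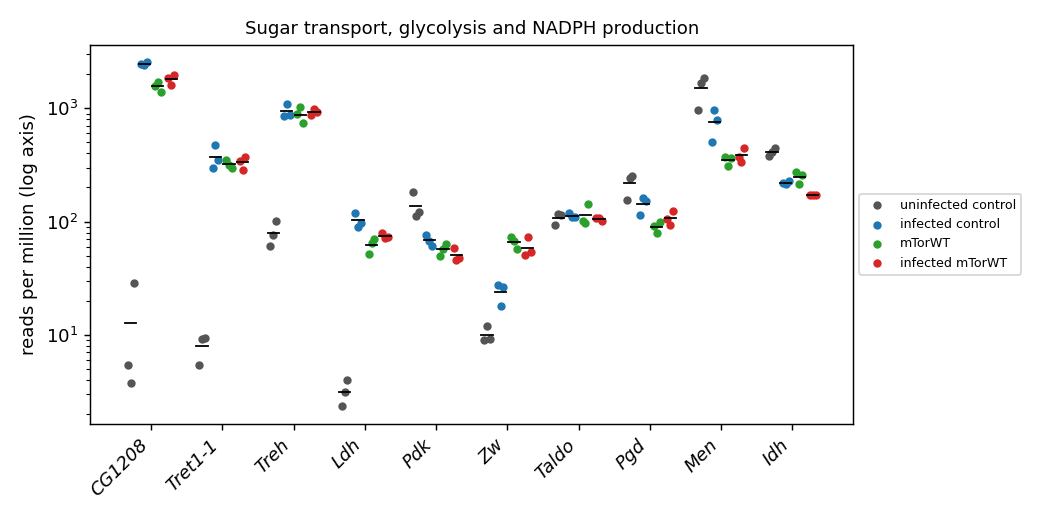
CPM of *CG1208*, *Tret1-1*, *Treh*, *Ldh*, *Pdk*, *Zw*, *Taldo*, *Pgd*, *Men* and *Idh* in each library, grouped by condition on a log scale. The points of *CG1208*, *Tret1-1*, *Treh* and *Ldh* in the other 3 groups lie above those of uninfected controls, and those of *Taldo* overlap.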

*Glucose metabolism -* Trehalose and glucose transporters as well as *Trehalase* (*Treh*) were among the most upregulated genes in both treatments (Fig 7A-B). *Tret1–1*, *CG1208* and *Treh* were established as lamellocyte markers [29], and recently, an *in vivo* reporter confirmed the lamellocyte-specific expression of *Treh* [63]. The increased expression of sugar transporters implies an increased flow through glycolysis. 

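*Ldh* (FBgn0001258, 3L from 6259105 to 6262694), which turns pyruvate into lactate, had 3.15 ± 0.826 CPM (SD, n = 3) in uninfected controls, 102 ± 15.1 after infection and 62.3 ± 9.93 with *mTor* WT (log2 fold changes 4.83 and 4.12, adjusted p = 5.2e-09 and 7.5e-09) and was lower with *mTor* WT than after infection (adjusted p = 0.00548). *Pdk* (FBgn0017558, 2R from 9426439 to 9434638), which holds back the entry of pyruvate into the citrate cycle, had 138 ± 38.3, 68.1 ± 7.48 and 56.7 ± 6.85 CPM (log2 fold changes -0.99 and -1.25, adjusted p = 0.0014 and 8.6e-05), with an adjusted p of 0.243 between the treated groups. Of 18 genes of glycolysis and trehalose use in the study's table, 11 rose, 2 fell and 5 did not pass after infection (12 and 5 when adjusted over the list alone, 12 and 4 with the control replicates paired), and 9 rose, 4 fell and 5 did not pass with *mTor* WT (9 and 4 over the list alone). *Gapdh2* rose from 210.4 ± 30.0 to 904 ± 60.2 and 506 ± 70.0 CPM and was higher after infection (adjusted p = 0.00123), while *Ald1*, the aldolase, fell from 772 ± 171 to 328 ± 81.2 and 312 ± 49.7. The testis-enriched hexokinase *Hex-t1* rose from 0.257 ± 0.259 to 1.54 ± 0.169 and 6.39 ± 1.99 CPM. A longer list of 27 glycolytic enzymes gave 10 rose, 4 fell and 13 did not pass after infection and 9 rose, 11 fell and 7 did not pass with *mTor* WT, which median-ratio scaling turned to 12 risen and 8 fallen.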

The upregulation of *Lactate dehydrogenase* (*Ldh*) and the downregulation of *Pyruvate dehydrogenase kinase* (*Pdk*) further indicate a shift towards aerobic glycolysis (Fig 7A, C). The rate-limiting enzyme of the oxidative pentose phosphate pathway (PPP), *Zwischenferment* (*Zw*), was significantly upregulated under both conditions, while the expression of *Transaldolase* (*Taldo*), the main enzyme of the non-oxidative PPP, was not affected (Fig 7D-D’). 

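*Zw* (FBgn0004057, X from 19667252 to 19672353) had 10.0 ± 1.69 CPM (SD, n = 3) in uninfected controls, 24.1 ± 5.39 after infection and 66.0 ± 7.86 with *mTor* WT (log2 fold changes 1.21 and 2.67, adjusted p = 5.8e-04 and 4.7e-07), with 58.9 ± 11.9 in infected *mTor* WT hemocytes. It was higher with *mTor* WT than after infection (log2 fold change 1.45, standard error 0.19, adjusted p = 1.5e-04). *Taldo* (FBgn0023477, 2R from 23940410 to 23942114) had 108 ± 13.2, 113 ± 4.85 and 114 ± 26.1 CPM (log2 fold changes 0.07 and 0.07, adjusted p = 0.775 and 0.704). Without the 5 libraries that hold testis transcripts its log2 fold change with *mTor* WT was -0.22. With all libraries it passed under median-ratio scaling in the other direction, as a rise (adjusted p = 0.133 from limma). Of 7 pentose phosphate genes, 1 rose, 1 fell and 5 did not pass after infection (1 and 1 when adjusted over the list alone, 1 and 3 with the control replicates paired), and 1 rose, 5 fell and 1 did not pass with *mTor* WT (1 and 5 over the list alone). *Rpi*, which interconverts ribose and ribulose phosphates, fell with *mTor* WT from 69.1 ± 1.27 to 34.0 ± 9.81 CPM (adjusted p = 1.8e-04).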

Zw oxidizes glucose-6-phosphate (G6P), thereby generating NADPH in the oxidative branch of the PPP (Fig 7A). The other NADPH-producing enzymes *Phosphogluconate dehydrogenase* (*Pgd*; Fig 7A, D), *Malic enzyme* (*Men*) and *Isocitrate dehydrogenase* (*Idh*; Fig 7A, D”) were downregulated. These results imply that the PPP is a critical source of NADPH in activated hemocytes. 

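*Men* (FBgn0002719, 3R from 12713103 to 12722442) had 1498 ± 470.1 CPM (SD, n = 3) in uninfected controls, 753 ± 236 after infection and 346 ± 34.4 with *mTor* WT (log2 fold changes -0.99 and -2.06, adjusted p = 0.0165 and 4.3e-05), *Pgd* 217 ± 53.6, 143 ± 24.7 and 89.7 ± 10.1 CPM (log2 fold changes -0.58 and -1.24, adjusted p = 0.045 and 1.8e-04) and *Idh* 413 ± 36.7, 219 ± 7.47 and 248 ± 29.1 (log2 fold changes -0.91 and -0.74, adjusted p = 3.1e-05 and 6.1e-05). *Men* and *Pgd* were lower with *mTor* WT than after infection (adjusted p = 0.00632 and 0.0159), and *Idh* did not pass (adjusted p = 0.181). The fall of *Pgd* after infection had an adjusted p of 0.172 without infected control replicate 1, and neither it nor that of *Men* passed a gene-by-gene test without moderation of the variance (adjusted p = 0.211 and 0.173). *Men-b*, a mitochondrial malic enzyme, rose from 62.6 ± 17.8 to 181 ± 15.3 and 274 ± 67.8 CPM (adjusted p = 1.3e-04 and 4.7e-06). Of 6 NADPH-producing enzymes, 2 rose, 3 fell and 1 did not pass after infection (2 and 4 when adjusted over the list alone), and 2 rose, 4 fell and 0 did not pass with *mTor* WT (2 and 4 over the list alone). Fat body markers were lower too: of 8, 7 fell after infection and 7 with *mTor* WT. The camera test of the list at its preset correlation had an adjusted p of 0.00531 and 0.159. With the correlation between genes estimated from the data, no list passed in either comparison. Whether these markers bear on the enzymes was not tested.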

Kazek et al. 2024 [63] showed that especially lamellocytes rely on cyclic PPP to sustain high NADPH production. In activated blood cells, when the demand is increased, glutamine (Gln) becomes a conditionally essential amino acid [64]. Gln is used as a source of energy to fuel the tricarboxylic acid (TCA) cycle and as a building block for nucleotide synthesis as well as for the synthesis of the potent antioxidant glutathione [65,66]. In mammals, several protein families have been implicated in Gln transport such as solute carrier proteins (SLC1,6,7 and 38 families) and Na + -Dependent Transporters (SLC5 family [67]). 

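*path*, an amino acid transporter of late endosomes and the plasma membrane, rose with *mTor* WT. It had 128 ± 19.8 CPM (SD, n = 3) in uninfected controls, 136 ± 22.8 after infection and 246 ± 14.5 with *mTor* WT (log2 fold changes 0.09 and 0.95, adjusted p = 0.684 and 1.1e-04), a 1.92-fold ratio of mean CPM with *mTor* WT. *CG13743* fell from 25.4 ± 9.01 to 5.49 ± 0.899 CPM after infection and 11.7 ± 2.34 with *mTor* WT (log2 fold changes -2.06 and -1.04, adjusted p = 7.6e-05 and 0.00371), and was higher with *mTor* WT than after infection (adjusted p = 0.00615). *mnd*, a leucine transporter, had 97.2 ± 0.680, 77.8 ± 13.1 and 93.8 ± 2.34 CPM (log2 fold changes -0.33 and -0.05, adjusted p = 0.0424 and 0.7). Its fall after infection had an adjusted p of 0.168 without infected control replicate 3.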

In *Drosophila* the SLC38 family ortholog *CG13743*, *minidiscs* (*mnd*) and *pathetic* (*path*, SLC36 family member) are implicated in Gln transport. *path*, which was previously shown to regulate growth via ILS/mTOR signaling [68], was two-fold upregulated by *mTor*^*WT*^ overexpression. Furthermore, *CG1607* and *Juvenile hormone Inducible-21* (*Jhl-21*), members of the SLC7 family and, thus putative Gln transporters, were induced in our data (Fig 7E, S4 Table). 

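*CG1607* had 2.17 ± 0.361 CPM (SD, n = 3) in uninfected controls, 95.7 ± 18.5 after infection and 285 ± 74.1 with *mTor* WT (log2 fold changes 5.16 and 6.71, adjusted p = 6.1e-09 and 1.0e-09) and *JhI-21*, a leucine transporter, 45.8 ± 8.11, 69.5 ± 11.8 and 165 ± 14.8 CPM (log2 fold changes 0.60 and 1.85, adjusted p = 0.0172 and 2.3e-06), both higher with *mTor* WT than after infection (adjusted p = 1.2e-04 and 1.3e-04). Of 21 putative glutamine transporters, 7 rose, 7 fell and 7 did not pass after infection (9 and 7 when adjusted over the list alone), and 11 rose, 7 fell and 3 did not pass with *mTor* WT (11 and 7 over the list alone). *bloated tubules* (*blot*) fell after infection from 32.9 ± 24.1 to 3.24 ± 0.696 CPM and had 21.1 ± 5.68 with *mTor* WT (adjusted p = 4.0e-04 and 0.416).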

Gln can also be recycled through autophagy [69]. Autophagy-related genes were partially upregulated in our data (S11A’ Fig, S3 Table).

**Fig 7:**
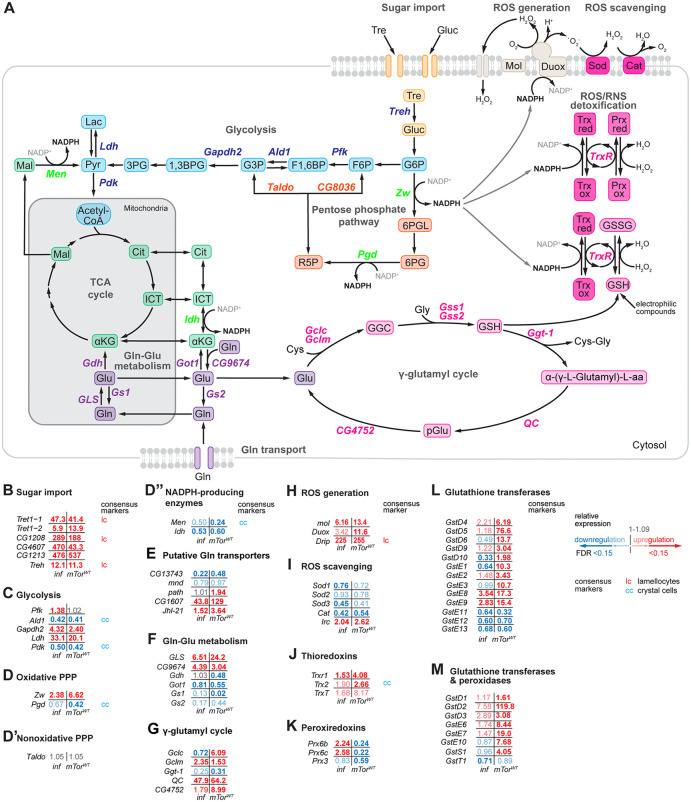
*mTor*^*WT*^ overexpression and wasp infection alter the Redox metabolism in activated hemocytes. A) Schematic diagrams of sugar import, glycolysis, oxidative pentose phosphate pathway (PPP), tricarboxylic acid (TCA) cycle, glutamine/glutamate metabolism, γ-glutamyl cycle, ROS generation and detoxification. Expression of selected genes involved in B) sugar import, C) glycolysis, D) oxidative PPP, D’) non oxidative PPP, and D”) additional NADPH-producing enzymes, E) Glutamine/glutamate metabolism, F) γ-glutamyl cycle, G) ROS generation and H-M) ROS scavenging and detoxification. The gene expression data are available in the S4 Table. Abbreviations: Tre – Trehalose, Gluc – Glucose, G6P – Glucose-6-phosphate, F6P – Fructose-6-phosphate, F1,6 BP – Fructose-1,6-Bisphosphate, G3P – Glucose-3-phosphate, 1,3BPG – 1,3-Bisphosphoglycerate, 3PG – 3-phosphoglycerate, Pyr – Pyruvate, Lac – Lactate, Acetyl-CoA – Acetyl-Coenzyme A, Mal – malate, 6PGL – 6-phosphogluconolactone, 6PG – 6-Phosphogluconate, R5P – Ribulose-5-phosphate, Trx ox – oxidised Thioredoxin, Trx red – reduced Thioredoxin, TrxR – Thioredoxin Reductase, GSH – oxidised glutathione, GSSG – reduced glutathione, Prx ox – oxidised Peroxiredoxin, Prx red – reduced Peroxiredoxin, Glu – glutamate, Gln – glutamine, Cit – citrate, ICT – isocitrate, αKG – alpha-keto-glutarate, Cys – cystein, GGC – γ-L-glutamyl-L-cysteine, Gly – glycine, α-(γ-L-Glutamyl)-L-aa – alpha-(gamma-L-Glutamyl)-L-amino acid, pGlu – pyro-Glutamate (5-oxoproline). *Treh* – *Trehalase*, *Pfk* – *Phosphofructokinase*, *Ald1* – *Aldolase 1*, *Gadph2* – *Glyceraldehyde 3 phosphate dehydrogenase 2*, *Ldh* – *Lactate dehydrogenase*, *Pdk* – *Pyruvate dehydrogenase kinase*, *Men* – *Malic enzyme*, *Pgd* – *Phosphogluconate dehydrogenase*, *Zw* – *Zwischenferment*, *Idh* – *Isocitrate dehydrogenase*, *GLS* – *Glutaminase*, *Gdh* – *Glutamate dehydrogenase*, *Got1* – *Glutamate oxaloacetate transaminase 1*, *Gs1* – *Glutamine synthetase 1*, *Gs2* – *Glutamine synthetase 2*, *CG9674* – *Glutamate synthase (NADH)*, *Gclc* – *Glutamate-cysteine ligase catalytic subunit*, *Gclm* – *Glutamate-cysteine ligase modifier subunit*, *Gss1* – *Glutathione synthetase 1*, *Gss2* – *Glutathione synthetase 2*, *Ggt-1* – *γ-glutamyl transpeptidase*, *QC* – *Glutaminyl cyclase*, *CG4752* – *5-oxoprolinase* (*ATP-hydrolyzing)*, *Mol* – *Moladietz*, *Duox* – *Dual oxidase*, *Sod* – *superoxide dismutase*, *Cat* – *catalase*.

During glutaminolysis, Gln is deaminated into glutamate (Glu) by Glutaminase (GLS) and processed further into alpha-Ketoglutarate (αKG) by Glutamate dehydrogenase (Gdh) to boost the TCA cycle for energy production. 

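*Gdh* (FBgn0001098, 3R from 23935958 to 23943101) had 881 ± 215 CPM (SD, n = 3) in uninfected controls, 869 ± 69.0 after infection and 413 ± 25.3 with *mTor* WT (log2 fold changes 0.00 and -1.07, adjusted p = 0.991 and 2.3e-04), and rose again to 823 ± 153 CPM in infected *mTor* WT hemocytes (adjusted p = 0.00987 against uninfected *mTor* WT). The transaminase *Got1*, which also converts glutamate, had 114 ± 6.58, 92.4 ± 3.89 and 63.1 ± 11.6 CPM (adjusted p = 0.0888 and 8.3e-05, the first 0.231 without uninfected control replicate 2).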

*GLS* was upregulated after wasp infection and *mTor*^*WT*^ overexpression, whereas *Gdh* was downregulated in *mTor*^*WT*^ hemocytes. Under normal growth conditions, Glu can be synthesized from αKG and Gln by an NAD-dependent glutamate synthase (CG9674). 

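*CG9674* (FBgn0036663, 3L from 16787573 to 16807731) had 24.3 ± 6.13 CPM (SD, n = 3) in uninfected controls, 105 ± 10.2 after infection and 73.7 ± 17.6 with *mTor* WT (log2 fold changes 2.11 and 1.58, adjusted p = 8.9e-06 and 3.7e-05 from limma). It was lower with *mTor* WT than after infection (log2 fold change -0.53, standard error 0.20, adjusted p = 0.0467).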

*CG9674* was upregulated in *mTor*^*WT*^ and wasp-infected hemocytes. Gln can be synthesized from Glu by the glutamate synthetases Gs1 and Gs2. *Gs1* was downregulated in *mTor*^*WT*^ and wasp-infected hemocytes (Fig 7A, F). 

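*Gs1* (FBgn0001142, 2L from 132077 to 134472) had 468 ± 396 CPM (SD, n = 3) in uninfected controls, 47.6 ± 12.0 after infection and 7.25 ± 1.22 with *mTor* WT (log2 fold changes -2.97 and -5.59, adjusted p = 6.1e-04 and 1.8e-06), and was lower with *mTor* WT than after infection (adjusted p = 0.00102). The uninfected replicates were uneven, with 919, 302 and 182 CPM in replicates 1 to 3. *Gs2*, the other synthetase, had 15.8 ± 20.9, 1.36 ± 0.739 and 3.35 ± 0.947 CPM (log2 fold changes -2.24 and -1.15, adjusted p = 0.0561 and 0.223). Its adjusted p after infection was 0.278 in a gene-by-gene test without moderation of the variance, and with *mTor* WT 0.0203 without uninfected control replicate 3.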

Glu is essential for glutathione (GSH) synthesis by the γ-glutamyl cycle (Fig 7A, G). GSH is considered to be the main antioxidant in cells [70] and is enriched in hemocytes after wasp infection [63]. The catalytic subunit of *Glutamate-cystein ligase* (*Gclc*) was upregulated by both treatments while the modifier subunit (*Gclm*) was only upregulated after *mTor*^*WT*^ overexpression. 

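*Gclc* (FBgn0040319, X from 8102181 to 8116147) had 25.7 ± 4.27 CPM (SD, n = 3) in uninfected controls, 59.7 ± 3.58 after infection and 155 ± 9.57 with *mTor* WT (log2 fold changes 1.21 and 2.58, adjusted p = 1.1e-05 and 1.2e-08), and *Gclm* (FBgn0046114, 3R from 22685006 to 22686510) 41.0 ± 1.33, 29.5 ± 2.76 and 63.3 ± 10.3 CPM (log2 fold changes -0.47 and 0.61, adjusted p = 0.0104 and 7.9e-04). Both were higher with *mTor* WT than after infection (adjusted p = 1.2e-05 and 4.5e-05). *Gss2*, a glutathione synthetase, had no read in any library, and *Ggt-1*, which breaks down glutathione outside the cell, stayed under the filter at 0.420 ± 0.204, 0.173 ± 0.215 and 0.124 ± 0.0337 CPM. *Gss1*, which the paper lists beside *Gss2*, could not be matched to a gene row and was not used. Whether hemocytes express a glutathione synthetase was therefore not settled here.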

The enzymes involved in recycling Glu and maintaining the glutathione pool, *glutaminyl-peptide cyclotransferase* (*QC*) and *CG4752*, the *5-oxo-prolinase*, were also upregulated (Fig 7A, G).

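*QC* (FBgn0052412, 3L from 5900835 to 5902456) had 0.972 ± 0.304 CPM (SD, n = 3) in uninfected controls, 45.4 ± 6.22 after infection and 61.0 ± 9.77 with *mTor* WT (log2 fold changes 4.97 and 5.39, adjusted p = 5.3e-09 and 2.5e-09). *CG4752* (FBgn0034733, 2R from 22478379 to 22483054) had 2.32 ± 1.33, 4.47 ± 3.38 and 19.4 ± 6.28 CPM (log2 fold changes 0.71 and 2.87, adjusted p = 0.348 and 4.0e-04) and was higher with *mTor* WT than after infection (adjusted p = 0.00448). Of 10 genes of the γ-glutamyl cycle, 3 rose, 3 fell and 4 did not pass after infection (3 and 3 when adjusted over the list alone), and 5 rose, 3 fell and 2 did not pass with *mTor* WT (5 and 3 over the list alone). The γ-glutamyltransferase-like *CG4829* rose after infection and fell with *mTor* WT (638 ± 155, 885 ± 26.2 and 242 ± 23.9 CPM, adjusted p = 0.101 and 1.5e-04), and *Cth*, which releases cysteine from cystathionine, fell after both (200.2 ± 4.34, 155 ± 12.6 and 123 ± 21.5 CPM, adjusted p = 0.0484 and 3.8e-04).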

Overall, both stimuli shift hemocyte gene expression toward a metabolically activated profile, marked by increased expression of genes associated with glucose uptake, oxidative pentose phosphate pathway activity and glutamine-dependent glutamate and glutathione biosynthesis. These transcriptional signatures suggest a metabolic state that could support the increased energetic, biosynthetic, and redox requirements of activated hemocytes.

### Activated hemocytes show gene expression patterns consistent with NADPH‑dependent ROS metabolism

The upregulation of the ROS-producing NADPH oxidase *Dual oxidase* (*Duox*) and its maturation factor *Moladietz* (*Mol*) after wasp infection and *mTor*^*WT*^ overexpression (Fig 7A, H) supports the idea that ROS production in activated hemocytes may be dependent on NADPH supplied by the PPP. However, both genes were quite lowly expressed in general (S4 Table). 

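*mol* (FBgn0086711, 2L from 14975747 to 14997559) had 0.849 ± 0.572 CPM (SD, n = 3) in uninfected controls, 4.69 ± 1.48 after infection and 10.1 ± 2.38 with *mTor* WT (log2 fold changes 1.98 and 3.03, adjusted p = 6.8e-04 and 1.0e-05) and was higher with *mTor* WT than after infection (adjusted p = 0.02). *Duox* (FBgn0283531, 2L from 2815970 to 2830248) stayed under the filter, at 0.251 ± 0.267, 0.578 ± 0.220 and 2.34 ± 1.49 CPM in the same groups and 3.10 ± 0.327 in infected *mTor* WT hemocytes. It was tested only in the limma fit with no filter (log2 fold changes 0.56 and 1.79, adjusted p = 0.603 and 0.00946).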

The upregulation of *mol* is critical for localizing Duox to and maintaining it at the cell membrane to enhance the rate and specificity of ROS production [71,72]. Excessive ROS is detrimental to the cell, and several antioxidant systems exist for ROS scavenging [73,74]. Superoxide (O_2_^-^), a byproduct of NADPH oxidases, is converted to hydrogen peroxide (H_2_O_2_) by superoxide dismutases (SODs [74]). 

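*Sod1*, the cytosolic superoxide dismutase, had 236 ± 7.88 CPM (SD, n = 3) in uninfected controls, 179 ± 5.44 after infection and 173 ± 41.4 with *mTor* WT (log2 fold changes -0.40 and -0.48, adjusted p = 0.0454 and 0.00837). The mitochondrial *Sod2* had 127 ± 9.78, 117 ± 6.60 and 100.2 ± 20.5 CPM (log2 fold changes -0.11 and -0.35, adjusted p = 0.619 and 0.0426), and its fall with *mTor* WT had an adjusted p of 0.15 without *mTor* WT replicate 2 and 0.16 after median-ratio scaling. *Sod3*, the extracellular form, was under the filter at 2.03 ± 0.0521, 0.927 ± 0.154 and 0.878 ± 0.357 CPM.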

The SODs were not significantly affected or were mostly downregulated (Fig 7A, I). Alternatively, H_2_O_2_ is converted to H_2_O by cellular antioxidant proteins such as catalases (Cat), thioredoxins (Trx [73,74]), peroxiredoxins (Prx) and Glutathione S-transferases (GSTs). 

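*Cat* (FBgn0000261, 3L from 18822604 to 18828188) had 411 ± 80.0 CPM (SD, n = 3) in uninfected controls, 171 ± 13.3 after infection and 221 ± 41.6 with *mTor* WT (log2 fold changes -1.25 and -0.89, adjusted p = 3.2e-04 and 0.00127) and *Irc* (FBgn0038465, 3R from 17002875 to 17007208), a secreted catalase, 99.9 ± 6.05, 205 ± 20.8 and 261 ± 16.8 CPM (log2 fold changes 1.03 and 1.38, adjusted p = 3.6e-05 and 1.5e-06). *Irc* and *Cat* were higher with *mTor* WT than after infection (adjusted p = 0.0252 and 0.128).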

*Cat* was downregulated while *immune-regulated catalase* (*Irc*) was upregulated under both conditions (Fig 7A, I). *Trxs* tended to be upregulated by wasp infection and *mTor*^*WT*^ overexpression (Fig 7A, J). 

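*Trx2* and the reductase *Trxr1*, which recycles thioredoxins, rose after both treatments. *Trx2* had 206 ± 67.2 CPM (SD, n = 3) in uninfected controls, 378 ± 75.1 after infection and 532 ± 119 with *mTor* WT (log2 fold changes 0.92 and 1.41, adjusted p = 0.0145 and 3.5e-04), and *Trxr1* 148 ± 7.52, 227 ± 7.30 and 607 ± 81.1 CPM (log2 fold changes 0.62 and 2.03, adjusted p = 0.00148 and 4.9e-08) and was higher with *mTor* WT (adjusted p = 6.4e-06 for the direct comparison). Of the 8 thioredoxin genes tested, 2 rose, 0 fell and 6 did not pass after infection (2 and 0 when adjusted over the list alone), and 2 rose, 2 fell and 4 did not pass with *mTor* WT (2 and 2 over the list alone). *SelT* (97.3 ± 1.17, 96.3 ± 6.21 and 78.6 ± 15.0 CPM) and *Tmx3* (32.3 ± 2.05, 33.5 ± 1.57 and 26.2 ± 0.626 CPM) fell with *mTor* WT (adjusted p = 0.0374 and 0.0107).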

*Peroxiredoxin 6b* (*Prx6b*) and *Peroxiredoxin 6c* (*Prx6c*) were upregulated by wasp-infection but downregulated in *mTor*^*WT*^ overexpressing hemocytes (Fig 7A, K) suggesting that *PRxs* respond to genuine immune challenges and have similar cytoprotective functions as described for mammalian macrophages [75–77]. In contrast, GSTs were predominantly induced by *mTor*^*WT*^ overexpression (Fig 7A, L-M). This may account for the necessity to detoxify cytotoxic radicals in the absence of a genuine threat. 

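*Prx6c* had 22.4 ± 3.44 CPM (SD, n = 3) in uninfected controls, 57.5 ± 4.10 after infection and 5.05 ± 0.854 with *mTor* WT (log2 fold changes 1.35 and -2.05, adjusted p = 0.0067 and 1.3e-04) and *Prx6b* 10.3 ± 1.66, 23.0 ± 3.44 and 2.51 ± 0.550 CPM (log2 fold changes 1.12 and -1.84, adjusted p = 0.0355 and 7.9e-04), and both were lower with *mTor* WT than after infection (adjusted p = 1.8e-05 and 8.1e-05). In infected *mTor* WT hemocytes they had 14.9 ± 8.25 and 5.33 ± 3.01 CPM. The related *CG12896* rose after infection (0.641 ± 0.320, 3.91 ± 1.60 and 0.582 ± 0.194 CPM, adjusted p = 0.0126 and 0.929), and *Prx2* with *mTor* WT (424 ± 142, 305 ± 35.7 and 678 ± 153 CPM, adjusted p = 0.236 and 0.0204). Of 9 peroxiredoxin genes, 3 rose, 1 fell and 5 did not pass after infection (3 and 1 when adjusted over the list alone, 3 and 2 with the control replicates paired), and 1 rose, 6 fell and 2 did not pass with *mTor* WT (1 and 6 over the list alone). Without the 5 libraries with testis transcripts 3 rose and 4 fell after infection, and 0 and 6 with *mTor* WT.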

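*GstD2* and *GstE8*, which conjugate glutathione to toxic compounds, rose furthest with *mTor* WT next to *GstD5*. *GstD2* had 0.148 ± 0.175 CPM (SD, n = 3) in uninfected controls, 0.748 ± 0.190 after infection and 11.7 ± 2.09 with *mTor* WT (log2 fold changes 0.97 and 4.25, adjusted p = 0.0437 and 6.6e-07), *GstE8* 1.81 ± 1.10, 5.76 ± 1.49 and 28.0 ± 6.04 CPM (log2 fold changes 1.52 and 3.71, adjusted p = 0.00328 and 1.6e-06) and *GstE9* 1.13 ± 0.519, 3.01 ± 0.631 and 16.2 ± 2.54 (adjusted p = 0.0065 and 7.5e-07), each higher with *mTor* WT than after infection (adjusted p = 2.7e-05, 2.4e-04 and 6.5e-05). *Mgstl*, a microsomal enzyme, fell after both (19.3 ± 2.29, 9.39 ± 1.67 and 3.37 ± 0.876 CPM, adjusted p = 0.00543 and 3.9e-06). Of 26 tested glutathione S-transferases in the study's table, 4 rose, 7 fell and 15 did not pass after infection (4 and 7 when adjusted over the list alone), and 15 rose, 5 fell and 6 did not pass with *mTor* WT (15 and 5 over the list alone). In the direct comparison 16 were higher and 3 lower with *mTor* WT. Without the 5 libraries with testis transcripts 14 rose and 8 fell with *mTor* WT.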

Taken together, our data imply that activated hemocytes rely on aerobic glycolysis for energy production and increased glutamine-glutamate metabolism for glutathione synthesis. Importantly, the metabolic shifts inferred by gene expressional changes induced by wasp infection also take place after *mTor*^*WT*^ overexpression, suggesting that mTOR is an important energy rheostat in *Drosophila* hemocytes.

### *mTor* signals upstream of the JNK and the p38b pathways in lamellocyte hematopoiesis

mTOR intersects several signaling pathways such as PI3K/AKT1, JAK-STAT, MAPK1 and NF-κB in mammalian immune cells, ultimately leading to immune cell proliferation, differentiation and survival [19,78–80]. Thus, we surveyed our sequencing data for differentially regulated genes within signaling pathways known to be involved in mammalian and *Drosophila* blood cell activation, proliferation and differentiation with a focus on the JAK/STAT, JNK and p38 pathways (Fig 8A). Wasp infection and *mTor*^*WT*^ overexpression were sufficient to induce the ligands of the canonical JAK/STAT (*unpaired 1–3* (u*pd1–3*), Fig 8A’), the TNFα-Eiger (*eiger* (*egr*), Fig 8A’), the Pvr (*PDGF- and VEGF-related factor 2* (*Pvf2*), Fig 8A’), the EGFR (*gurken* (*grk*)), the FGFR (*thisbe* (*ths*), *pyramus* (*pyr*)), and the wingless (*Wnt oncogene analog 6* (*Wnt6*)) pathway (S5 Table). 

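The JAK/STAT ligands rose furthest with *mTor* WT. *upd2* (FBgn0030904, X from 18240654 to 18243284) had 0.299 ± 0.142 CPM (SD, n = 3) in uninfected controls, 6.33 ± 3.31 after infection and 181 ± 51.8 with *mTor* WT (log2 fold changes 2.99 and 7.81, adjusted p = 8.0e-05 and 1.6e-08), *upd1* 0.635 ± 0.108, 2.93 ± 2.97 and 160.1 ± 37.5 CPM (log2 fold changes 1.26 and 7.12, adjusted p = 0.0597 and 1.6e-07) and *upd3* 2.05 ± 1.46, 36.5 ± 5.56 and 155 ± 49.6 (log2 fold changes 4.00 and 6.03, adjusted p = 2.8e-06 and 4.9e-08), all higher with *mTor* WT than after infection (adjusted p = 5.4e-06, 5.5e-06 and 5.3e-04). After infection *upd1* had 6.35, 0.945 and 1.50 CPM in replicates 1, 2 and 3 and did not pass a gene-by-gene test without moderation of the variance (adjusted p = 0.273), a fit of only the groups compared (0.16) or a fit with the control replicates paired (0.176). The TNF homolog *egr* had 17.5 ± 2.20, 116 ± 50.3 and 209.9 ± 37.9 CPM, *Pvf2* 8.93 ± 3.05, 47.7 ± 9.49 and 156 ± 12.9 and the FGF *pyr* 2.03 ± 0.794, 59.8 ± 10.8 and 104 ± 37.4 (for *pyr* log2 fold changes 4.61 and 5.35, adjusted p = 1.0e-07 and 2.2e-08), and *ths* stayed under the filter at 0.103 ± 0.137, 1.02 ± 0.185 and 1.88 ± 0.676. The EGFR ligand *grk* had 0.232 ± 0.146, 1.20 ± 0.555 and 5.42 ± 2.17 CPM (log2 fold changes 1.19 and 2.97, adjusted p = 0.0285 and 2.5e-05), with an adjusted p after infection of 0.162 without the 5 libraries with testis transcripts. *Wnt6* had 0.117 ± 0.162, 1.42 ± 2.08 and 13.4 ± 5.67 CPM (log2 fold changes 1.09 and 4.42, adjusted p = 0.301 and 2.2e-04), and after infection its adjusted p was 0.121 without infected control replicate 2 and 0.0828 under edgeR. Compared directly with infected controls, *egr* (adjusted p = 0.0177), *Pvf2* (1.0e-04), *pyr* (0.0354), *grk* (0.00185) and *Wnt6* (0.00269) were higher with *mTor* WT.

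**Figure D4:**
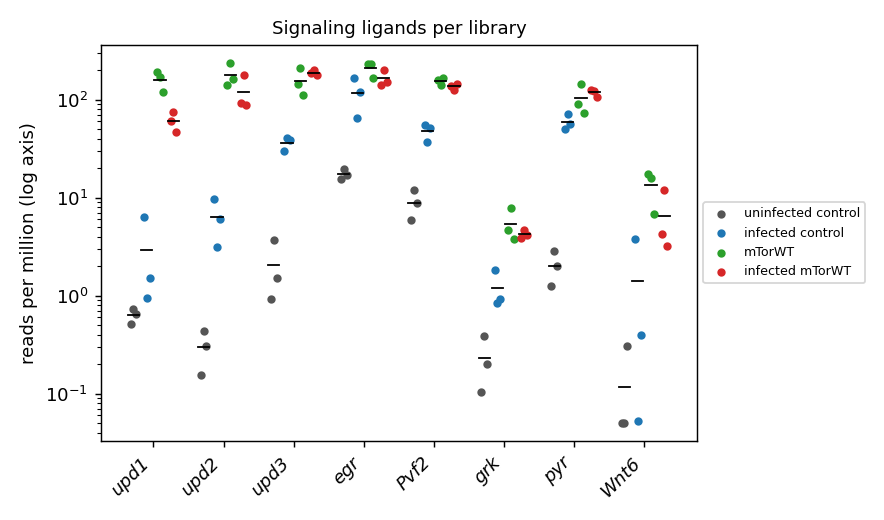
CPM of *upd1*, *upd2*, *upd3*, *egr*, *Pvf2*, *grk*, *pyr* and *Wnt6* in each library, grouped by condition on a log scale. For all 8 genes the points of *mTor* WT lie above those of uninfected controls, and *upd1* in infected controls has 1 high point, replicate 1 at 6.35 CPM.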

Interestingly, *Hedgehog* (*Hh*) was not expressed in hemocytes while other Hedgehog pathway components were, suggesting that Hh is produced elsewhere. 

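*hh* (FBgn0004644, 3R from 23128169 to 23141906) had 0.0163 ± 0.0282 CPM (SD, n = 3) in uninfected controls, 0.0147 ± 0.0255 after infection and 0.0851 ± 0.147 with *mTor* WT, far under the filter. *ci*, the transcription factor of the pathway, had 133 ± 40.8, 52.3 ± 8.84 and 22.9 ± 6.68 CPM (log2 fold changes -1.30 and -2.51, adjusted p = 0.00209 and 5.7e-06), the co-receptor *ihog* 35.7 ± 2.78, 22.4 ± 3.17 and 17.8 ± 2.21 (adjusted p = 0.00185 and 3.7e-05) and the transducer *smo* 38.3 ± 2.54, 32.4 ± 1.36 and 22.8 ± 2.70 (adjusted p = 0.113 and 6.9e-05, the first 0.169 with the control replicates paired). The related *boi* rose after infection (7.27 ± 1.01, 13.3 ± 3.50 and 7.48 ± 1.82 CPM, adjusted p = 0.0139 and 0.929). Of 6 core components of the pathway tested, 1 rose, 5 fell and 0 did not pass after infection (1 and 5 when adjusted over the list alone), and 0 rose, 5 fell and 1 did not pass with *mTor* WT (0 and 5 over the list alone).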

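In the JAK/STAT pathway the receptor *dome* had 24.7 ± 2.16 CPM (SD, n = 3) in uninfected controls, 22.8 ± 0.383 after infection and 23.5 ± 5.38 with *mTor* WT (adjusted p = 0.677 and 0.643) and the kinase *hop* 127 ± 2.72, 127 ± 12.9 and 111 ± 25.2 CPM (adjusted p = 1 and 0.247, the last 0.0662 without *mTor* WT replicate 2). The transcription factor *Stat92E* fell, from 386 ± 42.9 to 309 ± 27.1 and 271 ± 39.5 CPM (adjusted p = 0.11 and 0.00606, the first 0.312 without uninfected control replicate 3), while its target *Socs36E* rose (16.1 ± 1.39, 39.6 ± 6.63 and 60.3 ± 29.2 CPM, log2 fold changes 1.26 and 1.76, adjusted p = 0.0104 and 4.3e-04). Of 6 JAK/STAT targets, 5 rose, 0 fell and 1 did not pass after infection (5 and 0 when adjusted over the list alone), and 2 rose, 2 fell and 2 did not pass with *mTor* WT (2 and 2 over the list alone). In the JNK pathway *Tak1* (75.9 ± 2.81, 121 ± 13.7 and 259 ± 28.8 CPM), *Jra* (152 ± 6.45, 322 ± 17.6 and 289.9 ± 15.1) and *kay* (233 ± 79.1, 344 ± 24.5 and 410.2 ± 70.0, adjusted p = 0.0409 and 0.00286) rose after both, as did *puc*, the phosphatase induced by JNK (74.1 ± 7.04, 106 ± 6.19 and 249 ± 73.8 CPM, adjusted p = 0.0669 and 1.4e-05, the first 0.177 without uninfected control replicate 1). The receptor *wgn* rose with *mTor* WT (1.18 ± 0.509, 1.64 ± 0.296 and 4.78 ± 1.12 CPM, adjusted p = 5.3e-04). *hep* rose with *mTor* WT (199 ± 7.02, 191 ± 3.88 and 228 ± 24.0 CPM, adjusted p = 0.0981, but 0.351 without *mTor* WT replicate 1), *msn* after both (430.1 ± 129, 609.6 ± 37.7 and 570.5 ± 167 CPM, adjusted p = 0.0954 and 0.131, but 0.303 without uninfected control replicate 3 and 0.446 without *mTor* WT replicate 2), and the kinase *bsk* fell with *mTor* WT (77.1 ± 6.91, 86.7 ± 2.94 and 62.5 ± 6.84 CPM, adjusted p = 0.0333, and 0.237 after median-ratio scaling). Of 11 JNK targets, 9 rose, 1 fell and 1 did not pass after infection (9 and 1 when adjusted over the list alone), and 10 rose, 0 fell and 1 did not pass with *mTor* WT (10 and 0 over the list alone), with *scaf* and *Mmp1* foremost.
Of the p38 kinases *p38a* rose (29.4 ± 2.30, 84.0 ± 4.37 and 65.2 ± 11.4 CPM, log2 fold changes 1.50 and 1.13, adjusted p = 1.4e-06 and 7.5e-06) and *p38b* did not pass (38.2 ± 2.40, 39.9 ± 2.01 and 38.0 ± 3.72 CPM, adjusted p = 0.698 and 0.933). With *mTor* WT the sign of *p38b* depended on the scaling, and edgeR gave a log2 fold change of 0.15 (adjusted p = 0.108). *Mekk1* rose with *mTor* WT (119 ± 5.05, 118 ± 4.99 and 214 ± 48.1 CPM, adjusted p = 0.00145), and *lic* did not pass (70.2 ± 2.58, 76.4 ± 5.64 and 65.4 ± 3.91 CPM, adjusted p = 0.401 and 0.353). Of the core components of JAK/STAT signaling, 3 rose, 1 fell and 3 did not pass after infection (2 and 2 with the control replicates paired) and 3 rose, 1 fell and 3 did not pass with *mTor* WT, and of 10 of TNFα-Eiger signaling 4 rose, 0 fell and 6 did not pass and 6 rose, 1 fell and 3 did not pass. Counts were the same over the list alone, apart from 2 fallen JAK/STAT genes after infection.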

The core components and the negative as well as the positive regulators of these pathways were well expressed in hemocytes, however, their regulation was not always consistent. 

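The Toll factor *dorsal* (*dl*) and its adaptor *Myd88* rose after both treatments. *dl* had 59.3 ± 21.1 CPM (SD, n = 3) in uninfected controls, 118 ± 15.6 after infection and 227 ± 63.8 with *mTor* WT (log2 fold changes 1.04 and 1.95, adjusted p = 0.0138 and 7.4e-05) and *Myd88* 56.8 ± 6.72, 99.5 ± 3.63 and 178 ± 34.2 CPM (adjusted p = 8.7e-04 and 1.5e-06), both higher with *mTor* WT than after infection (adjusted p = 0.0163 and 5.7e-04). The receptor *Tl* rose after infection and fell with *mTor* WT (106 ± 7.07, 143 ± 13.1 and 63.4 ± 3.80 CPM, adjusted p = 0.0136 and 1.4e-04). *Rel*, the Imd factor, rose from 198 ± 69.7 to 372 ± 59.7 and 272 ± 62.0 CPM (adjusted p = 0.00966 and 0.0858). Of 8 Toll core components, 4 rose, 1 fell and 3 did not pass after infection (5 and 1 when adjusted over the list alone), and 4 rose, 4 fell and 0 did not pass with *mTor* WT (4 and 4 over the list alone). Of 19 Imd core components, 7 rose, 0 fell and 12 did not pass after infection (8 and 0 when adjusted over the list alone, 7 and 1 with the control replicates paired), and 11 rose, 4 fell and 4 did not pass with *mTor* WT (11 and 4 over the list alone). Of the 9 peptidoglycan recognition proteins, 6 rose, 0 fell and 3 did not pass after infection (7 and 0 when adjusted over the list alone, 6 and 1 with the control replicates paired), and 5 rose, 1 fell and 3 did not pass with *mTor* WT (5 and 1 over the list alone). *PGRP-LB*, which dampens Imd signaling, rose after both (1.92 ± 1.35, 17.6 ± 6.44 and 12.6 ± 1.46 CPM, adjusted p = 0.0049 and 0.00453), and *PGRP-SD*, which senses bacteria, after infection alone (0.401 ± 0.199, 6.71 ± 2.30 and 0.193 ± 0.0801 CPM, adjusted p = 0.00186 and 0.591).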

The Toll and imd/Rel pathways were active after wasp infection and *mTor*^*WT*^ overexpression. However, inconsistencies between treatments, such as stronger induction of AMPs, were likely due to contaminating bacteria during oviposition (Fig 8A’-A”’, S5 Table). 

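Most genes of peptides that kill bacteria rose after infection and did not pass with *mTor* WT. *DptB* (FBgn0034407, 2R from 18867391 to 18867895) had 0.455 ± 0.486 CPM (SD, n = 3) in uninfected controls and 42.2 ± 24.5 after infection (log2 fold changes 5.35 and -0.61, adjusted p = 0.00196 and 0.619), and *AttD* 0.651 ± 0.511 and 31.2 ± 7.70 CPM (log2 fold changes 4.85 and -0.97, adjusted p = 0.0016 and 0.36). Both were lower with *mTor* WT than after infection (adjusted p = 6.5e-04 and 3.5e-04). *Attacin-B* (*AttB*) had 0.724 ± 0.705, 17.7 ± 10.2 and 0.395 ± 0.346 CPM, *AttC* 0.329 ± 0.358, 13.2 ± 10.6 and 0.163 ± 0.282, *CecA1* 2.31 ± 2.83, 25.9 ± 3.80 and 0.300 ± 0.0295, *Dro* 0.281 ± 0.219, 9.63 ± 6.82 and 0.125 ± 0.0845 and *edin*, an infection-induced peptide, 0.933 ± 0.581, 19.4 ± 9.52 and 0.0540 ± 0.0543, with adjusted p of 0.0427, 0.0703, 0.00849, 0.0248 and 0.038 after infection. *DptA* did not pass after infection (0.118 ± 0.0805, 2.39 ± 1.77 and 0.162 ± 0.196 CPM, adjusted p = 0.183 and 0.959, the first 0.0498 with the control replicates paired). Of 16 antimicrobial peptide genes, 13 rose, 0 fell and 3 did not pass after infection (15 and 0 when adjusted over the list alone, 15 and 1 with the control replicates paired), and 1 rose, 2 fell and 13 did not pass with *mTor* WT (1 and 2 over the list alone). The spread in infected controls was wide, and without the 5 libraries with testis transcripts 15 rose after infection while 1 rose and 7 fell with *mTor* WT. Infected *mTor* WT hemocytes had 228 ± 250.1 CPM of *AttC* and 69.3 ± 86.7 of *DptA*, and against infected controls *DptA* was higher (adjusted p = 0.0159) while *AttC* did not pass (adjusted p = 0.153).

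**Figure D5:**
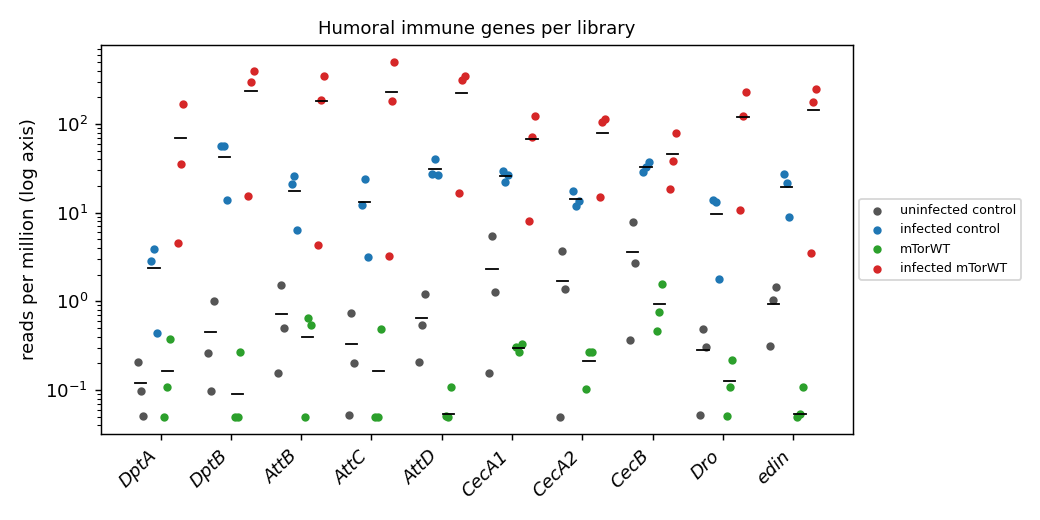
CPM of *DptA*, *DptB*, *AttB*, *AttC*, *AttD*, *CecA1*, *CecA2*, *CecB*, *Dro* and *edin* in each library, grouped by condition on a log scale, with values under 0.05 drawn at 0.05. The points of infected controls and infected *mTor* WT hemocytes lie above those of the uninfected groups.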

To test whether the JAK-STAT, JNK and p38 pathways, known to induce lamellocytes [44,45] are involved in mTOR-mediated lamellocyte hematopoiesis, we took a genetic approach by expressing *mTor*^*WT*^ and simultaneously blocking the JAK/STAT, JNK and p38 pathways in hemocytes with dominant-negative or RNAi constructs. All constructs, except for *dome*^*DN*^, reduced total cell counts in comparison to *mTor*^*WT*^ overexpression (blue boxes) to their respective control levels (pink boxes; Figs 8B; S14A). Silencing the JAK/STAT, JNK and p38b pathways reduced plasmatocyte lineage counts (plasmatocytes + activated plasmatocytes) to wild-type levels (Fig 8B’). However, in the lamellocyte lineage (lamelloblasts + prelamellocytes + lamellocytes) only silencing the JNK and p38 pathways reduced the lamellocyte counts to control levels downstream of *mTor*^*WT*^ (Fig 8B”). Thus, the JNK and the p38 pathways are engaged by mTOR signaling to initiate lamellocyte hematopoiesis. While the activation of JAK-STAT signaling is not required in hemocytes downstream of *mTor*^*WT*^ for this response, it might still be required upstream of mTor in hemocytes and in other tissues such as muscle [81,82] to induce lamellocyte fate (Fig 8B”’).

**Fig 8:**
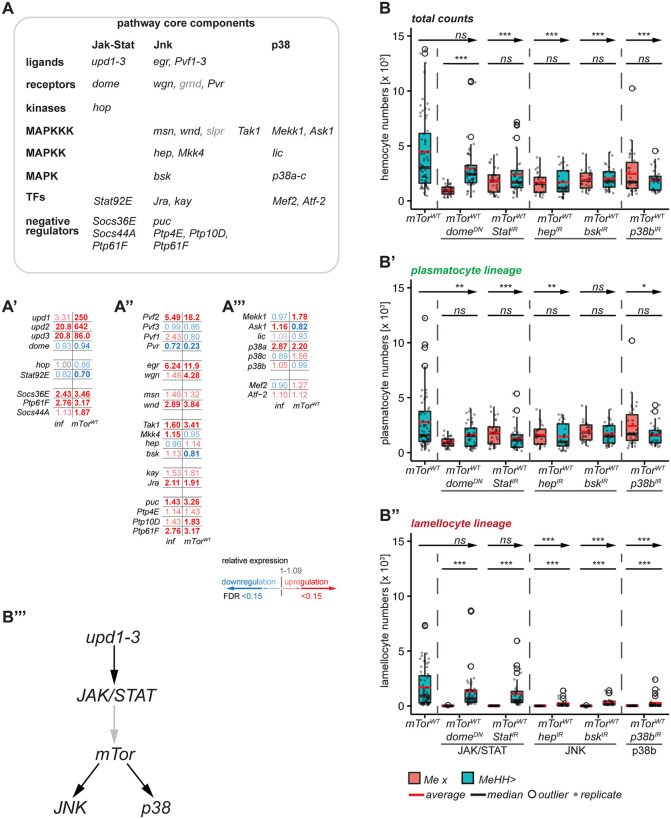
*mTor* signals upstream of the JNK and the p38b pathways and downstream or in parallel with the JAK-STAT pathway in lamellocyte hematopoiesis. A) Schematic of signaling modules for the JAK-STAT, JNK and p38b pathways. Of note, *grindelwald* (*grnd*) and *slipper* (*slpr*) were not expressed in hemocytes. RNA sequencing data for the depicted genes of A’) the JAK-STAT pathway; A”) the JNK pathway; A”’) RNA sequencing data for the p38 pathway. B) Total hemocyte counts (n = 22–64) of *mTor*^*WT*^ overexpression alone (*MeHH > mTor*^*WT*^) and *mTor*^*WT*^ overexpression with simultaneous dominant negative or RNAi constructs for the JAK/STAT (*mTor*^*WT*^ *dome*^*DN*^, *mTor*^*WT*^ *Stat*^*IR*^), the JNK (*mTor*^*WT*^ *hep*^*IR*^, *mTor*^*WT*^ *bsk*^*IR*^) and the p38b (*mTor*^*WT*^ *p38b*^*IR*^) pathways (control: *Me x* – pink boxplots; transgene expression: *MeHH >* - blue boxplots); B’) Cell counts of plasmatocyte lineage; B”) Cell counts of lamellocyte lineage. The *MeHH > mTor*^*WT*^ hemocyte counts are re-plotted from Figs 1D-D’; B”’) Model for pathway interactions of the indicated pathways for *mTor*^*WT*^ overexpression. Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – *not significant*, arrow – statistical comparison of *MeHH > mTor*^*WT*^ to *MeHH > ,* line – statistical comparison of *Me x* to *MeHH >* . The gene expression data are available in the S5 Table and the hemocyte count data are available in S7 Table.

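*grnd* (FBgn0032682, 2L from 18485417 to 18488021) had 0.0168 ± 0.0291 CPM (SD, n = 3) in uninfected controls, 0.0307 ± 0.0531 after infection and 0.136 ± 0.236 with *mTor* WT, far under the filter. *slpr* (FBgn0030018, X from 8170229 to 8177185), a kinase upstream of JNK, had 80.7 ± 2.37, 70.3 ± 6.28 and 54.9 ± 7.31 CPM (log2 fold changes -0.20 and -0.56, adjusted p = 0.199 and 7.2e-04), and 61.1 ± 1.81 in infected *mTor* WT hemocytes. Its adjusted p after infection was 0.069 without *mTor* WT replicate 3.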

## Discussion

mTOR signaling in immune cell differentiation and function has been predominantly investigated in mammalian hematopoietic stem cells (HSCs) [80], lymphoid [17,83] and myeloid cells [19]. In *Drosophila* hematopoiesis, mTOR has so far only been studied in the context of hemocyte progenitors in the lymph gland [46,47]. Here, for the first time, we genetically dissect the role of the endogenous mTOR pathway in peripheral hemocytes and show that it is involved in the activation of plasmatocytes and the differentiation of lamellocytes. Fig 9 depicts our model for mTOR-mediated reprogramming of metabolic gene expression, hemocyte activation and differentiation (Fig 9).

**Fig 9:**
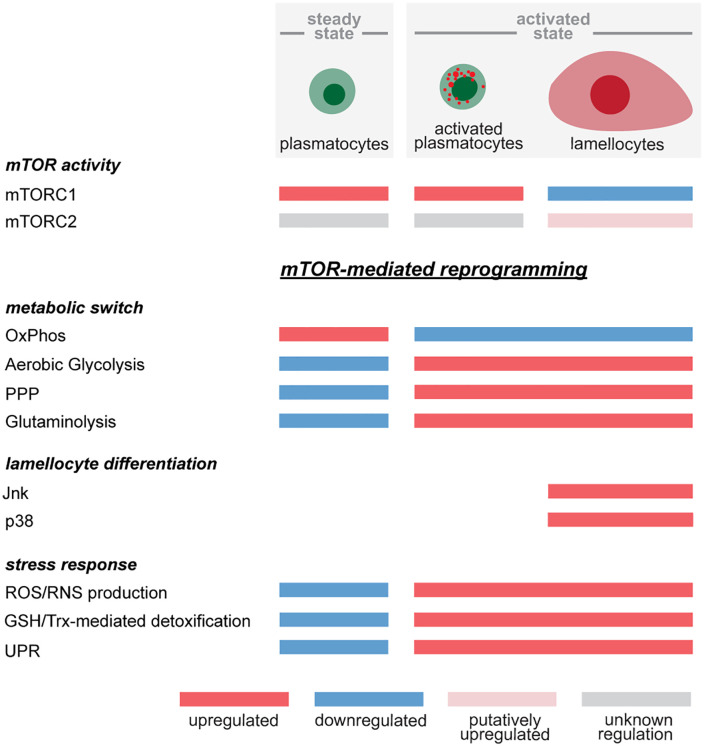
Model for mTOR-mediated reprogramming of gene expression patterns associated with metabolism, hemocyte activation and differentiation.

Genetic overexpression and wasp infection induce signaling pathways that recruit mTOR to induce reprogramming of metabolism and cell differentiation patterns leading to plasmatocyte activation and lamellocyte hematopoiesis. Both mTORC1 and mTORC2 are required for lamellocyte differentiation mediated by the Jnk and p38 pathways, however, mTORC1 is downregulated in mature lamellocytes. The contribution of mTORC2 in all cell types is unclear, but data from mammalian cells suggest that mTORC2 regulates features important for lamellocyte function such as cytoskeletal rearrangement. The metabolic switch from steady state to activated hemocytes includes the downregulation of genes associated with OXPHOS and the upregulation of genes connected with aerobic glycolysis, PPP and glutaminolysis. The metabolic switch and the programming of cell activation and differentiation patterns result in the upregulation of stress response genes comprising ROS/RNS production, GSH/Trx-mediated detoxification and the UPR. It is not yet clear how the activated cell types contribute to the stress response.

The reduced killing phenotype after parasitoid wasp infection and the reduced lamellocyte numbers in the *raptor-rictor* double knock-down support the requirement for mTORC1 and mTORC2 signaling for hemocyte activation and differentiation after natural infection. Comparably, both mTOR complexes are needed for mammalian immune cell hematopoiesis and function [20,84–87]. However, selectively activating mTORC1 by inhibiting TSC led to an increase in round plasmatocyte-like cells (eater-GFP^high^) among steady-state hemocytes, but did not promote lamellocyte formation. mTORC1 may also play a role in maintaining hemocyte progenitor populations. In mammals, RAPTOR is essential for HSC self-renewal, and its loss leads to stem cell depletion and premature differentiation [88]. Consistent with this, *raptor* RNAi increased the abundance of lamelloblasts, cells we classified as lamellocyte precursors based on their approximately tenfold lower *eater-GFP* expression and smaller size relative to plasmatocytes [33]. However, it is possible that additional progenitor populations, such as prohemocytes, may also exhibit low eater-GFP levels and small size, making them indistinguishable from lamelloblasts in our analyses. The scarcity of molecular markers for defined cell types, particularly progenitors, is limiting the progress in understanding *Drosophila* peripheral hematopoiesis also in general. Thus, raptor may be required for progenitor cell maintenance, but it is uncertain for which progenitor type and whether there are different progenitor cell types in the periphery of *Drosophila* larvae.

To advance our understanding of how mTOR signaling contributes to blood cell activation, we examined the transcriptomes of uninfected, wasp infected and *mTor*^*WT*^ overexpressing peripheral larval hemocytes. We show that parasitoid wasp infection and *mTor*^*WT*^ overexpression cause largely overlapping changes in hemocyte gene expression patterns. Consequently, the similarities in gene expression profiles are due to the presence of similar hemocyte types after wasp infection and *mTor*^*WT*^ overexpression but might also be brought on by similar changes in mTOR signaling after hemocyte activation. Our RNA sequencing and experimental data indicate the downregulation of mTORC1 in lamellocytes regardless of whether lamellocytes are induced genetically or by wasp infection. Initially, mTORC1 signaling promotes the proliferation of all plasmatocyte-like cell types, as increased cell division is required for the demand-adapted hematopoiesis that follows wasp infection, including the expansion of lamellocyte precursors [33]. However, mTORC1 activation also drives terminal differentiation [86,89], and its activity subsequently declines in fully differentiated cells, which no longer divide [33,90]. As a result, mTORC1 becomes downregulated in lamellocytes, whereas it remains active in plasmatocytes, which retain the capacity to differentiate into additional cell types.

The suppression of mTORC1-related processes, even after *mTor*^*WT*^ overexpression, seems contrary to what would be expected from continuous *mTor*^*WT*^ expression. This may reflect a paradoxical reduction in signaling output, as excessive *mTor*^*WT*^ can sequester or dilute essential cofactors and impair mTOR complex assembly, as previously reported [48]. Our data collectively show that *mTor*^*WT*^ overexpression in hemocytes strongly alters metabolism-associated transcriptional patterns. Despite these pronounced effects, constitutive *mTor*^*WT*^ overexpression throughout development did not reduce adult fly lifespan (S15 Fig). Notably, the induction of stress-response genes, including heat-shock proteins and GSTs, was unique for *mTor*^*WT*^ overexpression. This observation aligns with the known role of endogenous mTOR in activating stress-responsive transcription factors, which drive the expression of genes involved in resistance to heat and ROS, among other stressors [91,92]. 

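*Hsp23* (FBgn0001224, 3L from 9381882 to 9382765) and *Hsp26*, small heat shock proteins that keep unfolded proteins soluble, rose with *mTor* WT and fell after infection. *Hsp23* had 1459 ± 1461 CPM (SD, n = 3) in uninfected controls, 134 ± 11.1 after infection and 11786 ± 2214 with *mTor* WT (log2 fold changes -2.96 and 3.48, adjusted p = 0.00148 and 1.6e-04) and *Hsp26* 136 ± 106, 29.7 ± 12.0 and 4916 ± 1696 CPM (log2 fold changes -1.99 and 5.40, adjusted p = 0.0245 and 1.0e-05). *Hsp70Bc* rose with *mTor* WT (0.625 ± 0.375, 0.214 ± 0.162 and 18.8 ± 9.30 CPM, adjusted p = 0.267 and 4.1e-06), and *Hsp27* fell after infection (706 ± 621, 105 ± 14.6 and 769.6 ± 211 CPM, adjusted p = 0.00205 and 0.416). Of 14 heat shock genes, 1 rose, 5 fell and 8 did not pass after infection (1 and 5 when adjusted over the list alone), and 13 rose, 0 fell and 1 did not pass with *mTor* WT (13 and 0 over the list alone). All 14 that differed between *mTor* WT and infected controls were higher with *mTor* WT. Of 26 glutathione S-transferases in the genome list, 5 rose, 7 fell and 14 did not pass after infection (5 and 7 when adjusted over the list alone), and 16 rose, 4 fell and 6 did not pass with *mTor* WT (16 and 4 over the list alone). The uninfected controls were uneven for small heat shock genes, with 3136, 777 and 463 CPM of *Hsp23* in replicates 1 to 3.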

Particularly Hsp70 family members are known to block mTORC1 expression [93] and could be an additional mechanism by which mTOR limits its own excessive expression and detrimental effects. Thus, collectively, our data imply that mTORC1 suppression is a characteristic of lamellocyte differentiation and function. This is in agreement with the differential regulation of mTORC1 activity throughout the life cycle of various myeloid and lymphoid cell types required for cell fate decisions and adequate cell function [18,23,94,95]. Future work, such as manipulation of *raptor* or *Tsc1/gig* in lamellocytes after wasp infection, is needed to directly assess whether mTORC1 activity in differentiated lamellocytes is required for their effector functions.

Processes regulated by mTORC2, such as cytoskeletal rearrangements [96,97] and increased sugar transport alongside aerobic glycolysis [12,98,99], were also upregulated in our dataset. These changes are consistent with known lamellocyte functions [63,100,101]. Thus, although mTORC1 appears to be downregulated, mTORC2 likely remains active in lamellocytes to regulate lamellocyte-specific features. However, due to the lack of reliable molecular tools for assessing mTORC2 activity in *Drosophila*, we were unable to experimentally confirm its involvement in lamellocytes or other activated hemocyte populations.

The metabolic switch from mitochondrial OXPHOS to cytosolic aerobic glycolysis is a well characterized mTOR-mediated response to increased energy and biosynthetic demands in mammalian immune [102–105] and cancer cells [106–108]. Increased glucose intake and activation of aerobic glycolysis accompany hemocyte activation also in *Drosophila* [1,60,61,63]. In mammals, mTOR increases sugar uptake and glycolysis by transcriptional and translational control of Hif-1ɑ [109]. *Sima,* the *Drosophila* homolog of *Hif-1*ɑ, is involved in regulating glycolytic gene expression [60,110,111]. Despite *mTor*^*WT*^ overexpression and upregulation of glycolytic genes such as *Ldh*, *sima* transcription was not increased and its binding partner *tgo* was downregulated. 

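*sugarbabe* (*sug*, FBgn0033782), a zinc finger transcription factor induced by sugar feeding, had 8.22 ± 1.40 CPM (SD, n = 3) in uninfected controls, 10.5 ± 4.09 after infection and 58.8 ± 9.60 with *mTor* WT (log2 fold changes 0.29 and 2.77, adjusted p = 0.503 and 6.0e-06), a ratio of mean CPM of 7.16 with *mTor* WT. It was higher with *mTor* WT than after infection (log2 fold change 2.48, standard error 0.27, adjusted p = 5.3e-05) and had 34.4 ± 11.6 CPM in infected *mTor* WT hemocytes.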

Intriguingly, Gli-similar *sugarbabe* (*sug*), a transcription factor known to also regulate carbohydrate metabolism and genes involved in glycolysis in *Drosophila* [112] was 7-fold upregulated in *mTor*^*WT*^ overexpressing hemocytes. It remains an open question why only *mTor*^*WT*^ overexpressing hemocytes induce *sug,* but not wasp-activated hemocytes.

Glucose can also be utilized in the oxidative pentose phosphate pathway (PPP) to generate NADPH for detoxification and production of ROS [113]. For instance, neutrophiles utilize PPP-produced NADPH to facilitate the oxidative burst needed for their immune-effector function [114]. Kazek et al. [63] showed increased flow of glucose through the oxidative PPP in activated hemocytes after wasp infection. Unlike us, they did not observe any major transcriptional changes in PPP genes, however, knockdown of *Zw* in hemocytes reduced lamellocyte differentiation and drastically impaired the survival after parasitoid wasp infection [63]. PPP activation can therefore be considered as an important metabolic adaptation in lamellocytes. Moreover, PPP pathway activation was also indicated in hemocytes in the medullary zone of the lymph gland [39] and during the shift from embryonic to larval hemocytes [34].

The role of Gln-Glu metabolism is poorly characterized in hemocyte activation. Kazek et al. [63] showed by tracing the incorporation of ^13^C from ^13^C-labeled glucose into Gln during the early course of infection (16 hours *post infection* + 6 hours ^13^C-glucose feeding) that Gln and its derivatives fuel the TCA cycle regardless of whether the hemocytes were sourced from parasitoid infected or uninfected larvae. Our data, taken at a comparatively late time point (48 hours *post infection*), point towards Gln and Glu being processed through the y-glutamyl cycle to produce glutathione in activated hemocytes, purportedly to alleviate oxidative stress. The utilization of Gln and Glu might be time point specific. Early after infection, these amino acids might contribute to energy production by mitochondria to fuel proliferation, however, later, they might be involved in the antioxidative stress response. More research is required to determine the temporospatial pattern of Gln-Glu utilization during the immune activation.

ROS has so far been linked to plasmatocytes [115–117], however, the involvement of other hemocyte types in ROS production, distribution and detoxification is not yet well understood. Killing of the parasitoid wasp eggs and larvae requires H_2_O_2_ which is further metabolized into cytotoxic hydroxyl radicals [115,118]. Our data indicate H₂O₂ production through the upregulation of *Duox* and its maturation factor *mol* in activated hemocytes. However, in our dataset and in previously published transcriptomic analyses [35,63] *Duox* and *mol* gene expression levels in hemocytes remain comparatively low, even following wasp parasitization. Nevertheless, some experimental evidence supports a functional role for the Duox system in hemocyte-derived ROS production. Kinoshita et al. [119] reported upregulation of Duox in hemocytes of the *mxc*^*mbn1*^ hematopoietic tumor model, accompanied by reduced ROS levels upon Duox silencing. The context-dependent contribution of the Duox system to ROS generation in activated hemocytes warrants further experimental investigation.

The aquaporin *Drip*, a lamellocyte marker [34,40], was highly upregulated after wasp infection and in *mTor*^*WT*^ overexpressing hemocytes. 

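*Drip* (FBgn0015872, 2R from 11411203 to 11429645) had 4.73 ± 4.53 CPM (SD, n = 3) in uninfected controls, 785 ± 14.7 after infection and 894 ± 84.9 with *mTor* WT (log2 fold changes 7.58 and 7.76, adjusted p = 7.6e-08 and 4.2e-08 from limma), and 1009 ± 56.3 in infected *mTor* WT hemocytes. The direct comparison of *mTor* WT with infected controls did not pass (adjusted p = 0.75). It shares its spread with the low, uneven uninfected controls, so it cannot show equal levels.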

Aquaporins*,* in addition to facilitating the diffusion of H_2_O across cellular membranes, are also permeable to H_2_O_2_ [120,121]. Hemocytes of adult flies acquire intracellular H_2_O_2_ via the aquaporin Prip at wound sites, where it is required for hemocyte activation and *Upd3* induction [122]. Drip channels DUOX-produced H_2_O_2_ back into the cytoplasm of *Drosophila* neurons where it inhibits dendritic growth [123]. Our data put forward the idea that activated hemocytes, possibly lamellocytes, are the source of H_2_O_2_ and that Drip functions as an H_2_O_2_ channel to facilitate ROS distribution. NADPH oxidases are dormant in resting phagocytic cells and activated only by a stimulus such as infection [124]. If lamellocytes were the main source of H_2_O_2_ production during a parasitoid infection, the inducibility of lamellocytes might be a mechanism of protecting the host against damage by cytotoxic radicals. Dolezal and colleagues, however, suggested that ROS may be produced by plasmatocytes and crystal cells and lamellocytes take over a protective role by forming the outer layer of the capsule scavenging and detoxifying ROS [125].

For the first time, our data provide a connection between the requirement for the JNK and p38 pathway for lamellocyte hematopoiesis downstream of mTor. The JNK and p38 pathways play a pivotal role in the response to oxidative stress in *Drosophila* [126–128]. Intriguingly, they also control lamellocyte hematopoiesis [44,45]. Our data also show the upregulation of other immune- and stress-related signaling pathways previously linked to lamellocyte hematopoiesis such as the Toll pathway [129] as well as stress responsive biosynthetic pathways such as GSH biosynthesis. Coincidentally, the regulation of the GSH synthesis is also under the transcriptional control of Nuclear response factor 1/2 (Nrf1/2), the JNK, p38 and Toll pathways [130]. The connection between lamellocyte hematopoiesis and function, ROS production and ROS detoxification as well as mTOR signaling is an interesting topic for future studies.

Emerging evidence from mammalian innate immune cells and leukocytes underscores the pivotal role for mTOR in connecting environmental and cellular stimuli with metabolism to control proliferation, differentiation and survival. Our data implicate similar functions for mTOR in *Drosophila* hemocytes. Proper timing and location of mTOR activation play an essential role in the outcome of the activation. The temporal dynamics of mTORC1 and mTORC2 for proper immune cell function is currently not well understood in any study system. However, the *Drosophila* hematopoietic system offers a feasible and an easily tractable genetic model for further research of immune signaling networks involving mTOR.

## Materials and methods

### Fly stocks and fly husbandry

A detailed description of fly lines and their genotypes for each experiment are in S6 Table. In summary, a combined double GAL4-driver, *Hml*^*Δ*^*>EGFP* and *He > GFP*^*nls*^ (hereafter *HH>* [129]) with partially overlapping specificity was used to express UAS-constructs in hemocytes for melanotic nodule scoring and parasitoid wasp assays. *Hml*^*Δ*^*-GAL4* is expressed in all plasmatocytes [131] while *He-GAL4* is expressed in all hemocyte classes but only in 80% of all hemocytes [44]. We used GD, KK and SH RNAi lines from the Vienna *Drosophila* Resource Center (VDRC) and their corresponding genetic background strains denoted as *w*^*GD*^, *w*^*KK*^ and *w*^*SH*^ as wild type controls and *mTor*^*IR*^ from the TRiP collection with its corresponding background (S6 Table).

For flow cytometric hemocyte counting as well as imaging hemocytes and larvae, the hemocyte reporters (gifts from R. Schulz) *eater-GFP*^*nls*^ (specific for plasmatocytes [132]) and *MsnF9mo-mCherry* (specific for lamellocytes [133]) were combined with *Hml*^*Δ*^*-GAL4* and *He-GAL4* to create “*MeHH>*”. The recombined hemocyte reporter line *yw, eater-GFP, MsnF9mo-mCherry* (“*Me*” [33]) was used as control. The original *UAS-mTor*^*WT*^ contained a *hsFlp* construct on the second chromosome which was crossed out prior to the experiments.

To determine the epistatic interactions of the Jak/Stat, the JNK and the p38b pathways with *mTor*, we created compound fly stocks of *UAS-mTor*^*WT*^ with RNAi constructs for the transcription factor *Stat92E* (*UAS-mTor*^*WT*^ *UAS-Stat*^*IR*^), the Jun kinase kinase *hemipterous* (*UAS-mTor*^*WT*^ *UAS-hep*^*IR*^), the Jun kinase *basket* (*UAS-mTor*^*WT*^ *UAS-bsk*^*IR*^) as well as the *p38b* kinase (*UAS-mTor*^*WT*^ *UAS-p38b*^*IR*^). The compound stock of *UAS-mTor*^*WT*^ with a dominant negative construct for the JAK-STAT receptor *domeless* (*UAS-mTor*^*WT*^ *UAS-dome*^*DN*^) was created by Hairu Yang. Before creating new fly lines, *UAS-mTor*^*WT*^, *UAS-Tor*^*DN*^, *UAS-dome*^*DN*^, *UAS-hep*^*IR*^, *UAS-p38b*^*IR*^ were backcrossed six times into the *w*^*1118*^ genetic background line of the VDRC GD library, *w*^*GD*^.

Flies were reared on food containing 36 g mashed potato powder, 9 g agar, 45.5 ml corn syrup, 14.5 g dry yeast, 8 g nipagin and 5 g ascorbic acid per 1 l of water. 15–20 virgin females were crossed to 10 males and kept at 25 °C in a 12:12 h light:dark cycle. Experimental flies were transferred into fresh vials daily, and vials containing eggs were transferred to 29 °C. Larvae were analyzed mainly at the late third instar or as indicated. All fly crosses are listed in S6 Table.

### Melanotic nodules

Third instar larvae were placed individually in drops of water on a 12-well hydrophobic printed slide (Thermo Scientific). The presence of melanotic nodules was examined using a stereomicroscope. Examples of larvae with and without nodules in Fig 1A were imaged using a Nikon DS-Vi1 digital camera (Nikon Metrology Inc., MI, U.S.A) and Nikon SMZ/745T stereomicroscope (Nikon Instruments Inc., NY, U.S.A). 60–70 larvae of four replicate crosses were analyzed.

### Parasitoid wasp encapsulation assay

15 female and 10 male *Leptopilina boulardi G486* parasitoid wasps were placed into a vial with second instar fly larvae. After 2 hours, the wasps were removed, and the vials were placed back to 29 °C for 48 hours. To score the encapsulation response, fly larvae were placed individually in drops of water on a 12-well hydrophobic printed slide (Thermo Scientific) and dissected with forceps using a stereomicroscope. Encapsulation was judged unsuccessful when a living, unmelanized wasp larva alone or with remnants of a melanized capsule was found. In a successful reaction, a wasp egg or larva was encapsulated and melanized. In general, most of the examined larvae harbored only one wasp larva, but occasional multiparasitization occurred. When both melanized and unmelanized wasp larvae were found inside the *Drosophila* larva, the response was categorized unsuccessful. The wasp assays were replicated three times for each genotype, and 50–100 infected larvae were assayed for each replicate depending on experiment.

### Reverse transcription quantitative PCR (RT-qPCR) on hemocytes

Third instar larvae were gently washed several times in filtered water and individually dissected with forceps in a drop of ice-cold 1 x phosphate-buffered saline (PBS) on a 12-well slide. Hemocytes from 60 larvae were pooled per sample. Each sample was spun down for 7 minutes at 2500 x g at 4 °C. Excess PBS was removed (leaving some behind because the hemocyte pellet was often invisible), hemocytes were frozen on dry ice and stored at – 80 °C. Hemocyte RNA was extracted using a Norgen single Cell RNA purification kit (Norgen Biotek Corp, Ontario, Canada) including DNase treatment (RNase free Dnase I kit, Norgen). The RNA quality and concentration was analyzed with a NanoDrop ND-1000 spectrophotometer (Thermo Scientific). The SYBR Green real-time one-step qPCR kit (Thermo Fisher Scientific) reaction setup was as follows: 5 µl iTaq universal SYBR Green reaction mix (2x), 0.125 µl iScript reverse transcriptase, 0.3 µl of 10 µM forward and reverse primers, 2.275 µl Nuclease-free water and 2 µl of 10 ng/µl RNA. Reactions were run with a BioRad CFX96 system with the following protocol: reverse transcription reaction at 50 °C for 10 minutes, polymerase activation and denaturation at 95 °C for 1 minutes followed by 36 amplification cycles at 95 °C with denaturation for 10 seconds and annealing/extension at 60 °C for 15 seconds. At the end, a melt curve analysis was performed in 0.5 °C increments between 65–95 °C, 2 seconds for each step. NRT (no reverse transcriptase) and NT (no template) controls were included in each run for quality control. Each experiment consisted of three biological replicates with two to three technical replicates. The expression ratios of target-to-reference gene (*mitochondrial ribosomal protein S24*, *mRpS24*) in controls and treatment groups were calculated using the dCT-method (-2^^dCT^). Primer sequences were as follows: *mRpS24*: 5’-TCAGGATTCCACACCAGCTC-3’ and 5’-GCCAATAAAATGCGGCGGAT-3’; *mTor*: 5’- CCCATAAAACTCTGGTGATGC-3’ and 5’-AACTGCTCGTAGGCTTCCTG-3’.

### Flow cytometry

Late third instar larvae were gently washed several times in filtered water with a brush and individually placed in 20 µl of cold 8% bovine serum albumin (BSA) in 1 x PBS on a 12-well slide. Larvae were dissected open at full length on the dorsal side to release the hemolymph. Carcasses were removed and the drop containing hemolymph was pipetted into 1.5 ml Eppendorf vials with 80 µl of 8% BSA in PBS. The hemolymph samples were analyzed within one hour after dissections with a BD Accuri C6 flow cytometer (Becton Dickinson). The full protocol for hemocyte flow cytometry is described elsewhere [33]. In short, hemocytes were gated on a side scatter-forward scatter plot (SSC-A/FSC-A) to separate them from debris. The location of the hemocyte population was verified by back-gating *eater-GFP-positive* hemocytes to the SSC-A/FSC-A plot. Non-fluorescent, *eater-GFP-positive* and *Msn-mCherry-positive* hemocytes were used as single-color controls to locate the position of the *GFP-only*, the *mCherry-only* and the double-positive populations on a FL1-A (GFP)-FL3-A (*mCherry*) plot. A 488 nm 50 mW solid-state laser was used to excite the fluorochromes. A 510 ± 15 nm (FL1) and a 610 ± 20 nm (FL3) optical filters were used for fluorophore detection. To correct fluorescence spill over, 8% of the GFP signal was deducted from FL3. We classified hemocytes into two lineages and five populations based on the fluorescence signal as described [33]. The plasmatocyte lineage includes hemocytes expressing high levels of *eater-GFP*: plasmatocytes (*GFP*^*high*^) and activated plasmatocytes (*GFP*^*high*^*, mCherrry*^*low*^). The lamellocyte lineage is characterized by low or no *eater-GFP* and increasing *Msn-mCherry* expression: lamelloblasts (*GFP*^*low*^*, mCherrry*^*neg*^), prelamellocytes (*GFP*^*low*^*, mCherrry*^*low*^) and mature lamellocytes (*GFP*^*neg*^*, mCherrry*^*high*^). Hemocyte samples were collected from approximately 10 larvae in three replicate crosses for each genotype. 30 µl of each sample was analyzed and the results were multiplied by 3.3333 for a total hemocyte load.

### Fluorescence imaging of *Drosophila* larvae

Late third instar larvae were gently washed several times in filtered water with a brush, dried and placed in a drop of 65% glycerol on a 76 x 26 mm microscope glass slide (Thermo Scientific) and covered with a 20 x 20 mm #1 coverslip (Gerhard Menzel GMBH, Braunschweig, Germany). The slides were kept at 4 °C overnight to completely immobilize the larvae for imaging. Larvae were imaged with a 5x air objective of a Zeiss Axio Imager 2 microscope equipped with an ApoTome.2. Seven *MeHH > Tor*^*WT*^ and three *MeHH > w*^*GD*^ larvae were imaged.

### Hemocyte samples and RNA extraction for RNA sequencing

Third instar larvae were washed several times in filtered water and individually dissected with forceps in drops of ice-cold 1 x PBS on a 12-well slide. Hemocyte samples were collected from developmentally matched uninfected control (*HH x w*^*GD*^) and hemocyte-directed *mTor*^*WT*^-overexpression (*HH > mTor*^*WT*^) larvae as well as infected control (*HH > w*^*GD*^ *inf*) and hemocyte-directed *mTor*^*WT*^-overxpression (*HH > mTor*^*WT*^ *inf*) larvae 48 h after *L. boulardi* infection. Hemolymph samples were collected on ice in cohorts of approximately 30 larvae. Samples were immediately spun down for 7 minutes at 2500 x g at 4 °C, excess PBS was removed and hemocytes were frozen on dry ice. Hemocytes of 100 larvae were pooled for each of the three replicate RNA samples at the RNA extraction step. RNA was extracted using a Norgen single Cell RNA purification kit (Norgen Biotek Corp, Ontario, Canada) including DNase treatment (RNase free Dnase I kit, Norgen). The RNA quality and concentration was analyzed with a NanoDrop ND-1000 spectrophotometer (Thermo Scientific) and with a Fragment analyzer. Samples were stored at -80 °C.

### RNA sequencing and data analysis

Bulk RNA sequencing was carried out at the Finnish Functional Genomics Centre (Turku, Finland). Samples were prepared with an Illumina TrueSeq Stranded mRNA sample Preparation kit and sequenced using single-end sequencing and 50 bp read length with a HiSeq 3000 instrument. Base calling was done with the Bcl2fastq2 version 1.8.4 software (Illumina). Reads were aligned to the *Drosophila* reference genome (dm6) using Star version 2.5.0 and the number of reads associated with each gene was counted using the *subreads* package version 1.5.0. Gene-wise read counts were normalized using the TMM method in the R/Bioconductor package. The normalized read counts were transformed into counts per million (CPM) for statistical analyses to consider the sequencing depth. The whole dataset is available at GEO’s Omnibus genome database with a reference number GSE237065. Data was log10 transformed and pairwise comparisons were analyzed with 2-tailed t-tests. The Holm-Hochberg method was used to calculate the false discovery rate (FDR). Genes with no/very low expression, defined by less than a total of 10 reads across the replicates within a treatment, were removed. Differential expression with an FDR < 0.15 was considered significant. In addition, when filtering treatment-specific genes (in wasp-infected *only* or in *mTor*^*WT*^-overexpressing *only*), the FDR value was set to > 0.5 in the treatment group where the gene was considered not differentially expressed. Gene Ontology (GO) analysis was performed using FlyMine (version 53, February 2022 [134]).

### Ribosomal protein S6 kinase (S6k) immunoblotting

Hemocytes from 300 third instar larvae per genotype were collected by dissecting the larvae in ice-cold Ringer’s solution (130 mM NaCl, 5.0 mM KCl, 1.0 mM CaCl_2_) containing a phosphatase and protease inhibitor cocktail (Roche PhosSTOP tablet and Roche cOmplete tablet, EDTA free) in DMSO in a final concentration of 1:1000. Hemocytes were pelleted by centrifugation at 2500 x g for 7 minutes at 4 °C and stored at -80 °C. 80 µl lysis buffer (50 mM Tris-HCl pH 8.0, 150 nM NaCl, 1% Non-idet P-40, 0.5% Sodium deoxycholate, 0.1% SDS) with the addition of 1 mM PMSF and 1:1000 phosphatase and protease inhibitor solution in DMSO was added to the frozen samples, followed by incubation on ice for 60 minutes and centrifugation at 12000 x g for 10 minutes at 4 °C. The supernatant was transferred into fresh vials and the protein concentration was measured using a BCA assay kit (Merck Millipore) with a standard curve and absorbance at 562 nm according to manufacturer’s instructions. 35 µg of protein was loaded onto a Bio-Rad Criterion TGX 7.5% precast gel and run at 70 V for 2 hours inProSieve EX Running buffer. Proteins were transferred onto a Midi 0.2 µm nitrocellulose membrane using the Bio-Rad Trans-blot Turbo Transfer system and the Mixed MW program designed for a transfer of proteins ranging from 5 - 150 kDa. Blots were blocked with 1% fish gelatin for 45 minutes at room temperature while shaking. An antibody against *Drosophila* S6k protein sequence CKEHIQEGIV (MW 1155.34, purity 98.46) was manufactured at ProteoGenix. The peptide was conjugated to a keyhole limpet hemocyanin (KLH) carrier and affinity purified against the antigen. An anti-ATP5A antibody (Abcam #ab14748) was used as a loading control (1:50000). S6k protein specificity was tested using wild type, S6k knockdown and S6k overexpressing larval hemocytes (S12A Fig). Deviations from the protocol described below are stated in the S12 Fig caption. To detect phosphorylation at mTORC1 phosphorylation site Threonine 398 in the S6k protein, a *Phospho-Drosophila* p70 S6k (T_398_; Cell Signaling Technology #9209) antibody was used. The anti-S6k antibodies were diluted 1:1000 in 5% BSA in 1 x TBS-Tween, as recommended in the Cell Signaling protocol. Overnight incubation at + 4 °C with rotation was followed by five times 5 minute washes with 1 x PBS-Tween at room temperature while shaking. Secondary antibodies (Vectorlab Goat Anti-Rabbit IgG Antibody (H + L), Peroxidase P-1000 and Goat Anti-Mouse IgG Antibody (H + L), Peroxidase P-2000) were diluted 1:10000 in 2.5% fat-free milk in 1 x PBS-Tween. 1:15000 dilution of StrepTactin and horseradish peroxidase (HRP) conjugate was used for the detection of Bio-Rad Precision Plus Protein WesternC unstained standards. After 2 hours of incubation at room temperature while shaking, blots were washed 4 x for 5 minutes with 1 x PBS-Tween followed by a final wash with 1 x PBS for 5 minutes. Proteins were detected with SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher) and imaged with a Bio-Rad ChemiDoc imager.

### Phospho-Ribosomal protein S6 (pRpS6) immunostaining

Third instar larvae were washed and dissected on 12-well glass slides in 20 µl of cold 1% BSA in PBS with a phosphatase and protease inhibitor cocktail (final concentration 1:1000), 2–3 larvae per well. Hemocytes were let to attach on the slides for 40 minutes at room temperature. After fixing in 20 µl of 10% formalin, hemocytes were rinsed three times with ice-cold 1 x PBS followed by 5 minutes permeabilization with 0.1% Triton X-100. After careful washing and rinsing with PBS, samples were pre-blocked with 5% BSA in PBS for 20 minutes and stained with 1:200 dilution (in 5% BSA in PBS) of an antibody against *Drosophila* phospho-RpS6 (Ser233/235/239) [135]. After 1 hour, the hemocytes were again washed three times with 1 x PBS and stained with goat anti-rabbit secondary antibody (Alexa Fluor 647; 1:500 in 5% BSA in PBS) for 1 hour. Hemocytes were washed three times with 1 x PBS and mounted with ProLong Diamond Antifade mountant with DAPI (Invitrogen) and imaged using a Zeiss LSM 780 laser scanning confocal microscope mounted on a Cell Observer microscope with a Plan Apochromat 63 x/1.4 oil immersion objective. Z-stacks were taken in 0.83 µm increments. The laser lines used were the pulsed diode laser 405 nm for DAPI, multiline Argon laser 488 nm for GFP, diode laser 561 nm for mCherry and InTune-tunable pulsed laser 628 nm for Alexa Fluor 647. Images were processed using ImageJ2 version 2.9.0/1.53t. First, Z-projections of the Alexa Fluor 647 channel were made by summing up the pixel values along the slices, and images were rendered into 8-bit images. Regions of interest (ROIs) were determined as cell areas based on *GFP* and *mCherry* expression and mean gray values in the Z-projected Alexa Fluor 647 channel were obtained for each ROI in the image. Hemocytes were classified as discussed above. In addition, cell shape and size were used in the classification. Plasmatocytes and lamelloblasts were separated from each other by the level of the gray value of the GFP intensity (plasmatocyte: gray value of GFP intensity > 30; lamelloblast: gray value of GFP intensity < 30) based on the GFP intensities in the control samples, where the majority of hemocytes were plasmatocytes.

### Life span

Experimental crosses were kept at 25 °C and on day one after egg lay flies were transferred into new vials or discarded and vials containing eggs were placed at 29 °C for subsequent development. Eclosing flies were collected on three consecutive days, separated by sex and placed into fresh vials (six to eight vials per cross per sex, 13–22 flies per vial). Flies were transferred onto fresh food on every third day, and at the same time dead individuals were counted.

### Data analysis

The data were plotted and analyzed using the R versions 3.6.0 (2019-04-26) 4.3.1 (2023-06-16). ggplot2 was used for plotting the data [136]. The melanotic nodule prevalence and encapsulation response was analyzed with logistic regression with binomial distribution in the lm4 package [137]. The multcomp package was used for pairwise comparisons [138]. The hemocyte count data was overdispersed and were analyzed by applying a negative binomial generalized linear model or a zero-inflated model if zero values were overrepresented using the MASS package [139]. The least square means (estimated marginal means) were analyzed for multiple comparisons, and the Tukey method was used for adjusting the p-value using the emmeans package [140]. The RT-qPCR and pS6k/S6k ratio data were first checked for normal distribution and equal variances and were then analyzed using a linear model (ANOVA) with the car package [141] and with Tukey’s method for pairwise comparisons in the multcomp package. When needed, log transformation was applied to data prior to analysis. The pRpS immunostaining data was analyzed using the non-parametric Kruskal-Wallis test due to heteroscedasticity, followed by Wilcoxon rank sum test for pairwise comparisons. The Benjamini-Hochberg method was used to correct for multiple comparisons. Principal component analysis (PCA) was conducted and plotted with Bioconductor’s PCAtools package [142]. For the statistical analysis of the fly life span, Log-Rank (Mantel-Cox) test was applied using the GraphPad Prism 9 software.

## Supporting information

S1 Table RNA sequencing data, and DE genes shared between *mTor*^*WT*^ overexpressing hemocytes and hemocytes from wasp infected larvae as well as DE genes specific to each of the treatments (Fig 4).

S2 Table Gene Ontology (GO) terms (Fig S8C).

S3 Table GO terms + genes of mTORC1-controlled processes (Fig 5).

S4 Table Metabolism-related genes (Fig 7).

S5 Table Selected Signaling pathways previously shown to be involved in mammalian hematopoiesis (Fig 8).

S6 Table Acquired and created fly stocks and fly crosses.

S7 Table Data files (Fig 1–3; Fig 5; Fig 8; S2-S6 Fig; S12 Fig; S13 Fig; S15 Fig).

S1 Fig Representative scatterplots of hemocyte populations uninfected and infected late L3 larvae shown in the indicated Figs. A) *MeHH > w^GD^*, *MeHH > mTor^WT^* and *MeHH > mTor^DN^* (Fig 1). B) *Me > Tsc1^KK110811^; gig^GD6313^,* *MeHH > Tsc1^KK110811^; gig^GD6313^* (Fig 2). C) *Me x raptor^KK106491^,rictor^SH33079^*, *MeHH x raptor^KK106491^,rictor^SH33079^* (Fig 3).
(TIF)

S2 Fig Hemocyte phenotypes of *mTor*^*WT*^ larvae with (+) or without (-) melanotic nodules. A) *In vivo* hemocyte phenotype of control (*MeHH > w*^*GD*^), *eaterGFP* representing the plasmatocyte lineage and *MsnCherry* the lamellocyte lineage; A’) *in vivo* hemocyte phenotype of *mTor*^*WT*^ hemocyte-directed overexpression larvae without nodules (*MeHH > mTor*^*WT*^*-*); A”-A”’) *in vivo* hemocyte phenotypes of *mTor*^*WT*^ hemocyte-directed overexpression larvae with nodules (*MeHH > mTor*^*WT*^*+*). Red asterisk – lymph glands, red arrowheads – segmental peripheral plasmatocytes, white arrowheads – segmental muscles, blue arrowheads – pharyngeal muscles, red V – alary muscle fibres, white arrow – lamellocyte, magenta V – pericardial cells, red arrow – nodule, scale bars 500 μm. B) Total hemocyte counts of control (*MeHH > w*^*GD*^; n = 31) and *mTor*^*WT*^ overexpression in hemocytes (without nodules *MeHH > mTor*^*WT*^*-*; n = 44, with nodules *MeHH > mTor*^*WT*^ *+* ; n = 20); B’) Cell counts of plasmatocyte lineage; B”) Cell counts of lamellocyte lineage. To facilitate plotting, we removed the highest outlier for *MeHH > mTor*^*WT*^*+* (5950 lamelloblasts). The data presented in B-B” is identical with Fig 1D-D” but separately plotted for larvae with and without nodules. Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – not significant. The hemocyte count data are available in the S7 Table.
(TIF)

S3 Fig *mTor* RNAi phenocopies the *mTor*^*DN*^ construct. A) Total hemocyte counts of uninfected control (*MeHH > attP*^*2*^*684A*, n = 30) and *mTor* RNAi (*MeHH > mTor*^*IR*^, n = 30); A’) Cell counts of plasmatocyte lineage; A”) Cell counts of lamellocyte lineage. B) Total hemocyte counts of infected control (*MeHH > attP*^*2*^*684A*, n = 30) and *mTor* RNAi (*MeHH > mTor*^*IR*^, n = 30); B’) Cell counts of plasmatocyte lineage; B”) Cell counts of lamellocyte lineage. Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – *not significant*. The hemocyte count data are available in the S7 Table.
(TIF)

S4 Fig Loss of *Tsc1* in hemocytes does not phenocopy lamellocyte hematopoiesis nor the encapsulation response. A) Total hemocyte counts (n = 30) of uninfected control (*MeHH > w*^*KK*^, n = 30) and *Tsc1* RNAi larvae (*MeHH > Tsc1*^*KK*^, n = 59); A’) Cell counts of plasmatocyte and A”) lamellocyte lineage. B) Total counts of infected control (*MeHH > w*^*KK*^, n = 30) and *Tsc1* RNAi larvae (*MeHH > Tsc1*^*KK*^, n = 55); B’) Cell counts of plasmatocyte and B”) lamellocyte lineage. C) *Tsc1* RNAi (*HH > Tsc1*^*GD*^, n = 316; *HH > Tsc1*^*KK*^, n = 301) and controls (*w x Tsc1*^*GD*^, n = 316; *w x Tsc1*^*KK*^, n = 301). Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – *not significant*. The hemocyte count and wasp encapsulation data are available in the S7 Table.
(TIF)

S5 Fig Loss of *gigas (gig)* does not phenocopy lamellocyte hematopoiesis but enhances cellular immunity against *L. boulardi* infection. A) Total hemocyte counts of uninfected control (*MeHH > w*^*GD*^, *MeHH > w*^*KK*^, n = 30) and *gig* RNAi larvae (*MeHH > gig*^*GD*^, n = 52; *MeHH > gig*^*KK*^, n = 43); A’) Cell counts of plasmatocyte lineage; A”) Cell counts of lamellocyte lineage. B) Total counts of wasp infected control (*MeHH > w*^*GD*^, *MeHH > w*^*KK*^,n = 30) and *gig* RNAi larvae (*MeHH > gig*^*GD*^, n = 61; *MeHH > gig*^*KK*^, n = 17); B’) Cell counts of plasmatocyte lineage; B”) Cell counts of lamellocyte lineage. C) Parasitoid wasp assay of control (*w x gig*^*GD*^, n = 154) and *gig RNAi* larvae (*HH > gig*^*GD*^, n = 152*; HH > gig*^*KK*^ was lethal). Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – *not significant*. The hemocyte count and wasp encapsulation data are available in the S7 Table.
(TIF)

S6 Fig **Neither *raptor* nor *rictor* RNAi alone block lamellocyte hematopoiesis nor the immune response to parasitoid wasp infection.** A) Total hemocyte counts (n = 25–31) of uninfected controls (*MeHH > w*^*GD*^, *MeHH > w*^*KK*^, *MeHH > w*^*SH*^), *raptor* (*MeHH>raptor*^*GD*^, *MeHH>raptor*^*KK*^) and *rictor* (*MeHH>rictor*^*SH*^) RNAi; A’) Cell counts of plasmatocyte; A”) Cell counts of lamellocyte lineage. B) Total hemocyte counts (n = 22–30) of infected controls (*MeHH > w*^*GD*^, *MeHH > w*^*KK*^, *MeHH > w*^*SH*^), *raptor* (*MeHH>raptor*^*GD*^, *MeHH>raptor*^*KK*^) and *rictor* (*MeHH>rictor*^*SH*^) RNAi; B’) Cell counts of plasmatocyte; B”) Cell counts of lamellocyte lineage. C) Encapsulation assay of *raptor* (*HH>raptor*^*GD*^, n = 306; *HH>raptor*^*KK*^, n = 301) and *rictor* RNAi (*HH>rictor*^*SH*^, n = 158) and their respective controls (*w x raptor*^*GD*^, n = 319; w x *raptor*^*KK*^, n = 302; w x rictor^SH^, n = 141) in hemocytes. Significance levels: *** *p < 0.0001*, ** *p < 0.001*, * *p < 0.05*, *ns* – *not significant*. The hemocyte count and wasp encapsulation data are available in the S7 Table.
(TIF)

S7 Fig Summary of the genetic experiments. A) Hemocyte lineages (plasmatocyte lineage: plasmatocytes, activated plasmatocytes; lamellocyte lineage: lamelloblasts, prelamellocytes, lamellocytes), mTORC1 (*raptor*), mTORC2 (*rictor*) and TSC (*Tsc1*, *gig*); A’) hemocyte-directed expression of *mTor*^*DN*^,*mTor*^*IR*^, *raptor*^*IR*^ and *raptor*^*IR*^*,rictor*^*IR*^ leads to blocking of mTOR signaling (blue) and, in general, to increase in lamelloblasts (marked with “+”) with minor effects on other hemocytes types, while hemocyte-directed expression of *mTor*^*WT*^ and *Tsc1IR,gig*^*IR*^ leads to the activation of mTOR signaling (red), and to activation of hemocytes including lamellocyte differentiation; A”) wasp-infection in wild type larvae (w^GD^) reduces plasmatocytes and induces the formation of lamelloblasts, activated plasmatocytes, prelamellocytes and lamellocytes; A”’) expression of *mTor*^*DN*^, *mTor*^*IR*^, *raptor*^*IR*^ and *raptor*^*IR*^*,rictor*^*IR*^ in hemocytes of wasp-infected larvae reduces the plasmatocyte lineage hemocytes, and in case of *mTor*^*DN*^ and *mTor*^*IR*^ also increases lamelloblast and prelamellocyte numbers. Expression of *mTor*^*WT*^ and *Tsc1IR,gig*^*IR*^ have only minor effects in addition to wasp infection. The hemocyte schematics are adapted from Anderl *et al.* [33].
(TIF)

S8 Fig Expression of consensus hemocyte markers and GO term analysis. A) Consensus markers for lamellocytes, crystal cells and plasmatocytes. Unlike the other crystal cell markers, *Heat shock protein 83* (*Hsp83*), *Glutathione S transferase E3* (*GstE)*, *lazaro (laza*) and *CG34136* were upregulated in *mTor*^*WT*^ hemocytes. *Notch* (*N*) was downregulated by wasp infection and *mTor*^*WT*^ expression. As crystal cell markers, *Prophenoloxidase 1* (*PPO1*) and *Prophenoloxidase 2* (*PPO2*) were downregulated, while the lamellocyte-specific *Prophenoloxidase 3* (*PPO3*) was upregulated by both treatments. B) Markers for selected plasmatocyte subclusters. The “stress/GST” markers were identified both in the clusters PM5 [35] and GST [36], the “mitotic” markers were enriched in PL-prolif [34] and X [39], and the “AMP” genes in at least two of the clusters PL-AMP [34] PM7 [35], AMP [38] and PH6 [39], respectively. C) Representative GO terms enriched in the three groups of genes that are highlighted as green, blue, or red in B. Gene expression data and hemocyte markers are available in the S1 Table and the GO terms in the S2 Table.

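*PPO1* and *PPO2* encode the prophenoloxidases that crystal cells store for melanization, and *PPO3* is made by lamellocytes. *PPO1* (FBgn0283437, 2R from 17887220 to 17889973) had 15049.7 ± 4908 CPM (SD, n = 3) in uninfected controls, 4352 ± 2078 after infection and 1716 ± 961 with *mTor* WT (log2 fold changes -1.84 and -3.26, adjusted p = 0.00908 and 6.4e-05 from limma). *PPO2* had 20739 ± 6641, 6290.3 ± 2843 and 3472 ± 1945 CPM in the same groups (log2 fold changes -1.76 and -2.70, adjusted p = 0.0102 and 2.1e-04). *PPO3* (FBgn0261363, 2R from 23064769 to 23067183) had 16.9 ± 4.63, 1004 ± 254 and 2342 ± 1031 CPM (log2 fold changes 5.85 and 7.02, adjusted p = 5.7e-08 and 1.0e-08) and was higher with *mTor* WT than after infection (adjusted p = 0.00919). In infected *mTor* WT hemocytes *PPO1* was at 436 ± 17.4 and *PPO3* at 2561 ± 719 CPM. The receptor *N*, needed for crystal cell fate, had 178 ± 33.5, 105 ± 8.51 and 58.9 ± 14.1 CPM (log2 fold changes -0.75 and -1.60, adjusted p = 0.0126 and 2.5e-05), and was lower with *mTor* WT than after infection (adjusted p = 0.00386).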

(TIF)

S9 Fig mTor upstream activators. A) Schematic of mTOR complexes and mTOR activating pathways such as amino acid-activated and growth factor-activated mTORC1 signaling as well as Insulin-like signaling (ILS)-activated mTORC2 signaling. B) Expression patterns of mTORC1 (*mTor*, *raptor*, *Telo2 interacting protein 1* (*Tti1*), *Lst8*, *Proline-rich Akt substrate 40 kDa* (*PRAS40*)) and C2 components (*mTor*, *rictor*, *Tti1*, *Lst8*, *SAPK-interacting protein 1* (*Sin1*)). Experimental data in *Drosophila* suggests that Lst8 is not part of mTORC1, but only of mTORC2 [143]. PRAS40 is thought to affect mTOR activity only in ovaries [144] but is expressed in hemocytes (S1 Table); B’) Expression patterns of genes involved in amino acid sensing. The *D. melanogaster* amino acid sensors comprise *Sestrin* (*Sesn*), which senses methionine, leucine and other branched chain amino acids [145,146], and the S-adenosylmethionine sensor *Unmet expectations* (*unmet*; [147]). By binding to their cognate amino acids, the sensors release their inhibition on the GATOR2 complex (grey inhibitory symbol). GATOR2 (*Missing oocyte* (*mio*), *WD repeat domain 24* (*Wdr24*), *WD repeat domain 59* (*Wdr59*), *Nucleoporin at 44A* (*Nup44A*), *Secretory 13* (*Sec13*)) sequesters and thereby blocks the inhibitory function of GATOR1 (Nitrogen permease regulator-like 2 *Nprl2*, Nitrogen permease regulator-like 3 *Nprl3*, Increased minichromosome loss 1 *Iml1*) on the Ragulator Complex (grey inhibitor symbol, RagA-B, RagC-D and Ragulator (*Late endosomal/lysosomal adaptor, MAPK and MTOR activator 1* (*Lamtor1*), *Late endosomal/lysosomal adaptor, MAPK and MTOR activator 3* (*Lamtor3*)). 

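*argos* (*aos*), which sequesters EGFR ligands and is itself a target of that receptor, had 0.288 ± 0.200 CPM (SD, n = 3) in uninfected controls, 15.5 ± 4.64 after infection and 62.1 ± 25.9 with *mTor* WT (log2 fold changes 4.33 and 6.26, adjusted p = 3.4e-07 and 1.2e-08). *spitz* (*spi*), a main EGFR ligand, rose after infection and fell with *mTor* WT (95.6 ± 6.82, 117 ± 11.3 and 66.0 ± 2.55 CPM, adjusted p = 0.0821 and 0.00148, the first 0.269 without infected control replicate 1). *Keren* (*Krn*) stayed under the filter at 2.28 ± 0.285, 2.44 ± 0.493 and 2.65 ± 1.13 CPM. Among rhomboid proteases, which release such ligands, *rho-6* rose from 0.0672 ± 0.0292 to 11.5 ± 0.876 and 12.1 ± 3.77 CPM, *rho-4* from 43.7 ± 2.19 to 56.6 ± 2.30 and 89.2 ± 5.18, and *rho-5* from 2.58 ± 0.557 to 8.02 ± 1.56 and 4.75 ± 0.919 (adjusted p = 0.00148 and 0.0243). *rho* and *rho-7* rose with *mTor* WT alone, to 5.49 ± 1.32 from 1.71 ± 0.490 CPM and to 66.4 ± 15.1 from 36.1 ± 0.499 (adjusted p = 0.00111 and 7.1e-04 against infected controls).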

The *D. melanogaster* homolog of *Folliculin*, *Birt-Hogg-Dube* (*BHD*) is involved in leucine sensing [148]; B”) Expression patterns of a growth factor antagonist (*argos* (*aos*)), of growth factors (gurken (*grk*), *Keren* (*Krn*), *spitz* (spi), *Pvf2*) and growth factor processing enzymes (*Rhomboid intramembrane proteases* (*rho*, *rho 4–7*)). 

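*Pvr* (FBgn0032006, 2L from 8220980 to 8239878), the receptor for PDGF- and VEGF-related ligands, had 716 ± 25.2 CPM (SD, n = 3) in uninfected controls, 515 ± 15.8 after infection and 168 ± 31.4 with *mTor* WT (log2 fold changes -0.48 and -2.11, adjusted p = 0.0548 and 9.8e-07 in the limma test), and 361 ± 79.0 in infected *mTor* WT hemocytes. It was lower with *mTor* WT than after infection (adjusted p = 3.4e-05). Over the other settings and left-out libraries the adjusted p after infection ranged from 0.00194 to 0.135. *Egfr* was under the filter at 2.83 ± 1.12, 1.92 ± 0.314 and 1.99 ± 0.579 CPM.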

The associated RTKs *EGFR* and *Pvr* were not differentially expressed; B”’) Expression patterns of Insulin-like signaling (ILS) pathway components. ILS antagonist *Edysone-inducible gene L2* (*ImpL2;* *[149]*), *Insulin-like peptide 8* (*Ilp8*), *Phosphatidylinositol 3-kinase 92E* (Pi3K92E), negative regulator *Phosphatase and tensin homolog* (*Pten*) and *Akt kinase*. 

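*Ilp8*, a relaxin-like hormone that signals tissue damage, had 0.0504 ± 0.00151 CPM (SD, n = 3) in uninfected controls, 0.566 ± 0.311 after infection and 19.8 ± 16.7 with *mTor* WT (log2 fold changes 0.91 and 4.61, adjusted p = 0.475 and 4.2e-04), where the first was 0.13 with the control replicates paired, 0.137 with a pseudocount of 0.1, 0.0916 in a gene-by-gene test without moderation of the variance, 0.0765 under edgeR and 0.0142 under DESeq2. *ImpL2*, a secreted protein that binds insulin-like peptides, had 7.81 ± 0.403, 12.7 ± 4.78 and 363 ± 107 CPM (log2 fold changes 0.61 and 5.41, adjusted p = 0.147 and 3.9e-08). Its change after infection did not pass without infected control replicate 1 (adjusted p = 0.457) and depended on the setting (0.0833 to 0.457). *Pi3K92E*, the kinase acting below the receptor, rose from 133 ± 9.47 to 210.1 ± 10.4 and 276 ± 76.5 CPM, and *Akt* from 145 ± 3.01 to 212 ± 11.6 and 199.7 ± 36.8 (adjusted p = 0.00674 and 0.00864). The receptor gene *InR* rose with *mTor* WT from 36.1 ± 3.27 to 53.6 ± 20.9 CPM (log2 fold change 0.48, adjusted p = 0.105, but 0.402 without *mTor* WT replicate 2) and had 33.6 ± 5.10 after infection (adjusted p = 0.801).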

The Insulin-like receptor (*InR*) was not differentially expressed and *Ilp8* was the only differentially expressed *Ilp*. Consensus markers – marker genes for main hemocytes classes based on Hultmark & Ando, 2022 [29]. The gene expression data are available in S1 Table.
(TIF)

S10 Fig Mechanisms to block mTORC1. A) Schematic of AMPK-mediated suppression of mTORC1 and gene expression patterns of involved genes; A’) Schematic REDD1-mediated repression of mTORC1 and gene expression patterns of *scyl* and *charybde* (*chrb*); A”) Schematic of p53-mediated suppression of mTORC1 and gene expression patterns of *septin interacting protein 3* (*sip3*), *Companion of reaper* (*Corp*) and *p53*. The gene expression data are available in S1 Table.
(TIF)

S11 Fig Cellular processes activated and blocked by mTORC1. A) Schematic mTORC1-mediated phosphorylation of transcription factors activating protein, nucleotide and lipid synthesis, glucose and energy metabolism as well as gene expression patterns of transcription factors and effector genes in these processes; A’) Schematic of mTORC1-mediated repression of apoptosis, autophagy and lysosome biogenesis as well as gene expression patterns of key genes of these processes. Consensus markers – marker genes for main hemocytes classes based on Hultmark & Ando, 2022 [29]. The gene expression data are available in S1 Table.
(TIF)

S12 Fig Western blot analysis of S6k and pS6k in hemocytes. A) To test the newly generated total S6k antibody, we used *S6k* knockdown hemocytes (*HH > S6k*^*GD*^) as a negative control and overexpression of S*6k*^*CA*^ (*HH > S6k*^*CA*^) as a positive control. Hemocytes from 200 larvae were pooled per genotype and 30 µg of protein was loaded into each well. In *S6k*^*CA*^, Threonine at T_398_ is replaced by glutamic acid rendering the site at least partially independent of upstream mTOR activation. ATP5 was used as a loading control. As evident from the blot, the S6k protein levels were very low in control hemocytes. The amount of S6k decreased to virtually undetectable levels in the *S6k* knock-down and increased in *S6k* overexpressing hemocytes, verifying that the antibody is detecting S6k *in vivo*. B) pS6k and S6k in hemocytes with *mTor*^*WT*^ overexpression and in hemocytes from wasp-infected larvae. Even though we increased the pools of larvae to 300, and loaded 35 µg of protein into each well, the levels of pS6k were in general very low in all samples, again especially in the uninfected control hemocytes. A bulk larval hemocyte collection method would be required to have enough protein for proper detection of S6k protein and phospho-protein in untreated hemocyte samples; B’) Ratio of pS6k to total S6k in hemocytes. the ratio of the pS6k band intensity of three blots to one blot of the total S6k of the same samples. *ns* – *not significant*. The data are available in the S7 Table.
(TIF)

S13 Fig pRps6 staining of hemocytes. A) To verify the functionality of the pRps6 antibody in hemocytes, we knocked down *S6k* (*HH > S6k*^*GD*^) and checked the effect on the pRpS6 (Alexa Fluor 647) signal intensity. As expected, the pRpS6 staining intensity was reduced in *S6k* knock-down hemocytes. B) Example images of the pRpS6 staining in control (*MeHH > w*^*GD*^), wasp-infected (*MeHH > w*^*GD*^ inf) and *mTor*^*WT*^ overexpressing (*MeHH > mTor*^*WT*^) hemocytes. DAPI – nuclei, GFP – eaterGFP-positive hemocytes, mCherry – *MsnCherry*-positive hemocytes, Alexa Fluor 647 – pRpS6 staining. Arrowheads point to lamellocytes. The images here are the same as the maximum intensity projections in Fig 6A-C, but here all channels are shown separately. C) Quantification of the pRpS6 stain intensity in hemocytes from late third instar larvae. Significance levels: *** *p < 0.0001*, ** *p < 0.001,* * *p < 0.05.* The data are available in the S7 Table.
(TIF)

S14 Fig Representative scatterplots of hemocyte populations uninfected and infected late L3 larvae shown in Fig 8. A) *Me* x *mTor*^*WT*^*dome*^*DN*^ and *MeHH* > *mTor*^*WT*^*dome*^*DN*^. B) *Me* x *mTor*^*WT*^ *Stat*^*IR*^ and *MeHH > mTor*^*WT*^ *Stat*^*IR*^. C) *Me x mTor*^*WT*^ *hep*^*IR*^ and *MeHH > mTor*^*WT*^ *hep*^*IR*^*; Me x mTor*^*WT*^ *bsk*^*IR*^ and *MeHH > mTor*^*WT*^ *bsk*^*IR*^. D) Me x *mTor*^*WT*^ *p38b*^*IR*^ and *MeHH > mTor*^*WT*^ *p38b*^*IR*^.
(TIF)

S15 Fig *mTor*^*WT*^ overexpression in hemocytes does not reduce the lifespan of the flies. Lifespan of *HH > w*^*GD*^ (118 females and 116 males), *w x mTor*^*WT*^ (108 females and 103 males) and *mTor*^*WT*^-overexpressing (*HH > mTor*^*WT*^, 120 females and 120 males) flies. Flies were maintained at 29 °C. Significance levels: *** *p < 0.0001*, ** *p < 0.001,* * *p < 0.05.* The data are available in the S7 Table.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

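The samples were hemocytes from hemolymph released by dissecting larvae in PBS and spun down without sorting, with the cells of 100 larvae pooled per replicate. There were 12 RNA libraries in 4 groups of 3: uninfected control (HH crossed to *w* GD), infected control, *mTor* WT (HH > *mTor* WT) and infected *mTor* WT. All larvae were kept at 29 °C. The infected groups were exposed to *L. boulardi* for 2 h and bled 48 h after infection.

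The authors prepared stranded mRNA libraries, sequenced 50 bp single-end reads, aligned them to dm6 with STAR 2.5.0 and counted reads per gene with Subread 1.5.0. The authors deposited a table with a signal value for each gene and library, in CPM, made by dividing the gene's reads by the total of the library. The methods also name TMM normalization before the CPM step, but in the deposited signal every value is a whole number of reads over a total with no TMM factor left in it. The share of values that came out as a whole number of reads, to within 0.01 read, was 100% in every library, and the gene values of each library summed to between 999977 and 999999. The table has 16728 rows, of which 16726 name a gene. A blank row and a row with the column totals, which made up 50% of each column's sum, were left out. The recovered totals were 18422147 to 22683428 reads with a median of 19543769.5. A level of 1 CPM stands for 18.4 to 22.7 reads, with a counting error of 23.3% to 21.0%. Genes were named by FlyBase ID from the annotation of the same assembly (16539 rows), by Entrez ID (79) or by the symbol in the table (74), and 34 kept their ID. The 70 rows that share an ID with another row were kept apart.

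Genes were kept when the 3 replicates of at least 1 group summed to at least 10 CPM, which left 7573 genes. The study set its limit at 10 reads. The values were analysed as log2(CPM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit with a coefficient per group, eBayes with a trend of the variance, not robust), so that all 12 libraries share the estimate of the spread. Adjusted p-values are by Benjamini and Hochberg over the genes kept, and the threshold was 0.15, as in the study. Infected control and *mTor* WT were each compared with uninfected control, *mTor* WT with infected control, infected *mTor* WT with *mTor* WT and with infected control, and the response to infection in *mTor* WT with the response in controls (the interaction). The classes followed the study: changed in both comparisons with uninfected control with an adjusted p under 0.15 and the same sign, or changed in only 1 of them with an adjusted p over 0.5 in the other. Both comparisons share the 3 uninfected control libraries, so the overlap was set beside 100 permutations of the libraries' residuals and beside independent lists of the same sizes. Principal components and distances used the same log2 values, centred per gene. With 3 libraries against 3, complete separation of a gene's values occurs by chance in 10% of unchanged genes.

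Gene lists came from the study's S1, S3, S4 and S5 Tables and from lists written before the data were examined. The 107 lists with at least 5 genes kept were tested with camera (preset correlation 0.01, adjusted p under 0.05 over the lists), and again with the correlation between genes estimated from the data. For each list the text gives how many genes rose, fell or did not pass at 0.15, over all genes and adjusted over the list alone. All hemocyte markers of the S1 Table had already passed the study's criterion on these libraries. The genes named in the text were chosen by a rule set before the data were examined: every gene that the study names in its results, Fig 7 or Fig 8 (their values in the study's tables had been seen); per comparison the 10 genes with the largest and the 10 with the smallest log2 fold change among those past the threshold with a mean of at least 10 CPM in the higher group and no overlap between groups; and per list up to 4 members with the largest change, with any member needed to show that the list is mixed.

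The test was checked on simulated data with the depth and the gene-wise spread of these libraries, each gene drawn independently. Few genes were changed, none with a low level in uninfected controls: after infection limma called 201 of 6930 genes. The shares below may not carry over to data with far more genes called. In an unchanged comparison limma called 0 genes. With known changes, 13.9% of its calls after infection and 12.0% with *mTor* WT were false, against 26.3% and 23.9% for DESeq2. On the recovered reads, edgeR 4.0.16 called 1582 genes higher and 1431 lower after infection and 2581 and 2673 with *mTor* WT, and DESeq2 1.42.0 called 1641 and 1516, and 2664 and 2594. Other steps used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

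The alternatives set before the data were examined were a pseudocount of 0.1 or 2.5, no filter, a sum of at least 100 in a group, a sum of at least 10 in every group compared, a fit of only the groups compared, a gene-by-gene test without moderation of the variance, library weights, no trend of the variance, edgeR, DESeq2, an adjusted p under 0.05, median-ratio scaling, upper-quartile scaling, rescaling to the same sum, the replicate number as a block, the estimated correlation in camera, and each library left out in turn. After the data were seen, a setting without the 5 libraries that hold testis transcripts, a setting with the testis level as a covariate and a paired fit of the controls were added. The paired fit takes only the 6 control libraries with the replicate number as a block. Its pairing comes from the data, since the paper and labels do not say what a number marks: the deviations of uninfected and infected controls from their group means correlated at 0.396, 0.251 and 0.180 for replicates 1, 2 and 3, against -0.349 to 0.273 between different numbers. Uninfected replicate 3 correlated better with infected replicate 2 (0.273) than with its own number, so the pairing of replicates 2 and 3 is uncertain. Replicate 1 of both groups holds testis transcripts. Imaging, cell counts and survival were not used here, and neither were reads, so strand, splice forms, wasp transcripts and the transgene's own sequence were not analysed here. Reads of *mTor* come from the gene and the transgene together.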

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

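Median-ratio scaling, each library left out, the estimated correlation in camera and the totals without the most abundant genes were set before the data were examined, and the other tests in this part, and which explanations to test, were chosen after the results they bear on were seen. A response to infection is the log2 fold change against the uninfected larvae of the same genotype.

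The response to infection differed between the genotypes by the test of the difference itself: it was higher in *mTor* WT larvae for 868 genes and lower for 948, where higher includes a smaller fall. With a library left out the numbers ranged over 516 to 1759 and 794 to 1113, and with median-ratio scaling they were 525 and 1043. The largest differences above 0 on the log2 scale, by the rule for named genes, were those of *Act79B* (4.31), *NT5E-2* (3.91), *lncRNA:CR42715* (3.78), *Mtkl* (3.78), *CG18088* (3.78), *bib* (3.67), *DptA* (3.63), *Dro* (3.44), *Glut1* (3.42) and *CG4408* (3.37), and the largest below 0 those of *CG1208* (-7.90), *CG14610* (-7.83), *CG5835* (-7.70), *ItgaPS4* (-7.66), *Drip* (-7.40), *CG15347* (-7.23), *atilla* (-7.18), *alphaTub85E* (-7.17), *lncRNA:CR44948* (-7.04) and *mdu* (-6.997). *atilla* and *mdu* are lamellocyte genes, and *DptA* and *Dro* belong to the humoral response and were highest in infected *mTor* WT replicates 2 and 3: *DptA* had 4.51, 35.5 and 168 CPM in infected *mTor* WT replicates 1, 2 and 3.

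The tables argue against testis transcripts as the source of the difference, since 97.9% of the 1816 genes were called again with the same sign with the testis level as a covariate. With median-ratio scaling 80.0% were called again, and with any library left out at least 70.9% (lowest without infected *mTor* WT replicate 3). Genes with a lower response numbered 1043 with that scaling and 794 without that library, against 948. For them the values argue against the scaling or a single library as the source. Genes with a higher response numbered only 525 and 516, against 868. For part of these the scaling or a single library stays open. The 78.6% called again without the 5 libraries with testis transcripts rest on 1 infected *mTor* WT library, taken to vary like the other groups. A candidate explanation that stays open is that uninfected *mTor* WT hemocytes already carry most of the changes that infection brings. Over the 695 genes that infection raised over 2-fold in controls, by a median of 2.05 on the log2 scale, *mTor* WT differed from infected controls by a median of 0.0582 (quartiles -0.77 and 0.71), and 611 of them were higher with *mTor* WT than in uninfected controls, the same libraries against which they were picked. A weaker or slower reaction of *mTor* WT larvae to the wasp would also lower the response and was not tested. This stays a hypothesis, found and tested on the same libraries.

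A signal that the paper does not report came from the 16 testis genes listed before the data were examined. They summed to 47.3 CPM in uninfected control replicate 1, 46.5 in infected control replicate 1, 111 in *mTor* WT replicate 3, 51.2 in infected *mTor* WT replicate 1 and 48.5 in infected *mTor* WT replicate 2, against 5.94 to 11.6 in the other 7 libraries. Of those higher in each of the 5 libraries than in all others, the most abundant were *betaTub85D* (9.11 to 23.6 CPM there, and at most 1.34 in the others), *Mst98Ca* (6.27 to 20.5, at most 1.61) and *Mst98Cb* (at least 4.76, at most 2.77). Hemocytes without this signal also had *twe*, at a median of 6.15 CPM, and *Mst98Cb*, at 1.53. In infected *mTor* WT replicate 3 all 16 genes were above 0, at a sum of 9.34 CPM.

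A candidate source is RNA of testis cells released when the larvae were opened, and no sort or gate was used that would remove it: 93.8% of the 16 genes lay higher in each of the libraries picked out by the other listed genes than in all the rest. The tables argue against reads exchanged from a single source among these 12 libraries, since the highest sum was 2.17 times the next. A source outside these libraries could not be tested, as only their values are at hand. They also argue against more male larvae as the whole source, because the dosage compensation RNAs *roX1* and *roX2* together were at most 0.295 higher on the log2 scale than in the other libraries of the group, and lower in 3 of the 4 groups (down to -0.329), while the testis genes were higher by 2.16 to 4.02; this limit was set after the *roX* values were seen. Somewhat more male larvae in these pools cannot be told apart from none, as the mean *roX* difference of -0.104 had a standard error of 0.146 over 4 groups. No biological explanation was tested, and the 5 libraries belong to all 4 groups.

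With *mTor* WT, more genes were lower than higher, and the median of all genes fell by 0.18 on the log2 scale. The tables argue against a difference in depth, with totals that differed by -4.90% on average, and against reads taken up by the *mTor* transgene or by the most abundant genes, since the median stayed at -0.15 without the reads of *mTor* in the totals and at -0.16 without the 149 genes that were among the 100 most abundant of any group. Scaling to the library totals stays open as the source, because with median-ratio scaling 48.4% of the calls were higher. With TMM factors computed from the recovered reads 41.8% were higher and the median was -0.11, so the imbalance shrank less. These scalings assume that most genes keep their level, which these relative values cannot show. A fall of many transcripts per cell with *mTor* WT also stays open, as untested.

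For the comparisons of 3 libraries with 3, the 10 ways to split 6 libraries are too few for a share under 0.05. The real splits called 2871 genes after infection (highest other split 0), 5492 with *mTor* WT (2), 4529 between *mTor* WT and infected controls (0), 1525 after infection in *mTor* WT larvae (575) and 3595 between the infected groups (3), each the highest of its 10, so 1 of 10. For the difference of the responses, 3 of 100 splits within each genotype called at least 1816 genes, the real one included, and the highest called 2499. In both other splits the control libraries were kept apart by infection while the *mTor* WT libraries were mixed, so they carry the controls' own response to infection, a structure of the samples. The remaining splits mix infected with uninfected libraries and so also remove a response that both genotypes share. The share of splits therefore cannot decide whether the responses differ. For genes changed the same way by both treatments, 2 of 100 splits of the 9 libraries gave at least the real 2300, the real one included. Mixing the 9 libraries removes every group difference. The share of splits therefore cannot tell a change common to both treatments from the overlap that the shared controls give. The highest gave 3659 and took the 3 *mTor* WT libraries as the shared reference, which again follows the structure of the samples.

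For the gene lists the 10 splits are too few as well, and the lists called by camera with its preset correlation were not rare among them. After infection 24 lists were called and 2 of 10 splits called as many (highest other 34), with *mTor* WT 23 and 6 of 10 (34), and between *mTor* WT and infected controls 23 and 8 of 10 (38). With the correlation between genes estimated from the data none of these calls held. For the difference of the responses 1 of the 17 lists held, that of the lamellocyte markers, which was lower (adjusted p = 0.047). All 67 listed lamellocyte markers had passed the study's own criterion in at least 1 comparison on these libraries. The difference subtracts the response in controls, so this list is not independent evidence of its direction.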

How the results depend on the processing

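Only the settings without the 5 libraries with testis transcripts, with the testis level as a covariate and with the control replicates paired were chosen after the data were seen. For single genes, 275 results were followed, 212 of them past the threshold, and 218 kept their side of it in every alternative set beforehand. The gene-by-gene test without moderation of the variance changed most: 20 lost their call and 4 gained 1. These numbers were 20 and 0 at an adjusted p under 0.05, 10 and 6 under edgeR, 11 and 7 under DESeq2, 10 and 3 under median-ratio scaling, 9 and 4 under upper-quartile scaling, 9 and 0 without a filter, 5 and 3 with only the groups compared and 1 and 7 with library weights. Leaving out uninfected control replicate 3 took 14 calls away and each other library 1 to 12. *p38b*, at -0.01 on the log2 scale with *mTor* WT (adjusted p = 0.933), changed sign to 0.15 under edgeR (adjusted p = 0.108), 0.17 under DESeq2 (0.0625) and 0.15 under upper-quartile scaling (0.125), with a range of 0.0625 to 0.984 over its alternatives. The cause was not tested. *Taldo*, at 0.07 with *mTor* WT, changed sign to -0.22 without the 5 libraries with testis transcripts (adjusted p = 0.0556, against 0.072 to 0.83 over the alternatives set beforehand).

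Of the counts, list results and distances under every alternative, 597 stayed within 1.5 times the reported count, or within the spread for distances, and 68 did not. The pseudocounts, the sum of at least 10 in every group, the fit without a trend, the same sum and the testis covariate moved none of them. Of the genes called after infection and with *mTor* WT, no call changed sign under any alternative. The shares called again were 85.9% and 84.1% in the gene-by-gene test, 95.5% and 87.3% with median-ratio scaling and 81.0% and 92.0% without the 5 libraries with testis transcripts.

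Without a filter, 1176 genes were higher with *mTor* WT only, against 513. A sum of at least 100 in a group tests fewer genes. It gave 1322 higher and 2272 lower with *mTor* WT, 819 higher with *mTor* WT than after infection, 895 higher in infected *mTor* WT than in infected controls, 228 higher and 767 lower with *mTor* WT only and 37 lower after infection only. The distance between the *mTor* WT groups over that within groups was then 1.68, against 1.33 and 1.24 to 1.44 with each library left out. An adjusted p under 0.05 left 772 genes lower after infection, 371 higher and 160 lower after infection in *mTor* WT larvae, 342 with a higher response to infection in *mTor* WT than in control larvae, 653 lower in both treatments, and 70 higher and 23 lower after infection only, as a stricter threshold must leave fewer.

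For the settings of this paragraph the cause was not tested. With only the groups compared in the fit, infection in *mTor* WT larvae raised 505 genes and 116 were lower after infection only. The gene-by-gene test without moderation gave 2 higher and 0 lower genes after infection in *mTor* WT larvae (at an unadjusted p under 0.05 872 and 436), 810 lower with *mTor* WT only and 105 lower after infection only. The interaction has no value in these settings, since it needs all 4 groups. Library weights gave 2197 lower after infection, 2327 higher and 1062 lower after infection in *mTor* WT larvae, 2029 with a higher response in *mTor* WT, 1824 lower in both, 334 higher with *mTor* WT only, and 192 higher and 113 lower after infection only. edgeR gave 593 higher after infection in *mTor* WT larvae, 568 with a higher response in *mTor* WT and 139 lower after infection only. DESeq2 gave 2206 higher with *mTor* WT than after infection, 863 lower after infection in *mTor* WT larvae, 826 lower with *mTor* WT only and 163 lower after infection only. Median-ratio scaling gave 614 higher after infection in *mTor* WT larvae, 525 with a higher response in *mTor* WT and 123 lower after infection only. Upper-quartile scaling gave 2309 higher and 1952 lower with *mTor* WT than after infection, 554 higher and 748 lower after infection in *mTor* WT larvae, 624 lower with *mTor* WT only, and 67 higher and 195 lower after infection only. Without the 5 libraries with testis transcripts, 1415 genes were lower in infected *mTor* WT than in infected controls and 1393 had a higher response in *mTor* WT. That setting leaves 1 infected *mTor* WT library and 2 in each other group, so the spread of infected *mTor* WT is taken from the other groups. With the estimated correlation between genes, camera called 0 lists higher and 0 lower in each of the 3 comparisons where the preset correlation had given 15 and 9 after infection, 12 and 11 with *mTor* WT and 14 and 9 between them. At an unadjusted p under 0.05 the estimated correlation left 7 higher and 0 lower after infection, 6 and 1 with *mTor* WT and 6 and 0 between them.

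With each library left out in turn, the genes higher after infection in *mTor* WT larvae ranged over 297 to 1640 (reported 1050), with 297 without infected *mTor* WT replicate 3, 344 without infected *mTor* WT replicate 1 and 1640 without *mTor* WT replicate 3. The lower ones ranged over 128 to 608 (reported 475), with 128 and 148 without infected *mTor* WT replicates 1 and 3 and 274 without *mTor* WT replicate 1. Genes with a higher response in *mTor* WT ranged over 516 to 1759 (reported 868): 516 without infected *mTor* WT replicate 3, 558 without infected *mTor* WT replicate 1, 577 without infected control replicate 1 and 1759 without *mTor* WT replicate 3. Genes lower after infection only ranged over 36 to 120 (reported 65): 36 and 37 without infected control replicates 3 and 2 and 120 without *mTor* WT replicate 2. The other counts stayed within 1.5 times the reported ones, for example 1242 to 1660 higher and 961 to 1687 lower after infection and 1933 to 2047 and 3085 to 3793 with *mTor* WT.

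The replicate number as a block left 272 of the single-gene results on their side of the threshold, with 2 gained and 1 lost, and moved no count over 1.5 times. Over all groups the numbers gave no sign of pairs: deviations from the group means had a mean correlation of -0.0342 over 18 pairs with the same number and 0.0207 over 36 pairs with different numbers, and 0 of 12 libraries correlated best with their own number in every other group. Apart from the uninfected and infected controls, no 2 groups had every pair with the same number above 0.1. In the paired fit of the controls, chosen after the data were seen, 1530 genes were higher and 1502 lower after infection, against 1603 and 1686 in the same 6 libraries without the block and 1520 and 1351 reported, and 2658 of the 2871 reported calls held. The camera test then also called translational elongation (adjusted p = 0.0209) and extracellular matrix (adjusted p = 0.0188) lower and the positive (adjusted p = 0.0384) and negative (adjusted p = 0.0483) regulators of Hedgehog signaling higher, and with the estimated correlation 0 lists. The text gives beside the results the printed single-gene calls that the paired fit changed and the printed list counts that it moved by over 1.5 times or turned to the other side. Other list counts moved by less, and no class count moved by over 1.5 times.

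Depth and 3 replicates limit small changes. Of genes changed 1.5-fold, the simulated data gave back 63.8% after infection and 50.7% with *mTor* WT, and of genes changed 4-fold 95.4% and 98.3%.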

Differences from the paper's values

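In this part only the settings without the 5 libraries with testis transcripts, with the testis level as a covariate and with the control replicates paired were chosen after the values were seen. The counts use the paper's thresholds, an adjusted p under 0.15 for a change and above 0.5 for none. The filters differ: the paper asks for 10 reads, and here a gene needed 10 CPM summed over the replicates of a group. The tests differ too: the methods' t-test is 2-tailed on log10 values, with an FDR by a method it names Holm-Hochberg, and here limma moderated the variance on log2 values, with the Benjamini-Hochberg correction. Which correction the paper's name stands for is not known.

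Genes lower after both treatments: the paper gives 716 and the values here 1137, of which 611 are among the 714 genes of the paper's table that have values here. The count comes within 1.5 times the paper's under no filter (1026), a sum of at least 100 CPM in a group (818), at least 10 CPM in every group compared (991), edgeR (1072), an adjusted p under 0.05 (653), median-ratio scaling (1029) and, with a library left out, uninfected control replicates 1, 2 and 3 (970, 962 and 894), infected control replicates 1, 2 and 3 (839, 829 and 877), *mTor* WT replicate 1 (1057) and infected *mTor* WT replicates 1 and 3 (1068 and 1063). It does not under a pseudocount of 0.1 (1123), a pseudocount of 2.5 (1162), only the groups compared (1328), the gene-by-gene test (1119), library weights (1824), no trend of the variance (1134), DESeq2 (1104), upper-quartile scaling (1300), the same sum for each library (1137), the replicate number as a block (1146) and, with a library left out, *mTor* WT replicates 2 and 3 (1185 and 1475) and infected *mTor* WT replicate 2 (1115). Among the settings that come within, between 433 and 607 of the paper's genes were shared. Nor does the count come within with the testis settings (1152 without the 5 libraries and 1287 with the covariate).

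Genes lower with *mTor* WT only: the paper gives 765 and the values here 1254, with 636 of the paper's 762 genes among them. The count comes within 1.5 times the paper's under a sum of at least 100 CPM in a group (767), only the groups compared (840), the gene-by-gene test (810), library weights (867), edgeR (850), DESeq2 (826), an adjusted p under 0.05 (1015), median-ratio scaling (927), upper-quartile scaling (624) and, with a library left out, uninfected control replicate 1 (1137) and *mTor* WT replicate 2 (985). It does not under a pseudocount of 0.1 (1262), a pseudocount of 2.5 (1236), no filter (1625), at least 10 CPM in every group compared (1222), no trend of the variance (1257), the same sum for each library (1254), the replicate number as a block (1228) and, with a library left out, uninfected control replicates 2 and 3 (1268 and 1381), infected control replicates 1, 2 and 3 (1365, 1583 and 1443), *mTor* WT replicates 1 and 3 (1160 and 1211) and infected *mTor* WT replicates 1, 2 and 3 (1290, 1261 and 1289). Among the settings that come within, between 393 and 625 of the paper's genes were shared. Leaving out the 5 libraries with testis transcripts, a setting chosen after the values were seen, gives 1002, within 1.5 times, but 388 of the paper's 762 genes drop out. With the covariate it is 1222, outside.

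Genes lower after infection only: the paper gives 102 and the values here 65, with 36 of the paper's 102 genes among them. The count comes within 1.5 times the paper's under a pseudocount of 0.1 (68), only the groups compared (116), the gene-by-gene test (105), library weights (113), no trend of the variance (69), edgeR (139), median-ratio scaling (123) and, with a library left out, *mTor* WT replicates 1 and 2 (77 and 120). It does not under a pseudocount of 2.5 (58), no filter (67), a sum of at least 100 CPM in a group (37), at least 10 CPM in every group compared (56), DESeq2 (163), an adjusted p under 0.05 (23), upper-quartile scaling (195), the same sum for each library (65), the replicate number as a block (53) and, with a library left out, uninfected control replicates 1, 2 and 3 (47, 56 and 58), infected control replicates 1, 2 and 3 (48, 37 and 36), *mTor* WT replicate 3 (60) and infected *mTor* WT replicates 1, 2 and 3 (60, 62 and 61). Among the settings that come within, between 22 and 75 of the paper's genes were shared. With the testis level as a covariate, a setting chosen after the values were seen, it is 76, within 1.5 times, and 62 of the paper's 102 genes drop out. It is 45 without the 5 libraries, outside.

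The paper lists the receptor *Pvr* among genes without differential expression. Here it had 716 ± 25.2, 515 ± 15.8 and 168 ± 31.4 CPM in uninfected controls, after infection and with *mTor* WT. It fell after infection (log2 fold change -0.48, adjusted p = 0.0548, range 0.00194 to 0.135) and with *mTor* WT (-2.11, adjusted p = 9.8e-07, range 1.1e-30 to 0.00399). *Egfr*, listed with it, was under the filter and did not pass with no filter (adjusted p = 0.617 and 0.449). The paper states no change for *InR*. Here it did not pass after infection (adjusted p = 0.801) and rose with *mTor* WT (0.48, adjusted p = 0.105, range 3.2e-04 to 0.402). It did not pass with no filter (0.18), only the groups compared (0.201), the gene-by-gene test (0.348), at an adjusted p under 0.05, or without uninfected control replicate 3 (0.24), *mTor* WT replicate 1 (0.282) or *mTor* WT replicate 2 (0.402).

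The paper calls *slpr* and *grnd* unexpressed. *slpr* had 80.7 ± 2.37, 70.3 ± 6.28 and 54.9 ± 7.31 CPM here, while *grnd* had 0.0168 ± 0.0291, 0.0307 ± 0.0531 and 0.136 ± 0.236 CPM, which matches. It reports little transcriptional regulation of the mTOR complex genes. *PRAS40* rose after infection (0.63, adjusted p = 0.00491) and fell with *mTor* WT (-1.81, adjusted p = 7.1e-07), *rictor* rose with *mTor* WT (0.92, adjusted p = 0.00195) and *Tti1* fell after both (-0.40 and -0.66, adjusted p = 0.0441 and 0.00101). *Sin1* did not pass after either (adjusted p = 0.571 and 0.427), and *raptor* did not pass after infection (adjusted p = 0.847). With *mTor* WT *raptor* fell (-0.42, adjusted p = 0.0257, range 0.00192 to 0.378) but did not pass under edgeR (0.263), DESeq2 (0.378), median-ratio scaling (0.215), upper-quartile scaling (0.211) or the gene-by-gene test (0.157), and *Lst8* fell (-0.33, adjusted p = 0.0143).

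*SREBP* is named as lowered or unaffected. Here it rose after infection (0.55, adjusted p = 0.00553) and with *mTor* WT (0.32, adjusted p = 0.0381, range 0.00145 to 0.198). With *mTor* WT it did not pass in the gene-by-gene test (0.198) or without uninfected control replicate 1 (0.156). The paper has *scyl*, AMPK and *p53* raised and *sip3* lowered and does not name the treatment. With *mTor* WT that holds for *scyl* (0.68, adjusted p = 0.00772), *AMPKalpha* (0.50, 0.0038), *alc* (0.29, 0.0571), *p53* (1.62, 1.5e-05) and *sip3* (-0.65, 3.4e-04), but *SNF4Agamma* did not pass (-0.06, 0.652). After infection *scyl* fell (-0.41, adjusted p = 0.141, range 0.0158 to 0.404), and *AMPKalpha* (0.17, 0.365), *alc* (0.07, 0.749), *SNF4Agamma* (0.02, 0.941), *p53* (0.18, 0.523) and *sip3* (-0.10, 0.57) did not pass. *AMPKalpha* then passed with only the groups compared (0.083), in the gene-by-gene test (0.0468) and with library weights (0.0653), within a range of 0.0468 to 0.575. *Corp*, also named as lowered, was under the filter. With no filter it fell with *mTor* WT (-0.60, adjusted p = 0.0488) and did not pass after infection (0.52, 0.163).

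*Wnt6* is named as raised by both treatments. It rose with *mTor* WT (4.42, adjusted p = 2.2e-04) and did not pass after infection (1.09, adjusted p = 0.301). It passed after infection under edgeR (3.52, adjusted p = 0.0828), under DESeq2 (3.59, 0.0128) and without infected control replicate 2 (1.70, 0.121), within a range of 0.0128 to 0.836. *ths* and *Duox*, also named as raised, were under the filter. With no filter *ths* rose after infection (1.35, adjusted p = 0.0254) and with *mTor* WT (1.96, 0.00105), and *Duox* rose with *mTor* WT (1.79, 0.00946) but did not pass after infection (0.56, 0.603).

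The paper has every V-ATPase gene lowered with *mTor* WT. Of its 9 genes 8 fell, also under both other scalings, and *Vha16-1* did not pass (-0.20, adjusted p = 0.213). Of 18 subunits listed before the data were examined 14 fell and 2 rose (*Vha36-2* and *VhaM9.7-c*). Oxidative phosphorylation is described as mostly lowered by both treatments. With *mTor* WT 3424 of all 7573 genes fell, a share near that of the 32 of 70 oxidative phosphorylation genes that fell. After infection 2 of 70 oxidative phosphorylation genes rose (*SdhB* and *Cyt-c-p*) and 1 fell (*ATPsynbeta*), with 2 and 2 after median-ratio scaling and 1 and 5 after upper-quartile scaling, 2 and 5 with the control replicates paired and 1 and 11, the way the paper has it, without the 5 libraries, against 3 and 32 with *mTor* WT.

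The paper has the AMP subcluster raised after infection alone. Of its 16 genes 13 rose after infection, and with *mTor* WT 8 rose and 3 fell. Thioredoxins are described as tending upwards with both. Of 8, 2 rose and 0 fell after infection, and with *mTor* WT 2 rose and 2 fell (3 and 1 with median-ratio scaling, 3 and 0 with upper-quartile scaling). *Trx2* and *Trxr1* rose with both, and *Tmx3* and *SelT* fell with *mTor* WT. The members of the gene lists named in this part were picked out after their values were seen.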

Other observations

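In this part only the values without the 5 libraries with testis transcripts and with the control replicates paired were computed after the data were seen. Below, for lists of genes that the claims of the paper do not turn on, the first number of a pair is the genes that rose and the second those that fell, at an adjusted p under 0.15.

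Of 15 extracellular matrix genes the numbers were 3 and 10 after infection and 3 and 11 with *mTor* WT, and of 15 phagocytosis receptors 3 and 9 after infection and 1 and 13 with *mTor* WT. Of 20 integrin adhesion genes they were 15 and 1 after infection and 16 and 2 with *mTor* WT, of 9 tubulins 6 and 0 after infection and 5 and 2 with *mTor* WT, of 9 melanization genes 4 and 4 after infection and 3 and 5 with *mTor* WT and of 14 ecdysone response genes 0 and 10 after infection and 1 and 9 with *mTor* WT. The side with more genes stayed the same for these lists with median-ratio and upper-quartile scaling.

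Of 32 proteasome subunits the numbers were 1 and 0 after infection and 17 and 0 with *mTor* WT, with 26 and 0 after median-ratio scaling and 7 and 3 without the 5 libraries with testis transcripts. Of 17 aminoacyl-tRNA synthetases they were 5 and 0 after infection and 12 and 3 with *mTor* WT, of 23 citrate cycle genes 4 and 7 after infection and 4 and 15 with *mTor* WT and of 67 fatty acid synthesis genes 8 and 23 after infection and 17 and 34 with *mTor* WT. Of 31 cytochrome P450 genes they were 8 and 9 after infection and 14 and 12 with *mTor* WT, with 9 and 9 after infection under median-ratio scaling and 12 and 12 with *mTor* WT without the 5 libraries.

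Of 7 Turandot and Bomanin peptides the numbers were 5 and 0 after infection and 1 and 0 with *mTor* WT, and of 6 JAK/STAT target genes 5 and 0 after infection and 2 and 2 with *mTor* WT. Markers of other tissues gave 0 and 7 after infection and 0 and 7 with *mTor* WT for 8 fat body genes, 2 and 10 after infection and 3 and 6 with *mTor* WT for 16 muscle genes, 0 and 0 after infection and 0 and 3 with *mTor* WT (limma, 0 and 0 at an unadjusted p under 0.05 after infection, and 1 and 0 with the control replicates paired) for 8 gut genes, 0 and 0 after infection and 1 and 1 with *mTor* WT (limma, 0 and 0 unadjusted after infection, and 0 and 3 with the control replicates paired) for 5 epidermis and cuticle genes, and 3 and 1 after infection and 3 and 2 with *mTor* WT for 6 neuron genes. With upper-quartile scaling the muscle genes gave 3 and 4 with *mTor* WT.

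Within the infected controls, replicate 1 had the highest level of several genes that *mTor* WT raised: *CG34136* at 116, 14.2 and 21.3 CPM in replicates 1, 2 and 3, and *laza* at 66.8, 15.0 and 18.1. Both were picked out after their values were seen.

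The fold changes in the paper's tables were compared for genes with values above 0 in each group. After infection 2342 of 2342 lay within 1% of the ratio of the geometric group means here, and with *mTor* WT 2338 of 2339. Over the 2269 genes of these tables that passed the filter, 1238 were called after infection both by the paper and here, 88 by the paper alone and 168 here alone. With *mTor* WT the numbers were 1662, 10 and 269.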
